# Single‐cell RNA sequencing of motoneurons identifies regulators of synaptic wiring in *Drosophila* embryos

**DOI:** 10.15252/msb.202110255

**Published:** 2022-02-28

**Authors:** Jessica Velten, Xuefan Gao, Patrick Van Nierop y Sanchez, Katrin Domsch, Rashi Agarwal, Lena Bognar, Malte Paulsen, Lars Velten, Ingrid Lohmann

**Keywords:** circuit wiring, *Drosophila* embryonic motoneuron, homeodomain transcription factors, Ig‐domain encoding proteins, single‐cell RNA sequencing, Chromatin, Transcription & Genomics, Neuroscience

## Abstract

The correct wiring of neuronal circuits is one of the most complex processes in development, since axons form highly specific connections out of a vast number of possibilities. Circuit structure is genetically determined in vertebrates and invertebrates, but the mechanisms guiding each axon to precisely innervate a unique pre‐specified target cell are poorly understood. We investigated *Drosophila* embryonic motoneurons using single‐cell genomics, imaging, and genetics. We show that a cell‐specific combination of homeodomain transcription factors and downstream immunoglobulin domain proteins is expressed in individual cells and plays an important role in determining cell‐specific connections between differentiated motoneurons and target muscles. We provide genetic evidence for a functional role of five homeodomain transcription factors and four immunoglobulins in the neuromuscular wiring. Knockdown and ectopic expression of these homeodomain transcription factors induces cell‐specific synaptic wiring defects that are partly phenocopied by genetic modulations of their immunoglobulin targets. Taken together, our data suggest that homeodomain transcription factor and immunoglobulin molecule expression could be directly linked and function as a crucial determinant of neuronal circuit structure.

## Introduction

Neuronal circuits in mammals as well as *Drosophila* are stereotypically wired for the precise execution of functional tasks critical for organismal survival. The formation of such circuits is a step‐wise process, which starts with the specification of neuronal cell types and their accurate arrangements in space, followed by the correct wiring of individual cells and their final integration into a functional network. To ensure such precision, the structure and connectivity of neural circuits is genetically specified. However, how these complex interconnected processes are encoded in the genome and executed by the cellular protein machinery is still not fully understood.

According to the “labelled pathway hypothesis” (Sperry, 1963), neurons stochastically and transiently form contacts with many possible targets after their specification, while the expression of specific cell surface proteins (CSPs) is thought to stabilize the correct connections, a process called synaptic specificity (Sanes & Zipursky, 2020). Many lines of evidence support this hypothesis. Recent work has shown that combinations of immunoglobulin superfamily (IgSF) cell surface proteins (Dprs) are differentially expressed in distinct neuronal clusters and bind to specific Dpr binding proteins (DIPs) expressed in synaptic partners (Nakamura *et al*, 2002; Özkan *et al*, 2013; Carrillo *et al*, 2015). In the visual system, combinations of CSPs are differentially expressed between layers (Tan *et al*, 2015), while in olfactory neurons, a combinatorial expression of transcription factors (TFs) and CSPs maps neurons with the same olfactory receptor to the same glomerulus (Couto *et al*, 2005; Li *et al*, 2017, 2020; McLaughlin *et al*, 2021). All these studies explain how groups of similar neuronal cells are molecularly defined and provide a hypothesis on how stereotypic connections to another neuronal cell type are formed. By contrast, how the specificity of circuits is specified and controlled at the level of single cells is still not completely resolved.

In the *Drosophila* neuromuscular system, every single motoneuron (MN) forms unique and stereotypic connections with target muscles already during embryogenesis, but the molecular mechanisms underlying this specificity is unclear (Allan & Thor, 2015). MNs are progressively specified from anterior to posterior by segment‐specific TFs (Bossing *et al*, 1996; Schmidt *et al*, 1997; Angelini & Kaufman, 2005) and further along the dorsal to ventral axis (Broihier & Skeath, 2002; Broihier *et al*, 2004; Landgraf & Thor, 2006) before extending their nerve projections to predefined locations specified in all three spatial dimensions (Landgraf *et al*, 1997; Thor *et al*, 1999; Broihier & Skeath, 2002; Broihier *et al*, 2004; Zarin *et al*, 2014; Hessinger *et al*, 2016). These observations have suggested region‐specific mechanisms in the determination of connectivity patterns. However, such a regional model alone is unlikely to explain the precise connectivity patterns of single cells (Nassif *et al*, 1998; Landgraf *et al*, 2003). In addition, elegant studies in the vertebrate central nervous system and classical transplantation experiments demonstrated that positional identity and connectivity patterns of single neurons are stably maintained even after experimental relocation of cells (Demireva *et al*, 2011). Thus, there seems to be a molecular mechanism that stably imprints cellular identity and instructs the formation of cellular connectivity.

Homeodomain TFs have long been known to play important roles in the specification, differentiation and maintenance of neurons, also in MNs, in different organisms (Thor *et al*, 1999; Thor & Thomas, 2002; Urbach *et al*, 2006, 2016; Sanguinetto *et al*, 2008; Philippidou *et al*, 2012; Deneris & Hobert, 2014; Allan & Thor, 2015; Zeisel *et al*, 2018; Domsch *et al*, 2019; Sugino *et al*, 2019; Allen *et al*, 2020; Reilly *et al*, 2020). Importantly, it has been shown just recently that each neuron class in the nematode *C. elegans* expresses a unique combination of homeodomain TFs, which is unambiguously associated with neuronal identities (Reilly *et al*, 2020; Hobert, 2021). However, it is so far unclear whether this concept extends to other organisms; whether such cell‐specific combinations of homeodomain TFs also instruct later events in circuit formation; and, finally, which molecules downstream of such homeodomain TFs realize synaptic target choice and specificity at the single‐cell level.

Using single‐cell RNA sequencing (scRNA‐Seq) with high numbers of biological replicates, we demonstrate that cell‐specific expression of multiple homeodomain TFs is associated with the cellular heterogeneity within differentiated MNs along the major body axes of *Drosophila* embryos. We furthermore show that multiple CSPs, in particular cell surface immunoglobulins (Igs), act downstream of homeodomain TFs in individual MNs and play an important role in determining specificity during the synaptic wiring phase. Knockdown and ectopic expression of homeodomain TFs induces synaptic wiring defects specific to single cells that are partly phenocopied by genetic manipulation of their putative Ig targets. Additionally, our data suggest that shared combinations of homeodomain TF are expressed in matching synaptic partners of functional neuronal circuits. Based on these findings, we propose that the development of individual neuronal circuits is genetically defined by a linked “homeo‐immunoglobulin program”, which serves as one of the major determinants for complex neuronal wiring with single cell precision.

## Results

### A reference map of MNs during the synaptic wiring phase in *Drosophila* embryos

We aimed at identifying molecules driving specificity in synaptic wiring at the single‐cell level to gain a comprehensive view of the complex yet highly precise synaptic matching process. To this end, we used the *Drosophila* neuromuscular system as our model, as it is ideally suited to study mechanisms of synaptic specificity: first, this system is of relatively low complexity; and second, it is fully established at the end of embryogenesis with about 30‐35 MNs innervating in a highly stereotypic manner 30 muscles in each abdominal hemisegment of stage 17 embryos (Landgraf *et al*, 1997; Hoang & Chiba, 2001; Landgraf & Thor, 2006; Kim *et al*, 2009; Couton *et al*, 2015). Evidently, selection of the proper developmental stage is critical for the comprehensive identification of cues driving the highly specific interaction of neuronal cells. This notion is based on previous studies showing that neurons diversify most on the transcriptional level when they are in the process of contacting their synaptic partners while their transcriptomes become indistinguishable upon completion of neuronal connectivity (Li *et al*, 2017). In the *Drosophila* neuromuscular system, embryonic MNs interact with their muscle partners at the end of embryonic stage 16 (Landgraf *et al*, 1997), suggesting motoneuronal transcriptomes to be most diverse at this developmental stage. Based on these considerations, we performed scRNA‐Seq of stage 16 embryonic cells marked by the *OK371‐*GAL4 driver (Mahr & Aberle, 2006) controlling the expression of the UAS‐*RFP* transgene (Fig EV1A and B). This driver is based on a regulatory element controlling the expression of the presynaptic vesicular glutamate transporter (VGlut) and is active specifically in all/most MNs at late stages of embryogenesis (stage 17) (Mahr & Aberle, 2006) (Fig EV1A). In addition, the *OK371*‐GAL4 driver is active in a few glutamatergic brain neurons (Fig EV1A), which were later excluded by restricting the analysis to *Hox*‐expressing cells. We further confirmed that known motoneuronal subtypes are targeted by this driver in expected ratios in stage 16 embryos (Fig EV3A–D, and see below) (Mahr & Aberle, 2006).

**Figure EV1:**
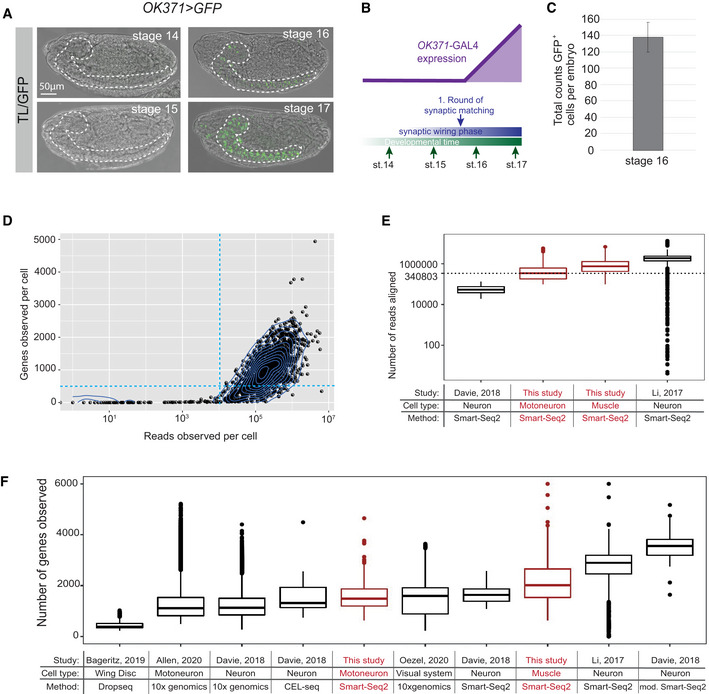
scRNA‐Seq data of embryonic *Drosophila* MNs are of high quality Time course of GFP expression induced by the *OK371‐GAL4* motoneuronal driver during embryonic stages, showing that GFP expression starts after embryonic stages 15 and is clearly detectable at stages 16 and 17 in neuronal cells. Dashed lines highlight the ventral nerve cord.Illustration of the time course shown in (A) in relation to the synaptic wiring in the embryonic neuromuscular system, highlighting that *OK371‐GAL4*‐driven transgene expression occurs at the time when the first synaptic connections are formed between MNs and muscles.Quantification of the average number of differentiated *OK371 > GFP*‐positive MNs in stage 16 embryos (*n* = 3, biological replicates with two independent biological repeats, error bar denotes standard deviation).Visualization of filtering criteria for single cells (dashed blue line, see Materials and Methods). Density dot plot represents the total reads (library size) versus genes observed per cell (library quality, diversity). Each dot represents a motoneuronal cell (total of 1,536 cells). In total, *n* = 999 cells passed the filtering criteria indicated by the dotted lines (see Materials and Methods).Number of reads aligned to the *Drosophila* genome per cell for the two datasets from this study (red) and two other studies (black) profiling *Drosophila* neurons by Smart‐Seq2. See Materials and Methods, section *Data visualization* for a definition of boxplot elements. Individual data points correspond to single cells (biological replicates), see legend of panel F for number of cells.Number of genes observed per cell for the two datasets from this study (red) and several other studies (black) profiling *Drosophila* neurons by scRNA‐Seq (Li *et al*, 2017; Davie *et al*, 2018; Bageritz *et al*, 2019; Allen *et al*, 2020; Özel *et al*, 2021). See Materials and Methods, section *Data visualization* for a definition of boxplot elements. Individual data points correspond to single cells (biological replicates). Bageritz *et al*: *n* = 2,554, Allen *et al*: *n* = 33,115, Davie 10× genomics: *n* = 56,902, Davie CEL‐seq: *n* = 22, Davie Smart‐Seq2: *n* = 45, Davie modified Smart‐Seq2: *n* = 34, this study (Motoneuron): *n* = 999, this study (Muscle): *n* = 837, Oezel *et al*: *n* = 31,018, Li *et al*: *n* = 1,842.

**Figure EV2:**
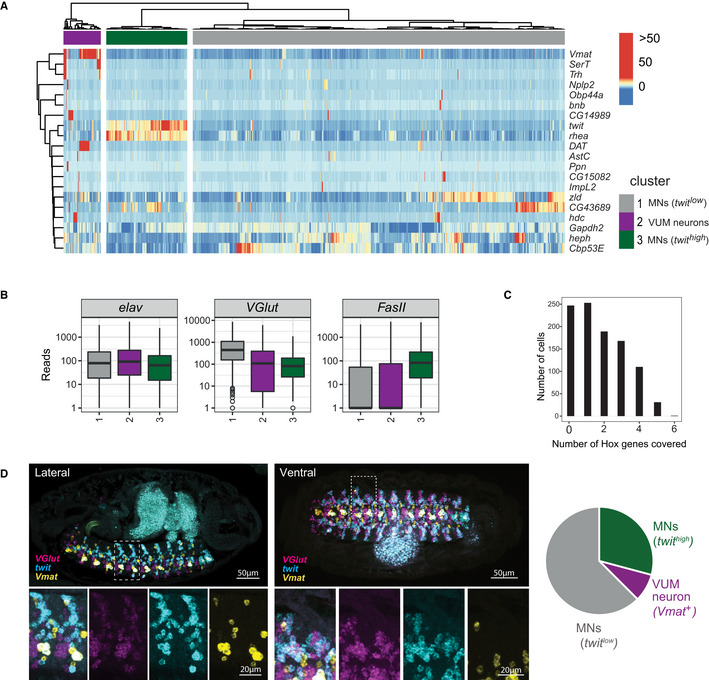
scRNA‐Seq data of embryonic *Drosophila* MNs identifies three major clusters Heatmap depicting gene expression of single motoneuronal cells (columns) after hierarchical clustering using the 20 most variably expressed genes (rows) following the method of Li *et al* (2017). Hierarchical clustering was performed using ward linkage on an Euclidean distance metrics. Colour code represents gene expression levels (see Materials and Methods). Three distinct clusters with similar expression patterns are labelled in grey (cluster 1), purple (cluster 2) and green (cluster 3), these clusters correspond to clusters shown in Fig 1B.Expression of three marker genes, *elav* (pan‐neural), *VGlut* (glutamatergic MNs) and *FasII* (axon) were evaluated for each of the three clusters shown in (A). See Materials and Methods, section *Data visualization* for a definition of boxplot elements. Individual data points correspond to single cells (biological replicates), *n* = 758 (cluster 1), *n* = 76 (cluster 2), *n* = 165 (cluster 3).Bar chart shows the number of cells expressing different numbers of *Hox* genes. In sum, 749 of 999 cells express at least one *Hox* gene (~ 75% *Hox* gene coverage).
*Left panel:* Multiplex HCR visualizes the expression pattern of *VGlut*, a general marker for glutamatergic MNs, and two key marker genes, *twit* and *Vmat*, which drive the clustering shown in (A). The dashed boxes in the upper panels, which show the lateral and dorsal view of representative embryos, are displayed at higher resolution in the lower panel. *Right panel:* Venn diagram showing ratios of cells labelled with these key marker genes, which are compared with ratios expected from scRNA‐Seq experiments.

**Figure EV3:**
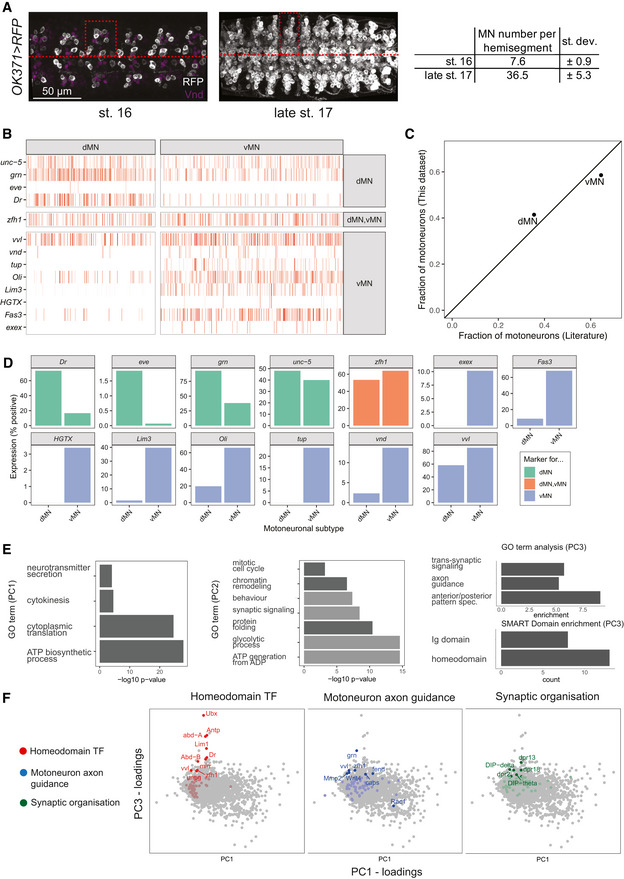
Detailed analysis of single cell data identifies known MN subtypes and variable processes in stage 16 embryonic MNs *Left panel*: ventral view of representative stage 16 and late‐stage 17 embryos expressing UAS‐*RFP* under the control of *OK371*‐GAL4. The red dashed lines highlight the midline, the dashed boxes indicate one hemisegment. Within each hemisegment, RFP‐positive cells were counted to define the average number of MNs present per abdominal hemisegment. *Right panel:* table depicting the average number of MNs per hemisegment counted in stage 16 and late‐stage 17 embryos.Expression of known motoneuron subtype markers (Landgraf *et al*, 1999; Certel & Thor, 2004; Garces & Thor, 2006; Technau *et al*, 2014; Zarin *et al*, 2014; Couton *et al*, 2015) on *n* = 758 cells from the *twit^low^* cluster. Columns correspond to single cells. Cells were assigned as dorsally projecting MNs (dMN) or ventrally projecting MNs (vMN) by computing expression scores on dMN and vMN markers. If a given marker was observed in a single cell, −log(*p*) was added to the respective score, where *p* is the total fraction of cells expressing a marker.Scatter plot comparing the fraction of MNs falling into the distinct classes according to literature (Zarin *et al*, 2014), and according to the assignment performed in (B).Bar chart depicting the expression of the marker genes in the different populations.Principal component analysis (PCA) of genes expressed in *twit^low^* cells. GO term analysis for biological processes was performed on the top 10% genes with highest loadings on principal component 1, PC1 (log 10 *P*‐value; left), principal component 2, PC2 (middle) and principal component 3, PC3 (right). GO term and SMART domain analysis was performed on the top 300 genes representing the most enriched candidates in the PCA. Dark grey indicates processes enriched among genes with positive loadings, light grey indicates processes enriched among genes with negative loadings. Together these analyses indicated that PC1 and PC2 are associated with metabolic processes, cellular differentiation and/or technical variation, while PC3 is associated with anterior/posterior patterning and synaptic processes.Principal component loadings plots highlighting homeodomain TF genes (red) as well as genes associated with the GO terms MN axon guidance (blue) and synaptic organization (green). Points with label correspond to the highest 5% of loadings.

For the experiment, single *RFP*‐expressing MNs were sorted from a pool of precisely staged embryos by fluorescence‐activated cell sorting (FACS) (Fig 1A). In total, 1,536 MNs were sequenced by SMART‐Seq2 (Picelli *et al*, 2014) from pooled embryos. 

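The processed data hold 999 motoneurons, each sequenced as a library of its own, from 1 pooled population of RFP-positive cells sorted from embryos of 19 to 20 h. OK371-GAL4 is a driver line that is active in glutamatergic neurons. SMART-Seq2 is a plate-based protocol that covers whole transcripts and carries no molecular identifiers, so that every count is a number of reads after PCR. The cell labels name no embryo or separate pool, and cells are not replicates. The values of this dataset therefore describe 1 pooled sample, and no test was made across cells. Shares of cells are given with exact Clopper-Pearson intervals at 95%, which cover counting error only. The cells came from 16 plates with 17 to 82 cells each, and the range over plates is given where a technical difference could move a value. The authors assigned the reads to Drosophila transcripts (BDGP6) with Kallisto. They deposited estimated read counts, rounded to whole numbers, for 7279 genes in all cells, and estimated counts and TPM for 30651 transcripts in each cell. The gene counts were used here. When the estimated counts were summed per gene with the Ensembl release 115 annotation and rounded, 99.9% of the values that could be paired equalled the gene counts. The total count per cell ranged from 100027 to 5834773 with a median of 340803 (lower quartile 182034, upper quartile 617099), and the plate medians ranged from 129256 to 658763. Counts were divided by size factors from the total counts, and log values are log2 of the normalized count plus 1. A gene was called detected in a cell at 1 or more reads unless 10 reads are named, and shares at both minimums are given where the choice mattered.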

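When genes with at least 10 reads were counted in the deposited gene counts, 959 of the 999 cells had 500 or more such genes and 40 cells had fewer, with 387 genes in the lowest cell. At a minimum of 5 reads per gene, which was chosen after seeing the data, all 999 cells had at least 512 genes. The lowest total count among the cells was 100027 reads.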

After filtering based on a minimum of 500 genes observed with 10 reads each, 999 single‐cell transcriptomes were retained (Fig EV1D). Thus, every biologically unique motoneuronal cell (~140 *OK371*‐positive cells in a single embryo, Fig EV1A–C) was sequenced in approximately 7 biological replicates in our dataset. 

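In the deposited counts, 506728793 reads were assigned to genes in all 999 cells together. The plates differed in depth, and the smallest plate held 17 cells. The standard deviation of the median total count between the 16 plates was 159519 reads. For comparisons of detection that depth could drive, each cell was also thinned at random to 50000 reads, a number that every cell reached.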

By comparing our dataset to recently published data, we confirmed that the quality of our data matches the standards in the field, in particular with regard to sequencing depth (Fig EV1E and F). A median of 1,202 unique genes were observed per cell, and a negligible fraction of 0.1% of reads mapped to the mitochondrial genome, supporting the high technical quality of the data. 

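In the gene counts, a median of 1487 genes were detected per cell with at least 1 read and 1111 genes with at least 10 reads. At a minimum of 6 reads, chosen after seeing the data, the median was 1210 genes (1238 at 5 reads and 1185 at 7). The plate medians at 1 read ranged from 1240 to 1747.5 genes, with a standard deviation of 152 genes between plates. Thinned to 50000 reads, the median cell had 1258 genes. The gene counts list 4 genes of the mitochondrial genome, which together took 813157 reads (exact Poisson interval 811391 to 814926), or 0.160% of all reads. The median cell had 0.119% of its reads on these genes, and the plates ranged from 0.0554% to 0.347%. The paper takes the number of genes and the low mitochondrial share as a sign of high technical quality.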

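VGlut (FBgn0031424, chromosome 2L of BDGP6.54, 2400295 to 2410662) encodes the transporter that fills synaptic vesicles with glutamate, and was detected in 957 of 999 cells (95.8%, interval 94.4 to 97.0). The plates ranged from 93.2% to 100%. With at least 10 reads, the share was 92.2% (90.4 to 93.8). The neuronal RNA-binding protein gene elav (FBgn0260400, chromosome X, 509235 to 523226) was detected in 905 cells (90.6%, 88.6 to 92.3) and with at least 10 reads in 804 cells (80.5%, 77.9 to 82.9). The elav share varied more between plates, from 70.2% to 98.7%. In the estimated counts summed per gene with the release 115 annotation, a comparison made after seeing the values, VGlut was in 880 cells (88.1%), below the interval above, and with at least 10 reads in 792 (79.3%), while elav was in the same numbers of cells. The difference in VGlut equals, within 1 read in every cell, the counts of 1 transcript of 5903 bases that this annotation does not list and that the deposited gene counts include. After thinning to 50000 reads, VGlut was detected in 94.0% and elav in 85.4% of the cells.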

Abundant expression of motoneuronal marker genes like *Vesicular glutamate transporter (VGlut)* and *embryonic lethal abnormal vision (elav)* indicated successful sorting of the targeted cell population (Fig EV2B).

**Figure 1:**
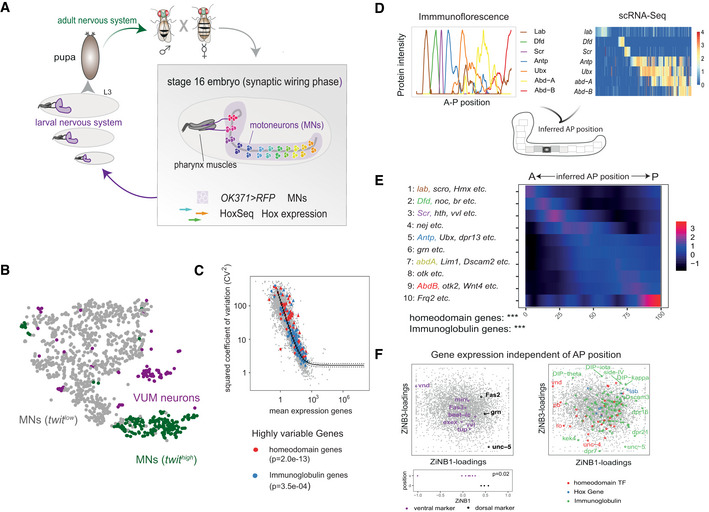
scRNA‐Seq identifies highly variable homeodomain TF expression in late embryonic MNs at the time of synaptic wiring Schematic drawing depicts the step‐wise development of the nervous system in *Drosophila*, starting during embryogenesis, progressing through three larval stages and metamorphosing during pupal stage into the adult nervous system. The first connections in the neuromuscular system are formed between MNs and muscles in late *Drosophila* embryos (stage 16). MNs at this stage expressing UAS‐*RFP* under the control of the motoneuronal driver *OK371‐*GAL4 (*OK371 > RFP*) are color‐coded along the ventral nerve cord according to different patterns of *Hox* gene expression. *OK371‐RFP‐*positive MNs were FACS sorted and single cells were sequenced by targeted Smart‐Seq2 to enrich for *Hox* gene representation (HoxSeq) as spatial markers (see also Materials and Methods).t‐distributed stochastic neighbour embedding (t‐SNE) plot of *n* = 999 single‐cell transcriptomes. Colours correspond to three clusters, VUM neurons (purple), *twit^low^* (grey) and *twit^high^* (green) MNs.Identification of highly variable genes in the *twit^low^* cluster using the method by (Brennecke *et al*, 2013). Scatter plot depicts the mean expression for each gene and squared coefficient of variation across *twit^low^* cells. The solid line indicates the fit, dashed lines the 95% confidence interval. Genes with a significantly elevated variance are shown as triangles, other genes as circles. Different gene classes are colour coded. *P*‐values shown were retrieved by a hypergeometric test for enrichment of the respective gene class among highly variable genes.Outline of strategy to map single MNs to a position along the AP axis (see also Materials and Methods). Upper panel: Intensities of Hox protein expression along the ventral nerve cord measured by immunofluorescence (upper left panel*)* and co‐expression patterns of *Hox* gene transcripts measured by scRNA‐Seq (upper right panel*)* were used as input. Upper right panel depicts a heatmap of color‐coded Hox gene expression levels; columns correspond to *n* = 758 single *twit^low^* MNs. Lower panel: AP position is inferred form scRNA‐Seq data by probabilistically mapping *Hox* gene expression pattern in each individual cell to the immunofluorescence reference data.Genes with significant variation along the AP axis were identified and clustered into 10 groups of distinct expression patterns (Materials and Methods). Heatmap shows average gene expression per cluster (rows) across single cells (columns). Asterisks indicate *P*‐value of a hypergeometric test for enrichment of protein domains, ***P < 0.001.
*Left panel:* ZINB‐WaVE (Risso *et al*, 2018, 2019) was used to statistically separate gene expression variability into parts linked to AP position and parts independent thereof. Scatter plot of ZINB‐WaVE loadings separates known dorsal and ventral marker genes on ZINB‐WaVE component 1. *Right panel:* Genes encoding homeodomain TFs and genes encoding Ig domain molecules (see colour code) show high loadings on ZINB‐WaVE components 1 and 3, demonstrating high variability independent of AP position.

*Hox* genes are known to be expressed in a consecutive order along the AP axis of *Drosophila*. We used this property to precisely locate single‐cell transcriptomes along the AP axis as further described below. To this end, we implemented a custom modification of the SMART‐Seq2 protocol by adding primers targeting each *Hox* gene to the reverse transcription (RT) and preamplification step that permits an increased representation of the lowly expressed *Hox* genes as spatial markers (Fig 1A, see Materials and Methods) (Giustacchini *et al*, 2017; Velten *et al*, 2021). 

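At least 1 read of lab, Dfd, Scr, Antp, Ubx, abd-A or Abd-B was found in 752 of 999 cells, which is 75.3% of the cells (plates 57.1% to 86.7%). With at least 10 reads of 1 of these genes the share was 62.5%, and after thinning to 50000 reads it was 66.8%. No Hox read was found in 247 cells, while 253 cells had reads of 1 Hox gene, 189 of 2, 168 of 3, 110 of 4, 31 of 5 and 1 of 6. Because primers for the 7 Hox genes were added to the reverse transcription and preamplification, their counts are raised relative to other genes and are compared only between cells. Antp was detected in 391 cells, Ubx in 380, abd-A in 349, lab in 255, Abd-B in 234, Scr in 81 and Dfd in 46. The depth behind these calls differed between genes. The median count in the cells with reads was 177.5 for Ubx and 84.5 for Dfd, but only 5 for lab, where 70.6% of the 255 cells had fewer than 10 reads.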

Despite the low expression of *Hox* genes in late embryonic stages, which is common to all TF encoding genes, we identified 75% of the MNs to express at least one *Hox* gene (Fig EV2C).

To explore the molecular diversity of the MNs, we performed two independent unsupervised analyses, t‐distributed neighbour embedding (tSNE) and hierarchical clustering (Figs 1B and EV2A). Both methods identified a cluster corresponding to modulator neurons (VUMs, 8% of the cells) as well as two large, yet distinct clusters of cells that differ in the expression of the marker genes *rhea* and *target of wit* (*twit*). 

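Hierarchical clustering (Ward linkage) was repeated on the 20 genes with the largest variance of log2(normalized count + 1) over the 999 cells. Divided into 3 clusters, it gave groups of 423, 179 and 397 cells. The leading genes by difference of mean log2 values were ribosomal RNA sequences in the first (3.12 for 18SrRNA-Psi:CR45861) and the glycolytic genes Tpi (3.53) and Pglym78 (4.09) in the other clusters. By a rule that was written after the clusters had been seen, a cluster took the name of a subtype only if at least 1 marker fixed beforehand was among its 10 leading genes and at least 3 markers were detected in 50% of its cells or more, and no cluster met this, so that 0% of the cells were assigned to a VUM-like or a twit-high-like cluster. For the VUM-like name the rule is too strict to measure a share, because even among the cells with at least 10 Vmat reads the other markers were detected in 34.2% (Tbh), 25.3% (Tdc2) and 26.6% (zfh1). When the 20 genes were taken by their squared coefficient of variation (CV²) over its fitted trend, a choice made after seeing the data, a group of 70 cells led by Vmat, DAT and ple separated, 100% of them with Vmat reads, next to groups of 32 and 897 cells. The groups used from here on were therefore defined by the marker genes themselves, after the clustering had been seen. At least 10 reads of Vmat were present in 79 cells (7.91%, interval 6.31 to 9.76; plates 1.25% to 17.6%) and at least 10 reads of twit in 196 cells (19.6%, 17.2 to 22.2; plates 10.7% to 35.3%). Both were present in 9 cells. The other 733 cells (73.4%, 70.5 to 76.1), with fewer than 10 reads of each gene, are called low-twit cells here and stand in for the twit-low cluster of the paper.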

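Vmat (FBgn0260964, chromosome 2R of BDGP6.54, 13513132 to 13534251) encodes the transporter that loads monoamines into vesicles. Among the 79 cells with at least 10 Vmat reads, 16 had at least 10 reads of Tbh, the enzyme that makes octopamine, and 18 of Tdc2, the enzyme that makes its precursor tyramine. Tbh, Tdc2 or both were present in 23 cells (29.1%, interval 19.4 to 40.4), against 10.0% of the 920 other cells. Dgk had at least 10 reads in 31 of the 79 cells (39.2%, 28.4 to 50.9; other cells 46.7%), zfh1 in 14 (17.7%, 10.0 to 27.9; other cells 35.1%) and VGlut in 64 (81.0%, 70.6 to 89.0; other cells 93.2%). Vmat itself was used to choose the cells. The other genes with the largest difference of mean log2 values between these cells and all others were DAT (3.27), ple (2.67), Ddc (2.28) and CG32700 (2.20).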

VUM MNs belong to a very distinct MN subtype expressing a combination of subtype‐specific marker genes, *Vesicular monoamine transporter (Vmat*; Fig EV2A and D)*, Tyramine β* hydroxylase (*Tbh), diacyl glycerol kinase (dgk)* and the motoneuronal marker *Zn finger homeodomain 1* (*zfh1)* (Stagg *et al*, 2011), which we all identified in the VUM neuron cluster. These type II glutamatergic/octopaminergic MNs exhibit modulator roles in taste responses (Sink & Whitington, 1991; Landgraf *et al*, 1997; Siegler & Jia, 1999; Stagg *et al*, 2011), while the *twit^low^* and *twit^high^* cluster can be assigned to the abundant glutamatergic type I MN class (Hoang & Chiba, 2001; Kim *et al*, 2009). *In situ* hybridization chain reactions (HCR) of late stage embryos localized *twit* transcripts in median and lateral clusters of posteriorly located MNs (Fig EV2D) (Kim & Marqués, 2012), suggesting that those two groups of MNs, the VUMs and *twit^high^* MNs, represent indeed two distinct motoneuronal subtypes with different locations.

Taken together, these analyses showed that the dataset generated in this study was of high quality, consistent with published data and provided an approximately 7‐fold cellular coverage of each biologically unique MN at the synaptic wiring stage. In addition, we identified three rather homogenous cluster that can be identified by the expression of *twit^high^*, *twit^low^* and *Vmat*, corresponding to type I and type II MNs.

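In the 196 cells with at least 10 reads of twit (FBgn0032895, chromosome 2L of BDGP6.54, 20852578 to 20857113), which chose the group, the leading other genes by difference of mean log2 values were rhea (6.51), AnxB9 (5.55), CG1402 (5.11) and lbm (4.85). Few cells lay near the limit between the groups. Between 1 and 9 reads of twit were found in 30 of the 999 cells, and between 1 and 9 reads of Vmat in 24. The median total count was 344030 in the cells with twit, 283798 in the cells with Vmat and 341603 in the low-twit cells, so the groups differed by less than the plates did.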

### The expression of homeodomain transcription factor and Ig domain genes are highly variable within *twit^low^* MNs

To investigate processes required for MN diversity during the synaptic wiring phase, we focused on the largest cluster of MNs expressing low levels of *twit* (*twit^low^*). This cluster contains the majority of glutamatergic type I MNs that are equally distributed along the ventral nerve cord, rather than specialized subtypes of MNs such as the VUMs or *twit^high^* clusters that are unevenly distributed along this embryonic body axis (Fig EV2D). Although this population in the largest cluster (*twit^low^*) appears rather homogenous, our dataset confirms mutual exclusive expression of known markers for the two major motoneuronal subsets, the dorsally and ventrally projecting MNs (Landgraf *et al*, 1999; Certel & Thor, 2004; Garces & Thor, 2006; Landgraf & Thor, 2006; Technau *et al*, 2014; Zarin *et al*, 2014; Urbach *et al*, 2016; Zarin & Labrador, 2019), while common markers are identified in both subsets including *unc5* (Keleman & Dickson, 2001) (Fig EV3B and D). 

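In the 733 low-twit cells, the genes that the picture of Fig EV3B labels as markers of dorsally projecting motoneurons (dMN) were detected in 36.3% of the cells for grn, 34.5% for unc-5, 20.6% for Dr and 0.682% for eve. Those labelled as markers of ventrally projecting motoneurons (vMN) were detected in 35.5% for vvl, 28.5% for Oli, 26.1% for Lim3, 20.5% for Fas3, 8.73% for tup, 5.87% for vnd, 3.00% for exex and 1.77% for HGTX, and zfh1, labelled for both, in 40.2%. The paper's text names unc-5 as a marker found in both subsets. The lists were read from the picture, so no test rests on them. Co-detection of a dMN and a vMN marker, as a log2 odds ratio over cells, was below 0 for 15 of the 32 pairs and above 0 for 17. By dMN marker, 3 of 8 pairs were below 0 for unc-5 and 1 of 8 for eve, which was detected in 5 cells, and 11 of 16 for grn and Dr, a division made after the values were seen. The lowest were Dr with tup (-3.62), Dr with exex (-3.60), grn with exex (-3.09) and grn with tup (-2.52). Dr and vnd (2.18) and grn and vnd (1.96) were found together more often than independent detection gives. For unc-5 the 8 values lay close to 0, from -0.27 with vnd to 0.46 with Oli. Among the dMN markers, grn and Dr shared the most cells (116 cells, 3.24).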

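The legend's score was repeated on the low-twit cells, in which each detected marker adds the negative logarithm of the fraction of cells expressing it. Of the 733 cells, 658 had a marker and could be scored, and 75 had none. A higher dMN score was found in 211 cells (32.1%, interval 28.5 to 35.8) and a higher vMN score in 447 cells (67.9%). Markers of both kinds were present in 338 of the scored cells (51.4%), so the assignment is by degree. The share depended on what counts as a marker. It was 42.1% when a marker needed at least 10 reads, and 22.6% without unc-5.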

Importantly, the MN subtypes are represented in our dataset in the ratios expected from literature (Landgraf *et al*, 1999; Garces & Thor, 2006; Zarin *et al*, 2019) (Fig EV3C). Hence, these data suggest that the population profiled here is very similar and representative of MNs present at the end of embryogenesis (stage 17).

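For each gene, the squared coefficient of variation (CV²) of the normalized counts was compared with the value fitted for its mean expression, after the approach of Brennecke et al. The 7207 genes with at least 10 reads in 5 or more of the 733 low-twit cells were used, and 1207 lay above the fit. The measure of a gene class is its median log2(CV² / fitted CV²), set against 10000 random lists of the same size matched on mean expression. For 59 homeodomain TF genes the median was 0.75, while the random lists had a median of -0.48 (95% of lists between -0.62 and -0.33), and no random list reached it (percentile 100). For 100 Ig genes the median was 0.02 against -0.42 (-0.52 to -0.31, percentile 100). Of the homeodomain TF genes, 33 of 59 (55.9%) were among the 300 genes farthest above the fit, and of the Ig genes 13 of 100 (13.0%), where 4.16% of all genes are. The other classes examined gave percentiles of 100 for GPCRs, 99.3 for cadherin and LRR genes, 74.5 for nuclear receptors, 38.0 for bHLH TFs and 36.2 for ion channels. The 10 genes farthest above the fit were of neither class, namely Obp44a (7.17), Nplp2 (6.10), CG14989 (5.45), bnb (5.40), Ppn (5.31), CG15082 (5.29), AstC (4.68), MtnA (4.54), Mip (4.47) and Picot (4.41), each with at least 10 reads in 5 to 16 cells. In every alternative and with each plate left out, both classes stayed at percentile 100. As this percentile can rise no further, the distance to the median of the random lists says more. It lay between 1.04 and 1.25 for the homeodomain TF genes and between 0.36 and 0.58 for the Ig genes in the alternatives that could move it.

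**Figure D1:**
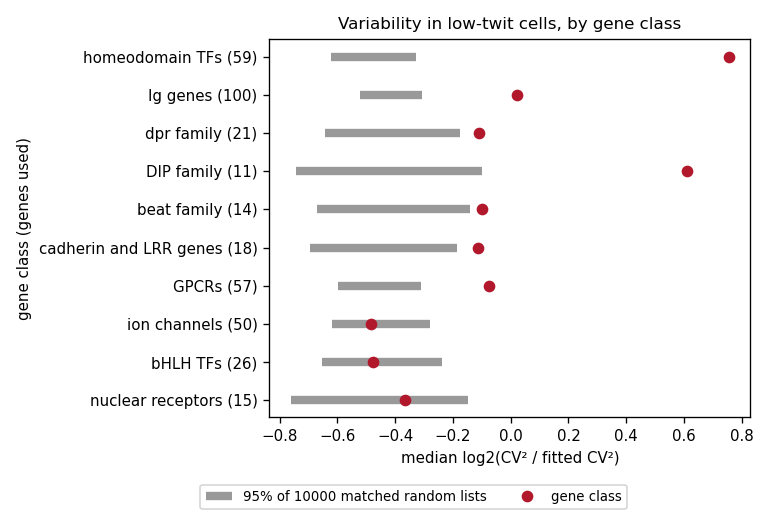
Median log2(CV² / fitted CV²) of gene classes in the low-twit cells (points, number of genes in parentheses), with the range of 95% of 10000 random lists matched on mean expression (bars). The homeodomain TFs lie at 0.75 and the DIP family at 0.61, above their random lists, while bHLH TFs and ion channels lie inside.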

Using a statistical test to discover biologically variable genes from scRNA‐Seq data (Brennecke *et al*, 2013), we observed that homeodomain TF and Ig domain encoding genes displayed a very high biological variability within *twit^low^* cells (Fig 1C). 

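Principal component analysis was run on z-scored log2(normalized count + 1) of the 7207 genes in the 733 low-twit cells. The first component held 5.37% of the variance and followed the number of genes detected per cell (Spearman's rho over cells -0.92), and the second held 2.23% (rho -0.50). The third component held 0.715% and the fourth component 0.674%. On the third component, the median absolute loading of the homeodomain TF genes was 0.0112 against 0.00706 for matched random lists, a percentile of 99.9. These genes were at percentile 0 on the first component, 0.23 on the second and 84.8 on the fourth. With the number of genes detected and the plate regressed out, the components are other ones. The homeodomain TF genes were then at percentile 81.5 on the third. They were at 49.2 on the second, which followed the leading Hox gene most closely. The Ig genes were at 96.4 on the first, where the homeodomain TF genes were at 0.15. That first component still followed the number of genes detected (rho -0.38). Without z-scores, the Ig genes were at 97.2 on the second component, which followed the leading Hox gene (rho -0.23) and not the number of genes detected (-0.02). The Ig genes had a median absolute loading of 0.00802 against 0.00832 on the third component, a percentile of 38.7, and were at percentile 3.75 on the fourth component. Across the settings tried, their percentile on the third component ranged from 4.90 to 63.6. On the second component it was 84.6.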

Similar results were obtained by principal component analysis (PCA) of the *twit^low^* cells, which demonstrated that the expression of homeodomain TFs and CSPs involved in synaptic matching and axon guidance co‐varied (Fig EV3E and F). In particular, the expression of known mediators of synaptic specificity, for instance Dpr protein‐encoding genes (Özkan *et al*, 2013; Carrillo *et al*, 2015), was highly variable within the *twit^low^* cluster and co‐varied with homeodomain TF gene expression (Fig EV3F).

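The 21 dpr genes in the low-twit cells had a median log2(CV² / fitted CV²) of -0.11. Matched random lists had a median of -0.41, with 95% of lists between -0.64 and -0.18, and the dpr genes lay at percentile 99.1. In the alternatives this percentile stayed between 98.9 and 99.95, the highest with the genes of Dataset EV1, a list drawn up from these same cells, and between 99.2 and 99.8 with each plate left out. The DIP family, whose members bind Dpr proteins, had a median of 0.61 over 11 genes (percentile 100), and the beat family -0.10 over 14 genes (98.7). The 4 Dscam genes and the 6 kek genes were at percentiles 93.0 and 68.3. By their absolute loadings, the dpr genes were at percentile 93.7 on the second component, 16.0 on the third and 2.27 on the fourth.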

Taken together, more detailed analysis on the largest type I MN cluster (*twit^low^*) revealed that within this cluster all major motoneuronal subtypes were detected and that homeodomain TF and CSP expression was highly variable and co‐varied.

### Homeodomain TF combinations are associated with spatial variability

We hypothesized that the high variability of homeodomain TF gene expression within otherwise homogenous MNs is caused by spatial cues. To investigate this possibility, we spatially mapped single MNs along the AP body axis using *Hox* gene expression as spatial reference points. We first created a high‐resolution map of Hox protein expression by immunofluorescence, showing that anterior Hox proteins were expressed in clearly defined stripes, whereas expression of posterior Hox proteins was partially overlapping (Figs 1D, and EV4A and B). 

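In the 524 low-twit cells with at least 1 Hox read, co-detection was measured as a log2 odds ratio for each of the 21 pairs of Hox genes. The 7 genes lie on chromosome 3R in 2 groups, lab, Dfd, Scr and Antp between 6661427 and 6999228 of BDGP6.54 and Ubx, abd-A and Abd-B between 16656623 and 16972236. The posterior neighbours were detected together, with 3.04 for Ubx and abd-A (174 cells), 2.57 for Antp and Ubx (180 cells) and 2.54 for abd-A and Abd-B (117 cells). The anterior neighbours had -0.87 for lab and Dfd (9 cells), -1.82 for Dfd and Scr (1 cell) and -1.61 for Scr and Antp (15 cells). Over the 6 pairs of neighbours the median was 0.84, and it was -0.11, -1.15, -0.92, -1.79 and -1.26 at distances of 2 to 6 genes. The lowest value was -4.90 for Dfd and Antp (1 cell). Leaving out the cells without any Hox read lowers all of these values, so that 0 does not mark independent detection among the 524 cells. Over all 733 low-twit cells, a comparison chosen after seeing the values, the posterior neighbours had 4.02, 3.63 and 3.42 in the same order, and the anterior ones -0.13, -1.25 and -0.66. The medians were 1.64 for neighbours and 0.64, -0.10, 0.08, -0.85 and -0.29 at distances of 2 to 6 genes. The 6 pairs among Antp, Ubx, abd-A and Abd-B were above 0 in both sets of cells, and Dfd with Antp was lowest in both (-3.96 in all 733). Of the pairs below 0 in the 524 cells, 4 were above 0 in the 733, among them lab with Antp (-1.04 and 0.20), lab with Ubx (-0.92 and 0.29) and lab with Scr (-0.11 and 0.64), so that their sign depends on the cells chosen. With at least 10 reads the median of the neighbours was 0.61, and with plates combined by the Mantel-Haenszel estimate it was 0.71. The paper uses such patterns with the protein map for a probabilistic mapping of cells along the AP axis.

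**Figure D2:**
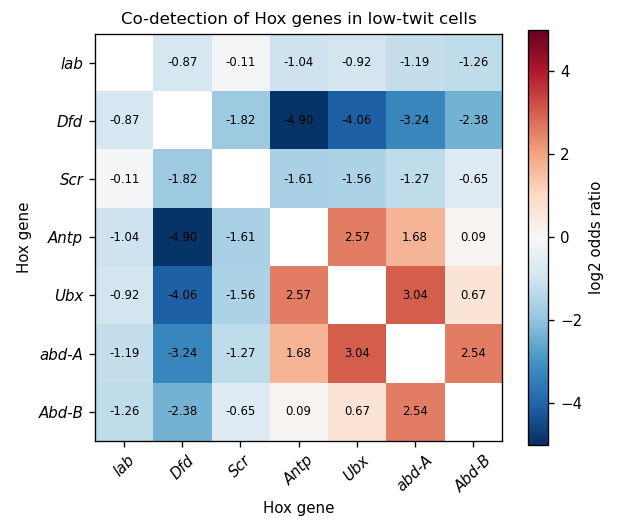
Log2 odds ratio of co-detection of each pair of Hox genes (at least 1 read) over the 524 low-twit cells with a Hox read, in the order of the genes along the body axis. Red marks values above 0 and blue values below 0. Cells without a Hox read are left out, which lowers all values, so that blue alone does not show that 2 genes avoid each other. Antp, Ubx, abd-A and Abd-B form the red block, and Dfd has the lowest values.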

The same co‐expression patterns were observed in our scRNA‐Seq data (Figs 1D and EV4C), allowing us to probabilistically map cells from the scRNA‐Seq dataset to a position along the AP axis (Fig 1D, see Materials and Methods). We validated this mapping strategy by immunofluorescence. To this end, we used the inferred AP position to estimate the expression pattern of every gene along the AP axis (Fig 1E). We thereby identified candidate genes with differential expression along this axis. Importantly, these candidates were not used for constructing the model. For two such candidates, *Frq1* and *hth*, we compared the predicted expression pattern to immunofluorescence data and observed a high agreement (Fig EV4D). 

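The paper's probabilistic position needs the protein map and was not computed here. Each of the 524 cells was instead assigned to the Hox gene with the highest count relative to that gene's mean in expressing cells, which gave 104 cells for lab, 36 for Dfd, 27 for Scr, 99 for Antp, 116 for Ubx, 61 for abd-A and 81 for Abd-B. For hth (FBgn0001235, chromosome 3R of BDGP6.54, 10507561 to 10639568), the mean CPM in this order was 708, 1584, 1237, 863, 471, 455 and 244. It was detected in 82.6% of the 167 anterior cells (lab, Dfd and Scr) and in 68.3% of the 142 posterior cells (abd-A and Abd-B), a difference of -14.3 percentage points (95% interval -24.3 to -4.29). The share was lower in posterior cells in 11 of 14 plates with cells of both kinds. The groups within were uneven, as 74.0% of the lab cells had hth reads, below the 78.7% of the abd-A cells. In the Dfd and Scr cells the shares were 97.2% and 96.3%. The 104 lab cells are most of the anterior cells, and their low lab counts cannot be told apart from background. After thinning to 50000 reads the difference was -24.6. For Frq1 (FBgn0030897, chromosome X, 18155369 to 18174744), the mean CPM was 321, 399, 535, 641, 864, 853 and 678. Most cells had Frq1 reads, and the difference in detection, 5.60 percentage points (-2.56 to 13.5), was not larger than the counting error. Frq2, a paralog next to Frq1 with which the assignment of reads could have been shared, had a mean CPM between 42.0 and 78.5.

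**Figure D3:**
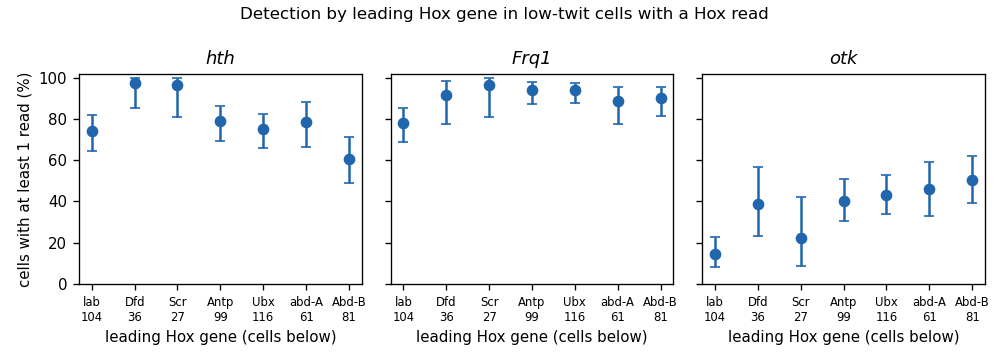
Share of low-twit cells with at least 1 read of hth, Frq1 and otk by leading Hox gene, from lab to Abd-B, with the number of cells under each gene. Points are shares and bars are exact 95% intervals. The hth share is 97.2% in the Dfd group and 60.5% in the Abd-B group, and the otk share is 14.4% in the lab group and 50.6% in the Abd-B group.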

Inferred AP position was significantly correlated with principal components 3 and 4 (Fig EV4E), indicating that AP position profoundly affects the entire transcriptome of each cell.

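With the leading Hox gene numbered from 1 (lab) to 7 (Abd-B) as the position, Spearman's rho over the 524 cells was -0.22 with the third component and -0.27 with the fourth, and -0.05 and -0.15 with the first and second. The signs of components are arbitrary. Cells are not replicates, and no p was computed. Within plates, the median rho with the fourth component was -0.20 (range -0.56 to 0.13), below 0 in 13 of 16 plates, and with the third -0.18 (-0.62 to 0.37), below 0 in 12 of 16. The Hox genes themselves load on these components. Ubx was the 8th gene by absolute loading on the third, and Ubx, abd-A and Antp were the 5th, 7th and 10th on the fourth. When the 7 Hox genes were left out of the component analysis, rho was -0.18 with the third component and -0.28 with the fourth. With the number of genes detected and the plate regressed out, it was 0.07 with the third component, -0.15 with the fourth and -0.26 with the second.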

**Figure EV4:**
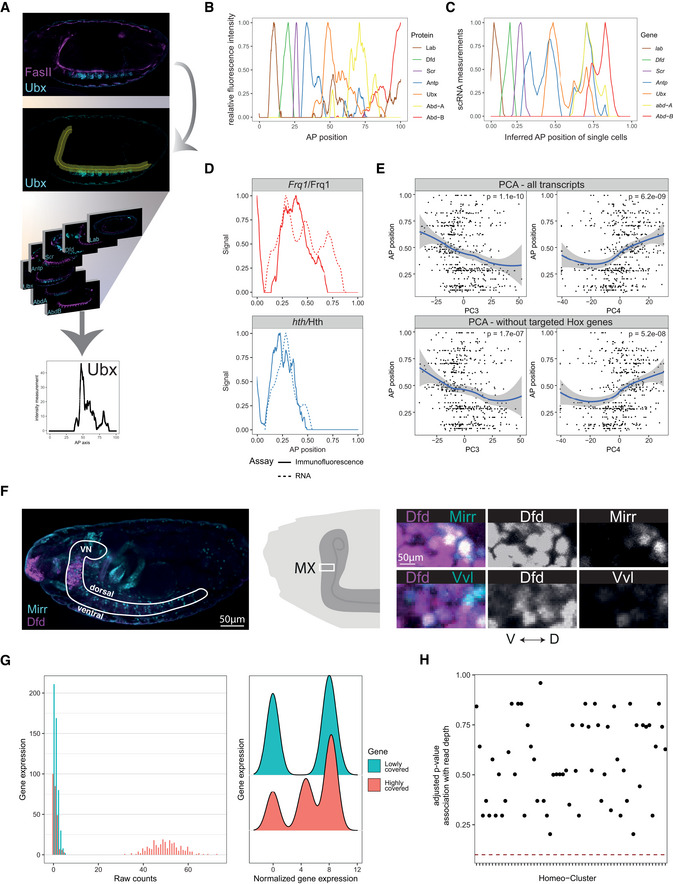
The AP axis can be spatially reconstructed based on immunofluorescence measurements of Hox proteins Pipeline for protein intensity measurements of the seven Hox TFs (Lab, Dfd, Scr, Antp, Ubx, AbdA and AbdB) expressed along the AP axis of the ventral nerve cord in a consecutive order. *Upper panel:* The motoneuronal marker FasII (magenta) was used as reference to measure Hox TF expression patterns in different embryos in a standardized manner (see Materials and Methods). *Lower panel:* Procedure of translating different fluorescence intensity measurements into standardized graphs by Fiji.Normalized and smoothened protein measurements of Hox TFs (colour code) are combined in one graph (see Materials and Methods). *X*‐axis: relative AP position in % (normalized to length of ventral nerve cord), *Y*‐axis = relative fluorescence intensity measurement (normalized to max. intensity).Normalized and smoothened single‐cell mRNA measurements of *Hox* gene expression (colour code) arranged along the inferred AP position (See Fig 1D, Materials and Methods).Proof of concept: comparison of expression of two candidate genes (*frq1* and *hth*) on the protein level (solid line) along the measured AP axis and the mRNA expression level (dashed line) along the inferred AP position (see Fig 1D, Materials and Methods), highlighting a high degree of agreement.Scatter plots relating principal component scores on PC3 and PC4 to AP position. PCA was performed using only cells from the *twit^low^* cluster. PCA was performed including (upper panel) or excluding (lower panel) *Hox* genes to rule out any qualitative biases created by targeted *HoxSeq*. *P*‐values were computed based on the hypothesis that the true correlation is different from 0 using a fisher transform of correlation coefficients.
*Left panel:* The homeodomain TFs Vvl and Mirr identified in ZiNB‐WAVE analysis were investigated for the localization along the DV axis of the ventral nerve cord (highlighted in white) of an early‐stage 17 *Drosophila* embryo. Here, co‐expression of Dfd (magenta) and Mirr (blue) is shown. *Central panel:* Illustration highlighting the maxillary segment (Mx). *Right panel:* Zoom on the expression of Vvl and Mirr in the Dfd expressing maxillary segment (Mx; magenta) is shown, highlighting that Vvl and Mirr are expressed in ventral regions.Normalization strategy of scRNA‐Seq data analysis modified for sparse and lowly expressed genes (see Materials and Methods). For gene “Low”, expression takes 0 or small values from 1 to 10 counts, for gene “High”, expression can be 0, low (1–10), or high (30‐100). After normalization, quantitative differences between cells expressing gene “Low” are effectively voided, whereas they are preserved for gene “High”. *Left panel:* Histogram of raw data, *right panel*: Density plot after normalization.Scatter plot depicting for each homeo‐cluster the strength of association with a technical covariate (sequencing depth). *P*‐values were calculated using the Wilcoxon test contrasting sequencing depth in cells from that cluster, and all other cells. The dotted read line indicates the *P*‐value required for significance (0.05). All associations are therefore not significant.

Interestingly, the above‐described heterogeneity of homeodomain encoding genes is aligned with the AP position, but we additionally found more variability of homeodomain encoding genes independent of AP position. To that end, we made use of ZINB‐WaVE analysis (Risso *et al*, 2018, 2019). We separated scRNA‐Seq data into variability linked to the known covariates (AP position and technical variability) and into processes statistically independent thereof (Fig 1F). On the first component of AP‐independent variability, we identified one group of genes known as marker for dorsal–ventral (DV) position (Bhat, 1999; Skeath, 1999; Urbach *et al*, 2006). These genes were ordered according to their localization in the embryo from dorsal to ventral. 

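ZINB-WaVE was not run here. As a stand-in, the leading Hox gene and the number of genes detected were regressed out of the log2 values, and the components of the remainder were computed. The first component held 2.64% of the variance. It still followed the number of genes detected (Spearman's rho over cells -0.43). This component is not the one of the paper, which comes from a zero-inflated count model.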

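On the first component of this remainder, the absolute loadings of the Ig genes were at percentile 86.9 of matched random lists and those of the homeodomain TF genes at percentile 0.61. Over the first 6 components, the highest percentile was 84.0 for homeodomain TF genes (the fifth) and 86.9 for Ig genes. The plate was not regressed out, and the second component varied with it, the plate explaining a share of 0.222 of its variance.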

Again, homeodomain TFs and Ig surface proteins were among the most variable genes on this AP‐independent axis of variability. Immunofluorescence experiments of two ventral marker genes, *mirror (mirr)* and *ventral veins lacking (vvl),* confirmed the predicted DV position (Fig EV4F).

Together, these analyses showed that highly variable homeodomain encoding genes are associated with spatial heterogeneity, which is in line with previous findings (Bhat, 1999; Skeath, 1999; Urbach *et al*, 2006). Furthermore, using *Hox* gene expression as spatial markers allowed us to map individual MNs along the AP axis.

### Cell‐specific homeodomain TF combinations delineate *Drosophila* embryonic MN heterogeneity during synaptic wiring

Our analyses suggested that homeodomain encoding genes, unlike other groups of genes, can be used to more precisely depict the cellular heterogeneity of *twit^low^* MNs. Thus, we performed unsupervised hierarchical clustering using only the highly variable homeobox genes as input. In addition, we used a normalization strategy that effectively classifies lowly expressed genes as “expressed” or “not expressed”, whereas the expression of genes with sufficient sequencing coverage was represented in a more quantitative manner (Fig EV4G, see Materials and Methods). Furthermore, cells not expressing any *Hox* genes were excluded from further analyses, as they might include few glutamatergic brain neurons potentially targeted by *OK371*‐GAL4 (Fig EV1A). This approach identified small groups of cells expressing a unique combination of homeodomain‐containing genes (Fig 2A). 

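The 524 low-twit cells with a Hox read were clustered (Ward linkage) on the 49 homeodomain TF genes listed in Dataset EV1, after the gene-wise normalization log2(k X / sum of X + 1) with k of 1000000. The paper does not give the base of its logarithm, and base 2 was taken because means in Dataset EV1 exceed the largest value that the natural logarithm allows. Divided into 60 clusters, the groups held 2 to 19 cells (median 8). With a gene counted as expressed in a cluster where its mean was over 4, each of the 60 clusters had a set of homeodomain TF genes that no other cluster had. Clusters of the same sizes with cells assigned at random also had a median of 60 separate sets (lowest 56 in 100 draws), so the number of sets does not by itself measure the grouping. The median share of a homeodomain TF gene's variance explained by the clusters was 0.632, against 0.111 for random clusters and 0.367 when every gene was shuffled over cells and clustered anew.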

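Sequencing depth was compared between the clusters built from homeodomain TF genes. The 60 clusters explained a share of 0.191 of the variance of log2 total counts over the 524 low-twit cells, and 1000 random assignments to clusters of the same sizes explained 0.113 (95% between 0.0784 and 0.154). For the number of genes detected the share was 0.245, against a random median of 0.114. For plates it was 0.122, within the random range, which had a median of 0.113 and an upper limit of 0.123.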

Using this strategy, we could show that these patterns were independent of technical covariates and that clustering is not affected by technical noise common to single‐cell transcriptomic data (Fig EV4H).

**Figure 2:**
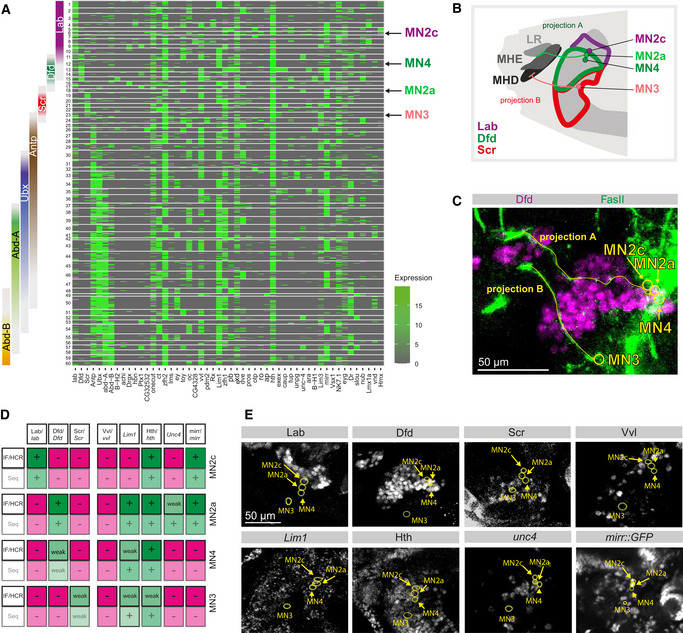
Specific combinations of homeodomain TFs are expressed in embryonic MNs during synaptic wiring Heatmap depicting the expression of homeodomain encoding genes (columns) across *n* = 537 single *twit^low^* MNs for which spatial mapping information was available (rows). Rows and columns are arranged by hierarchical clustering. Normalized expression levels are color‐coded. Arrows indicate selected clusters for follow‐up studies (see Fig 1D). *Hox* gene expression in individual cells as identified by scRNA‐Seq is shown on the left by coloured bars, clusters 1 to 60 expressing specific combinations of homeodomain genes are shown on the left.Schematic drawing of a stage 17 *Drosophila* embryonic head, highlighting the position of selected MNs (MN2c, MN2a, MN4, MN3) and feeding muscles (LR, MHE, MHD) located in consecutive segments expressing different Hox proteins (Lab, Dfd, Scr). Each MN innervates a specific muscle by a FasII‐positive axonal projection, projection A connects MN2a and the MHE muscle, while projection B connects the MN3 with the MHD muscle.Visualization of the different MNs based on Dfd expression in MN2a and the MHE, which is innervated by a FasII‐positive axon emerging from MN2a (projection A), while the motoneuronal projections from MN3 (projection B) innervates the Dfd‐negative MHD located just underneath the MHE (see also B). All MNs are highlighted by yellow circles.Chart comparing the expression of eight homeodomain TFs in the four anterior MNs (MN2c, MN2a, MN4, MN3) as identified by scRNA‐Seq (Seq) and immunohistochemistry (IF/HCR), with the absence of expression color‐coded in magenta and the presence of expression in green. The genes were selected for validation, as they allowed an unambiguous distinction of the four anterior MNs according to the scRNA‐Seq data.Validation of the specific expression of the eight homeodomain TFs (Lab, Dfd, Scr, VVl, Lim1, Hth, Unc4 and Mirr) in MN2c, MN2a, MN4 and MN3 by immunohistochemistry or *in situ* HCR. For expression analysis, proteins or transcripts were detected with specific antibodies (Lab, Dfd, Scr, Hth, Vvl) or HCR probes (Lim1, unc4) using wild‐type embryos. Mirr expression was detected by GFP antibody stainings using a GFP fusion line (*mirr::GFP*). The stereotypic position of MN2c, MN4, MN2a and MN3 was identified by the two axon projections A and B (labelled by FasII), which invariantly innervate the MHE (projection A) and MHD (projection B) muscles in wild‐type embryos. MN2c and MN4 are the two MNs adjacent to MN2a. The four MNs are highlighted by yellow circles.

The identification of defined groups of cells with homogenous expression of homeodomain TFs required a splitting of the dataset into a specific number of clusters. Since a statistical specification of cluster numbers from scRNA‐Seq data remain an unresolved issue in the field (Zhu *et al*, 2018; Luecken & Theis, 2019), we used our knowledge that embryos at the exact time point of sequencing harbour around 140 *OK371*‐positive MNs differentially distributed along the AP axis (Fig EV1, EV2, EV3, EV4, EV5). Due to the bilateral symmetry, this corresponds to 70 biologically unique cellular identities, including the *twit^high^*, *twit^low^* and VUM cells. We then arbitrarily clustered the data into 60 groups, corresponding to the estimated number of *twit^low^* cells (Fig EV2D).

**Figure EV5:**
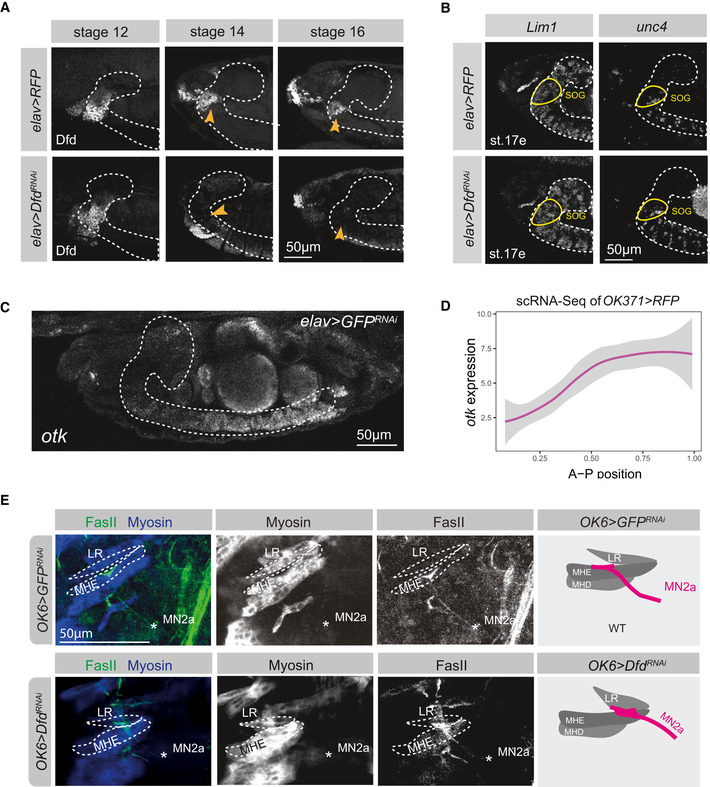
Homeodomain TFs control Immunoglobulin gene expression in the embryonic nervous system Representative confocal images of stage 12, 14 and 16 *Drosophila* control (*elav > RFP*) and *elav > Dfd^RNAi^* embryos, depicting Dfd expression (red) and the ventral nerve cord, which is outlined by a white dashed line in all embryos (identified by Elav staining). The orange arrowheads highlight the area of neuronal Dfd expression, which is abolished in *elav > Dfd^RNAi^* embryos at stage 14.HCR for identifying *Lim1* and *unc4* transcripts in *Drosophila* stage 17 embryos. RNA expression of both genes is analysed in control (*elav > RFP*) versus Dfd‐depleted (*elav > Dfd^RNAi^*) animals, the ventral nerve cord is highlighted by a white dashed line, the Dfd‐expressing subesophageal ganglion (SOG) is indicated by a yellow circle.Representative confocal image of a stage 17 *Drosophila* embryo, highlighting expression of Ig gene *otk* along the ventral nerve cord (white dashed line) as detected by HCR.Graph depicting *otk* mRNA expression level along the inferred AP position based on the scRNA‐Seq data.Representative confocal image of a stage 17 embryonic head with Myosin‐expressing muscles (blue) and FasII‐expressing axonal projections (green) in animals after RNA interference with *Dfd* in MNs by means of the *OK6*‐GAL4 driver. A zoom on the projection (FasII staining) of MN2a to the MHE and LR muscles of an early‐stage 17 *Drosophila* embryo are shown. Asterisks highlight the location of MN2a, which is identified by the FasII‐expressing axonal projection emerging from a Dfd‐expressing MN, which normally innervates the Dfd‐expressing MHE muscle. The panel on the right side represents a schematic drawing of the confocal image shown on the left side, summarizing the innervation of the anterior muscles (LR, MHE, MHD) by projections emerging from MN2a (magenta) in the perturbation condition.

We next validated that these groups correspond to defined cells in a few cases by using the stereotypic position of axon projections as reference for defined cells. As previously described (Friedrich *et al*, 2016), we could reproducibly identify the MN innervating the mouth hook elevator muscle (MHE) by its Dfd expression and FasII staining (Figs 2B and C, and 3A). Based on its similar position in *Calliphora vicina* (Schoofs *et al*, 2010a, 2010b), we termed this axon projection MN2a. The neurons directly adjacent to MN2a were termed MN2c and MN4, while the MN innervating the mouth hook depressor muscle (MHD) was called MN3 (Schoofs *et al*, 2010a, 2010b). MN2a, MN2c, MN3 and MN4 were identified based on their position with regard to the FasII‐stained axon projections. We then separately measured protein or RNA expression of Lab, Dfd, Scr, Vvl, *Lim1*, Hth, *unc‐4* and *mirr* in these MNs using immunofluorescence and hybridization chain reaction (HCR; Fig 2D and E). Based on the expression pattern of these eight genes, we were able to assign all four MNs unambiguously to clusters defined by the transcriptome data (Dataset EV1; MN2c = cluster C6, MN2a = cluster C18, MN4 = cluster C12, MN3 = cluster C20).

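The 8 genes were detected in the 524 low-twit cells with a Hox read in 181 cells for lab, 40 for Dfd, 58 for Scr, 223 for vvl, 325 for Lim1, 400 for hth, 49 for unc-4 and 217 for mirr. The on and off pattern of all 8 genes that Dataset EV1 gives for the cluster of each neuron was found exactly in 7 cells for MN2c, 3 for MN2a, 5 for MN4 and 7 for MN3. With at least 10 reads required of a gene, it was found in 1 cell for MN2c, 2 for MN2a, 5 for MN4 and 5 for MN3. The MN2c count thus rests mostly on low counts. Reads lost at this depth can turn an expressed gene off in such a pattern. Of the 60 clusters computed here, exactly 1 had the pattern of MN2c (3 cells), 1 that of MN2a (6 cells), 1 that of MN4 (7 cells) and 1 that of MN3 (3 cells). The cluster numbers of Dataset EV1 were not matched to these clusters.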

**Figure 3:**
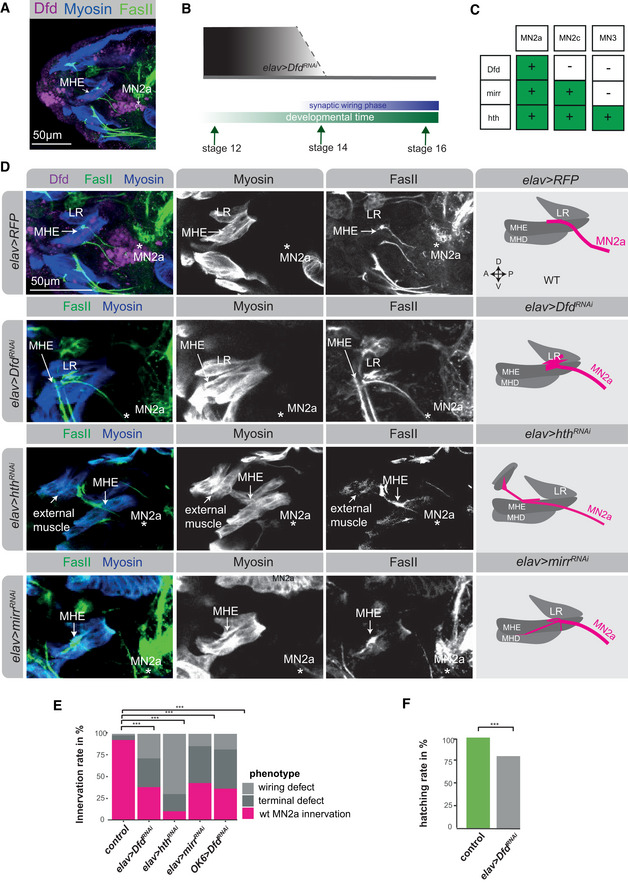
Homeodomain TFs expressed in MNs fine tune wiring specificity in the neuromuscular system Representative confocal image of a stage 17 embryonic head with Dfd‐expressing cells (purple), Myosin expressing muscles (blue) and FasII‐expressing axonal projections (green) highlighted. The MN2a is identified as a Dfd‐expressing neuron projecting a FasII‐expressing axon to the Dfd‐positive MHE muscle. This stereotypic innervation is the basis for identifying wiring defects after RNAi interference shown in (D).Time course of RNAi induced effect using the pan‐neural *elav‐GAL4* driver line, showing that efficient knock‐down of gene expression is achieved only at embryonic stage 14.Chart highlighting the expression of the three genes used for RNA interference, *Dfd*, *hth* and *mirr*, in MN2c, MN2a and MN3.Representative confocal images of stage 17 embryonic heads highlighting expression of Dfd (purple), Myosin in muscles (blue) and FasII in axonal projections (green) in control (*elav > RFP*) animals and after RNA interference with three different homeodomain TF genes, *Dfd*, *hth* and *mirr*, which are all co‐expressed in MN2a (see Fig 2E). A zoom on the projection (FasII staining) of MN2a to the MHE and MHD muscle of an early stage 17 *Drosophila* embryo are shown. Asterisks highlight the location of MN2a, which is in all cases identified by the FasII expressing axonal projection emerging from a Dfd expressing MN, which normally innervates the Dfd‐expressing MHE muscle (as shown in the *elav > RFP* control). The panel on the right side represents a schematic drawing of the confocal image shown on the left side, summarizing the innervation of the anterior muscles (LR, MHE, MHD) by projections emerging from MN2a (magenta) in control and perturbation conditions.Quantification of different phenotypes manifesting after RNA interference in comparison to control animals: MN2a axons projecting to the MHE muscle, representing the wild‐type (wt) innervation pattern (magenta); MN2a axons projecting to muscles other than the MHE termed abnormal innervation (light grey); abnormal synaptic morphologies at MN2a‐derived axon terminals termed terminal defects (dark grey). Note, each genetic experiment was performed in parallel to an adequate control experiment using the same driver line crossed to a line that controls expression of either UAS*‐RFP* or UAS‐*GFP^RNAi^*. Each experiment was performed in triplicates, innervation rates were calculated from *n* = 56 for *elav > RFP*, *n* = 21 for *elav > Dfd^RNAi^*, *n* = 10 for *elav > hth^RNAi^* and *n* = 7 for *elav > mirr^RNAi^*. In the case of Dfd knock‐down, two different driver lines were used, the pan‐neural *elav‐*GAL4 and the motoneuron‐specific *OK6‐*GAL4 drivers, respectively. Both result in similar phenotypes, highlighting that the *elav‐*GAL4‐driven effects are specific to MNs. *P*‐values between two genetic conditions were calculated by a two‐sided Fisher test. ***P < 0.005.Correct MHE innervation is required for hatching of *Drosophila* embryos from the eggshell (Friedrich *et al*, 2016). Hatching rate was calculated based on the number of L1 larvae observed after 24 h in genetic crosses, depleted of Dfd (UAS‐*Dfd^RNAi^*) in neurons (*elav‐*GAL4; *n* = 217) compared to crosses with control animals (mock = *elav > RFP*; *n* = 156). *P*‐values were calculated by a two‐sided Fisher test, ***P < 0.005.

While difficulties in microscopically identifying all individual 60 MNs impeded us from unanimously designating all clusters as biologically unique cells, our analyses demonstrated that a homeodomain TF combination is associated with cellular heterogeneity during the synaptic wiring phase and is specific to small groups of cells or even single cells.

### Homeodomain TFs modulate synaptic target specificity of two distinct MN projections

After having identified cell‐specific combinations of homeodomain TFs associated with motoneuronal heterogeneity, we wanted to test their contribution to synaptic specificity in individual embryonic MNs. To this end, we focused our analysis on MN2a, which co‐expresses the homeodomain TFs Dfd, Mirr and Hth, and its projection to the MHE muscle (Fig 3A). We used the pan‐neural driver *elav‐*GAL4 (Luo *et al*, 1994) to interfere with these three TF genes by RNAi‐mediated gene silencing (RNAi) and examined synaptic defects of MN2a in stage 17 *Drosophila* embryos. The *elav‐*GAL4 driver is ideally suited for temporal interference with proteins during the late synaptic wiring phase, as RNAi‐mediated knockdown is realized earliest in stage 14 of motoneuronal axonogenesis (Figs 3B and EV5A), thereby leaving the initial specification of these cells unaffected. To complement this approach, we used additionally a more specific driver for MNs, *OK6‐*GAL4, which is active in glutamatergic MNs only (Aberle *et al*, 2002).

Defects on MN2a induced by RNAi were classified into two distinct categories, wiring defects (i.e. mistargeting of neurons to the wrong muscle) and terminal defects (i.e. abnormal synaptic morphologies at axon terminal sites; Fig 3C–E). Terminal defects were quantified but not analysed in detail (Fig 3E). Our experiments showed late neural interference with *Dfd*, *mirr* and *hth* resulted in an abnormal muscle targeting of MN2a (Fig 3D and E); however, in each case, MN2a innervated different ectopic target sites. For example, late neural depletion of *Dfd* led to mistargeting of the MN2a to the labial retractor muscle (LR), a muscle located directly anterior to the MHE muscle, in 29% of the embryos, while interference with *hth* resulted in a mis‐guidance of the MN2a to external muscles in 70% of the embryos (Fig 3D and E). In the case of *mirr* knockdown, the MN2a tended to target the MHD muscle located posterior to the MHE; however, wiring defects were less pronounced and frequent (Fig 3D and E). Importantly, defects observed in *elav > Dfd^RNAi^* and *OK6 > Dfd^RNAi^* embryos were comparable (Figs 3D and 3E, and EV5E), showing that the phenotypes were primarily due to knockdown of gene expression in MNs and not or to a minor extent caused by non‐autonomous effects from non‐MNs labelled by *elav*‐GAL4. In the case of Dfd depletion, we additionally investigated behavioural defects of mouth hook movements by hatching rate assays and measured decreased rates (Fig 3F). Neural interference with one homeodomain TF did not affect the expression of other homeodomain TF genes, which we exemplarily showed for *Lim1* or *unc4* in *Dfd*‐depleted embryos (Fig EV5B). Together, these results showed that loss of specific homeodomain TFs, which are combinatorially expressed in single MNs, leads to cell‐specific synaptic targeting defects and changes in target preferences of an individual MN at the end of embryogenesis.

The hypothesis that combinations of homeodomain TFs drive synaptic wiring and specificity implies that not only the loss of factors but also their ectopic activity should cause wiring defects. To test this assumption, we induced the expression of the homeodomain‐containing *Hox* genes *lab*, *Dfd* and *Scr*, which are active in consecutive segments in the *Drosophila* head (Fig 4A), in all neurons using the *elav‐*GAL4 driver and investigated the innervation patterns of MN2a and MN3 (Fig 4A). In unperturbed conditions, the Dfd‐expressing MN2a normally innervates the MHE muscle (Figs 2C and 3A *)*, which also expresses Dfd (Fig 4A), while the Scr‐expressing MN3 targets the Scr‐positive MHD muscle (Figs 2C and 4A). Ectopic expression of *Dfd* caused the MN3 to innervate the more anteriorly located Dfd‐expressing MHE muscle, while ectopic *Scr* expression mis‐guided the MN2a to the more posteriorly located Scr‐positive MHD muscle (Figs 4B and C). Along the same lines, ectopic *lab* expression resulted in a high frequency of the MN2a to innervate the anteriorly located LR muscle (Fig 4B and C), which expresses Lab at low levels (Fig 4A). Intriguingly, this latter effect is reminiscent to the mistargeting phenotype observed in *Dfd* knockdown conditions (Fig 3D). These results are striking, as they show that the target preference of MNs can be changed along the AP axis in a predictive manner: mis‐expression of more anterior *Hox* genes guided MNs to innervate more anterior muscles, while more posterior *Hox* genes directed the MNs to more posterior muscles (Fig 4B and C). However, these mistargeting effects were restricted, as motoneuronal axons hardly passed across muscles to innervate targets that are even further anteriorly or posteriorly located. For example, while ectopic *lab* expression allowed the MN2a to target the LR muscle (Fig 4B), the MN3 rarely innervated this muscle by crossing the Dfd‐positive MHE muscle.

**Figure 4:**
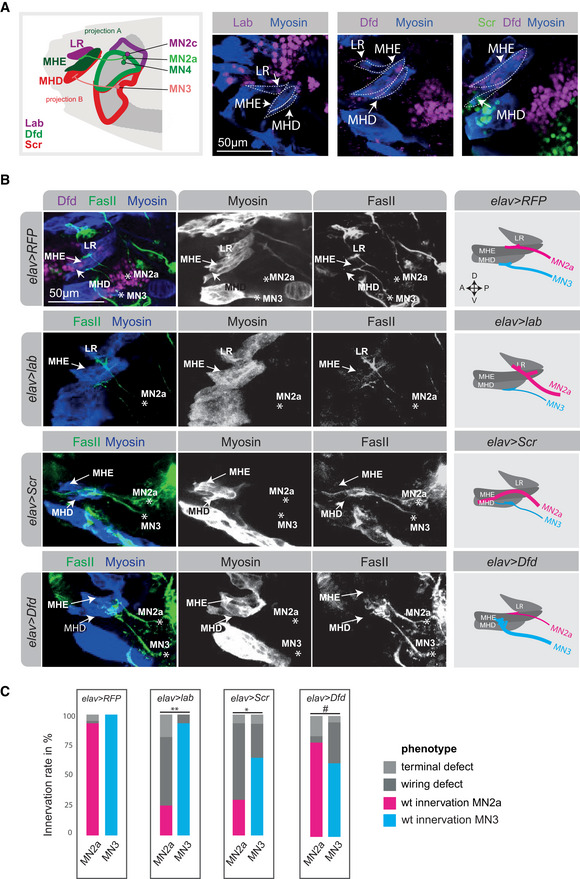
Ectopic homeodomain TF expression changes muscle target choice in a predictive manner *Left panel:* Schematic drawing of a stage 17 *Drosophila* embryonic head, highlighting the stereotypic innervation of the anterior feeding muscles by specific MNs, MHE (green) by MN2a, which only expresses Dfd, MHD (red) by MN3, which only expresses Scr, and LR (purple) by MN2c, which only expresses Lab. *Right panel:* Representative confocal images of early stage 17 *Drosophila* embryonic heads, highlighting the expression pattern of the anterior Hox TFs Lab, Dfd and Scr, showing that Lab is expressed in the LR muscle, Dfd in the MHE muscle and Scr in the MHD muscle. The muscles are indicated by white dashed lines.Representative confocal images of stage 17 embryonic heads highlighting the expression of Dfd (purple), Myosin in muscles (blue) and FasII in axonal projections (green) in control (*elav > RFP*) animals and animals mis‐expressing the Hox TFs Lab, Dfd and Scr by means of the *elav‐*GAL4 driver. A zoom on the projections (FasII staining) of MN2a and MN3 to the MHE and MHD muscles of an early‐stage 17 *Drosophila* embryo are shown. Asterisks highlight the location of MN2a and MN3, respectively. MN2a is identified by the FasII‐expressing axonal projection emerging from a Dfd‐expressing MN, which normally innervates the Dfd‐expressing MHE muscle (as shown in the *elav > RFP* control), while MN3 is identified as the MN underneath MN2a, which normally innervates the MHD muscle (as shown in the *elav > RFP* control). The panel on the right side represents a schematic drawing of the confocal image shown on the left side, summarizing the innervation of the anterior muscles (LR, MHE, MHD) by projections emerging from MN2a (magenta) or MN3 (cyan) in control and mis‐expression conditions.Quantification of different phenotypes manifesting in MN2a and MN3 after Hox mis‐expression in comparison to control animals: MN2a axons projecting to the MHE muscle, representing the wild‐type (wt) innervation pattern of MN2a (magenta); MN3 axons projecting to the MHD muscle, representing the wild‐type (wt) innervation pattern of MN3 (cyan); MN2a or MN3 axons projecting to muscles other than the MHE or MHD termed wiring defects (dark grey); abnormal synaptic morphologies at MN2a‐ or MN3‐derived axon terminals termed terminal defects (light grey). Note, each genetic experiment was performed in parallel to an adequate control experiment using the same driver line crossed to a line that controls expression of either UAS*‐RFP* or UAS*‐GFP^RNAi^*. Each experiment was performed in triplicates, innervation rates were calculated from *n* = 16 for *elav > lab*, *n* = 18 for *elav > Dfd* and *n* = 25 for *elav > Scr*. *P*‐values between two genetic conditions were calculated by a two‐sided Fisher test. ^#^ *P* < 0.1, *P < 0.05, **P < 0.01.

In sum, stage‐specific genetic perturbation with homeodomain TFs resulted in cell‐specific changes of muscle target selection by MNs, supporting the idea that these factors control the specificity of MN‐muscle interactions in late embryonic stages when the first neuromuscular synaptic connections are established.

### Functional relevance of Ig genes in mediating synaptic specificity

Our single‐cell analyses and functional follow‐ups revealed a critical role for combinations of homeodomain TFs in controlling synaptic specificity in the neuromuscular system, motivating an investigation of potential downstream effectors. 

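The share of variance explained (R²) by the 60 homeodomain clusters was computed for log2(normalized count + 1) of each gene in the 524 low-twit cells with a Hox read. The median over 100 Ig genes was 0.208, and 10000 random lists matched on mean expression had a median of 0.141 (95% between 0.133 and 0.149), below it in every list. Among the classes compared, cadherin and LRR genes had 0.211 over 18 genes (percentile 100; 0.0738 above the random median, against 0.0671 for the 100 Ig genes) and GPCRs 0.174 over 56 (percentile 100). Ion channels (0.157, percentile 92.8), bHLH TFs (0.140, 81.6) and nuclear receptors (0.138, 69.5) stayed below percentile 95. The 62 Ig genes of Dataset EV1 had 0.236 (percentile 100; 0.0921 above random), but the paper drew up this list from these same cells, and the other classes were not selected in this way. Within the Ig genes, the median R² was 0.248 for the beat family, 0.245 for the DIP family, 0.224 for the kek family, 0.1996 for the Dscam genes and 0.199 for the dpr family. The Ig genes with the highest R² were DIP-eta (0.386), beat-Ic (0.324), DIP-beta (0.320), Dscam2 (0.315), beat-Ib (0.309), Fas2 (0.307), DIP-delta (0.306), dpr9 (0.284), beat-IIIa (0.283) and Sema2b (0.282). Outside both classes, Ets21C (0.718), Sp1 (0.718), CG9896 (0.595), inaF-D (0.572) and Ets65A (0.568) were highest. Clusters with cells assigned at random gave the Ig genes an R² of 0.112 and a percentile of 78.5. Centring on plate and on genes detected left the Ig median at 0.207 (random lists 0.130), and centring on plate and total reads, added after the first centring, at 0.207 (0.135).

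**Figure D4:**
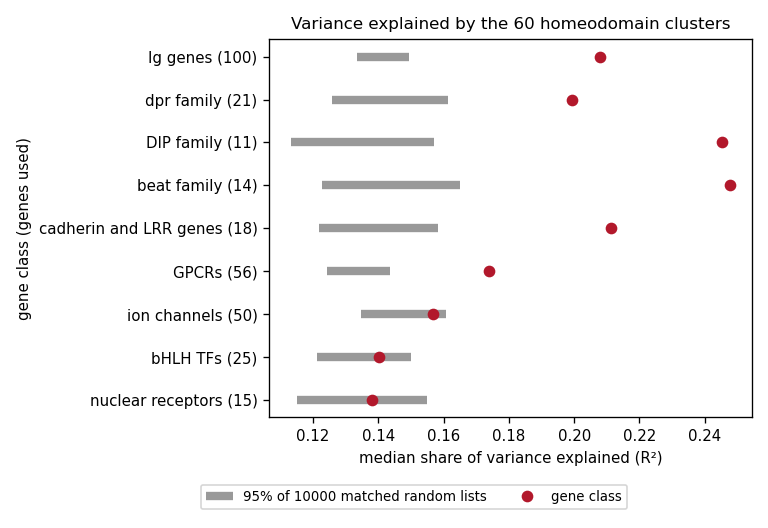
Median share of variance (R²) explained by the 60 homeodomain clusters for gene classes in the 524 low-twit cells with a Hox read (points, number of genes in parentheses), with the range of 95% of 10000 random lists matched on mean expression (bars). Ig genes lie at 0.208 and the beat and DIP families at 0.248 and 0.245, while nuclear receptors lie inside their bar.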

Unsupervised analysis of gene classes associated with the cell‐specific homeodomain TF expression revealed that Ig encoding genes most strongly correlated with homeodomain clusters (Fig 5A and B). To visualize this relationship, we used each of the 60 homeodomain TF clusters identified before (Fig 2A) to calculate the corresponding expression of all Ig genes within each cluster (Fig 5C, Dataset EV1). 

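By the rule used for homeodomain TF genes, a mean normalized value over 4 in a cluster, each of the 60 clusters computed here had a set of Ig genes that no other cluster had. The same was true of 60 clusters with cells assigned at random. Of the 62 Ig genes of Dataset EV1 that could be used, Ptp99A was expressed in all 60 clusters, 10 genes in 50 or more and 7 in 10 or fewer. The median gene was expressed in 28 clusters. No gene was expressed in exactly 1 cluster, and 1 gene in none.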

Strikingly, this analysis revealed that each MN cluster expresses a complex but unique combination of Ig genes, with some Ig genes being expressed in all MNs, some in only a subset and a few exclusively in single MNs. For example, the Ig encoding gene *off‐track (otk)* is expressed in posterior homeodomain clusters in RNA‐Seq (Figs 5C and EV5D), which we confirmed by *in situ* HCR (Fig EV5C). 

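The gene otk (FBgn0004839, chromosome 2R of BDGP6.54, 12001473 to 12019846) encodes a transmembrane receptor of the Ig class. In low-twit cells it was detected in 35 of 167 cells led by lab, Dfd or Scr (21.0%) and in 69 of 142 cells led by abd-A or Abd-B (48.6%), a difference of 27.6 percentage points (95% interval 16.7 to 38.0). The difference had this sign in 11 of the 14 plates that held both kinds of cells. The anterior share rests mostly on the 104 cells led by lab (14.4%), whose low counts cannot be told apart from background. In the 36 cells led by Dfd the share was 38.9%, near the 40.4% of the cells led by Antp, and in the 27 led by Scr it was 22.2%. The mean CPM by leading Hox gene, from lab to Abd-B, was 43.8, 62.4, 34.7, 71.8, 123, 128 and 221. For its neighbour otk2 (12023146 to 12025272), a paralog with which the assignment of reads could have been shared, the difference was 28.1 percentage points (17.6 to 38.1), with the same sign in 12 of 14 plates. In the alternatives the otk difference lay between 22.8 and 29.4.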

Some other Ig encoding genes, such as those encoding Down syndrome cell adhesion molecules (Dscams) or Kekkon (Kek*)* neurotrophin receptors (Ulian‐Benitez *et al*, 2017), are expressed in most homeodomain clusters, but are occasionally switched off in a few clusters. 

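Among the 60 clusters computed here, the 3 Dscam genes of Dataset EV1 were expressed in 26 clusters (Dscam3), 49 (Dscam2) and 50 (Dscam4). The kek genes were expressed in 57 clusters (kek1), 56 (kek2), 33 (kek3) and 32 (kek5). Detection in single cells was lower, from 35.9% for Dscam3 to 72.5% for kek1 of the 524 cells, and a cluster with few cells can miss a gene at this depth.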

In other cases, for example genes of the DIP family, the Ig gene is specifically expressed in one or few homeodomain clusters (like *DIP‐iota* in cluster 28; Fig 5A). This analysis also revealed that the four anterior MNs, MN2c, MN2a, MN4 and MN3, express specific combinations of Ig genes (Fig 5C).

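The 8 DIP genes of Dataset EV1 were expressed in a median of 9 of the 60 clusters computed here, against 27 for 13 dpr genes and 23 for 12 beat genes. The DIP family ranged from 0 clusters for DIP-iota, 3 for DIP-zeta and 4 for DIP-eta to 17 for DIP-kappa, which the files list as CG31814. DIP-iota (FBgn0031837, chromosome 2L of BDGP6.54, 6617134 to 6621700) was detected in 11 of the 524 cells (2.10%). Its highest cluster mean was 2.96, so that it passed the threshold of 4 in 0 clusters.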

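In the cells with all expressed genes of a neuron's pattern present, whether or not its other genes were absent, DIP-kappa was detected in 5 of 5 cells for MN2a, 14 of 20 for MN4, 13 of 54 for MN2c and 5 of 30 for MN3. DIP-gamma was detected in 3 of 5, 7 of 20, 17 of 54 and 9 of 30 of these cells, and otk in 0 of 5, 6 of 20, 20 of 54 and 9 of 30. In the cells with the exact pattern of all 8 genes, DIP-kappa was detected in 3 of 3 cells for MN2a, 3 of 5 for MN4, 0 of 7 for MN2c and 0 of 7 for MN3, and DIP-gamma in 2 of 3, 1 of 5, 1 of 7 and 1 of 7. These counts are too few for shares. With at least 10 reads required of a gene, all expressed genes were present in 9 cells for MN2c, 3 for MN2a, 16 for MN4 and 18 for MN3. Dscam1 was detected in most cells of each group, in 5 of 5, 19 of 20, 45 of 54 and 27 of 30 of the cells with all expressed genes present.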

**Figure 5:**
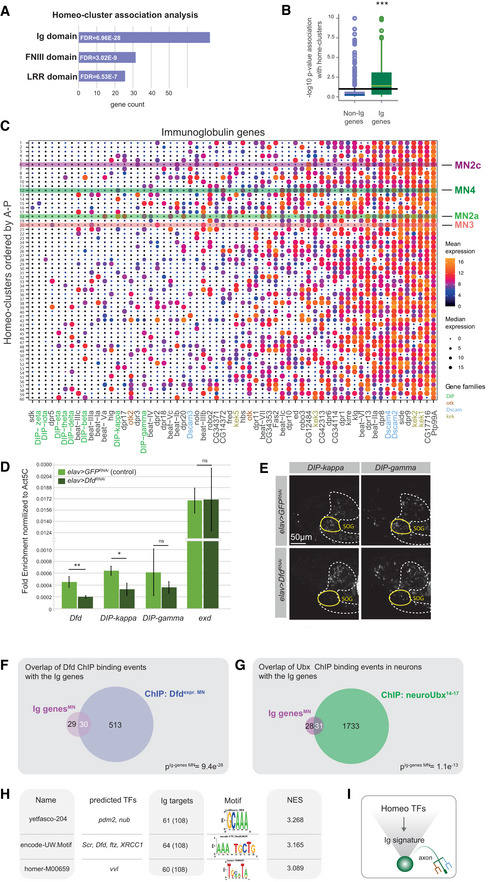
Homeodomain TFs regulate Ig genes expressed in embryonic MNs A, BAnalysis of gene classes associated with the homeodomain TF clusters. For each gene in the dataset, normalized, scaled expression in single cells was modelled as a function of homeodomain TF cluster identity, and significance of the association was determined using an *F*‐test. Panel (A) depicts the number of genes with significant homeodomain TF cluster association falling into distinct gene classes. *P*‐values were retrieved by a Fisher test. Panel (B) contrasts the *P*‐values for homeodomain TF cluster association between Ig domain genes and other genes using a boxplot. See Materials and Methods, section *Data visualization* for a definition of boxplot elements. *P* values are from a two‐sided Wilcoxon test. ***P < 0.005.CSingle cells were grouped into 60 clusters according to their expression of genes encoding homeodomain proteins (Fig 2A) and arranged along the inferred AP position (Fig 1D, 1E). For each cluster, the mean expression of Ig encoding genes was computed. Heatmap depicts Ig encoding genes in columns and clusters in rows; mean expression is color‐coded and median expression level is visualized by circle size. Gene families are highlighted in colour codes. The coloured bars highlight the Ig genes expressed in anterior MNs (MN2c, MN2a, MN4, MN3).DQuantification of Ig gene expression changes after interference with *Dfd* expression in neural cells (*elav > Dfd^RNAi^*) by qPCR. Two genes, *DIPgamma* and *DIPkappa*, were selected as potential Dfd targets based on their co‐expression in Dfd‐positive MNs. The bar chart shows the fold enrichment after normalization against Act5C of the *Dfd* and *Ig* genes in control versus *elav > Dfd^RNAi^* conditions from three biological replicates and shows that *Dfd* and *DIP‐kappa* expression are significantly reduced in *elav > Dfd^RNAi^* embryos, whereas the expression of the homeodomain TF gene *exd* is unchanged (internal control). *P*‐values were calculated from a *t*‐test: *<0.05, **<0.01, ns non‐significant. Error bar denotes standard deviation.EHCR for *DIPgamma* and *DIPkappa* transcripts in *Drosophila* stage 17 embryos. RNA expression of both genes is analysed in control (*elav > GFP^RNAi^*) versus Dfd‐depleted (elav > *Dfd^RNAi^*) animals, the ventral nerve cord is highlighted by a white dashed line, the Dfd‐expressing suboesophageal ganglion (SOG) is indicated by a yellow circle.FVenn diagram displaying an overlap of Ig domain genes expressed in MNs and genes that are bound by Dfd based on the Dfd ChIP‐Seq performed in a whole embryo (Sorge *et al*, 2012). *P*‐value was calculated using a hypergeometric test using as a reference all protein coding genes *n* = 13,920.GVenn diagram displaying the overlap of Ig domain genes expressed in MNs that are bound by Ubx identified in a neuronal tissue‐specific ChIP‐Seq (Domsch *et al*, 2019). *P*‐value was calculated as described in (F).HiRegulon analysis was used to identify TF motifs enriched in the vicinity of Ig encoding genes. Three of the top 15 highest ranked motifs of TFs are shown; the predicted targets of these motifs are homeodomain TFs.ISchematic drawing of the relationship between the homeodomain and the Ig molecule clusters in a single neuron.

To corroborate the regulation of Igs by homeodomain TFs, we manipulated the expression of the homeodomain encoding gene *Dfd* in neuronal cells and investigated the effects on Ig gene expression by qPCR or HCR. 

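Dfd (FBgn0000439, chromosome 3R of BDGP6.54, 6791836 to 6802428) had at least 10 reads in 33 low-twit cells, from 13 plates. DIP-gamma (FBgn0039617, chromosome 3R, 28925004 to 28970372) was detected in 15 of them (45.5%, interval 28.1 to 63.6) and in 154 of the 693 low-twit cells without Dfd (22.2%, 19.2 to 25.5), a difference of 23.2 percentage points (5.58 to 41.7). DIP-kappa (CG31814, FBgn0051814, chromosome 2L, 13676860 to 13717320) was detected in 17 of the 33 (51.5%, 33.5 to 69.2) against 151 of 693 (21.8%, 18.8 to 25.1), a difference of 29.7 percentage points (11.5 to 47.7). Both DIP genes were detected in 6 of the 33 cells and at least 1 of them in 26.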

According to our scRNA‐Seq data, *Dfd* is co‐expressed with the Ig genes *DIP‐gamma* and *DIP‐kappa* in MN2a (Fig 5C, Dataset EV1). Both genes were downregulated when *Dfd* expression was reduced by RNAi in neural cells using the *elav‐*GAL4 driver (Fig 5D and E). To provide further evidence that homeodomain TFs regulate Ig domain expression, we analysed previously generated whole‐embryo Dfd ChIP‐Seq data (Sorge *et al*, 2012) and Ubx ChIP‐Seq data, which were retrieved from neuronal cells of late‐stage embryos (Domsch *et al*, 2019). We found that Ig encoding genes expressed in MNs overlap with the Dfd or Ubx bound targets (Fig 5F and G). In addition, homeodomain TF binding motifs were overrepresented within regulatory sequences associated with Ig encoding genes (Fig 5H), strongly supporting a direct regulation of Ig expression by homeodomain TFs (Fig 5I).

To investigate the functional role of Ig domain proteins in synaptic matching, we focused on the MN2a. This neuron co‐expresses the homeodomain TFs Dfd and Mirr (but not Scr) and the Ig genes *DIP‐kappa* and *DIP‐gamma* (Fig 6B, Dataset EV1). 

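Of the 33 low-twit cells with at least 10 Dfd reads, 24 had mirr reads (72.7%, interval 54.5 to 86.7), against 33.3% of the cells without Dfd, and 1 had Scr reads. Dfd and mirr without Scr were found in 23 cells. DIP-gamma was detected in 11 of these, DIP-kappa in 12 and both in 5. Among the 9 Dfd cells without mirr, 4 had DIP-gamma, 4 DIP-kappa and 1 both.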

RNAi‐mediated knockdown of *DIP‐kappa* and *DIP‐gamma* in neural cells caused the MN2a to target the LR muscle (6% and 23%, respectively; Fig 6A and C) and additionally caused terminal defects (41% and 23%, respectively). Interestingly, this effect was similar to the phenotype induced by Dfd RNAi, but less pronounced (Fig 3D and E, 29% mistargeting and 33% terminal defects). This is consistent with the assumption that targeting specificity is mediated not by one but a combination of Ig genes acting downstream of homeodomain TFs. Importantly, ectopic expression of *DIP‐gamma* in neural cells caused the MN3, which normally does not express this Ig gene, to innervate the *DIP‐gamma* expressing MHE (Fig 6A and C), a phenotype we also observed when Dfd was ectopically expressed in MN3 by means of the neural *elav‐*GAL4 driver (Fig 4B). Ectopic expression of other Ig genes that are not expressed in MN2a according to scRNA‐Seq, such as *dpr1 or dpr11*, also showed MN‐specific wiring defects towards alternative target muscles (Fig 6A and C).

**Figure 6:**
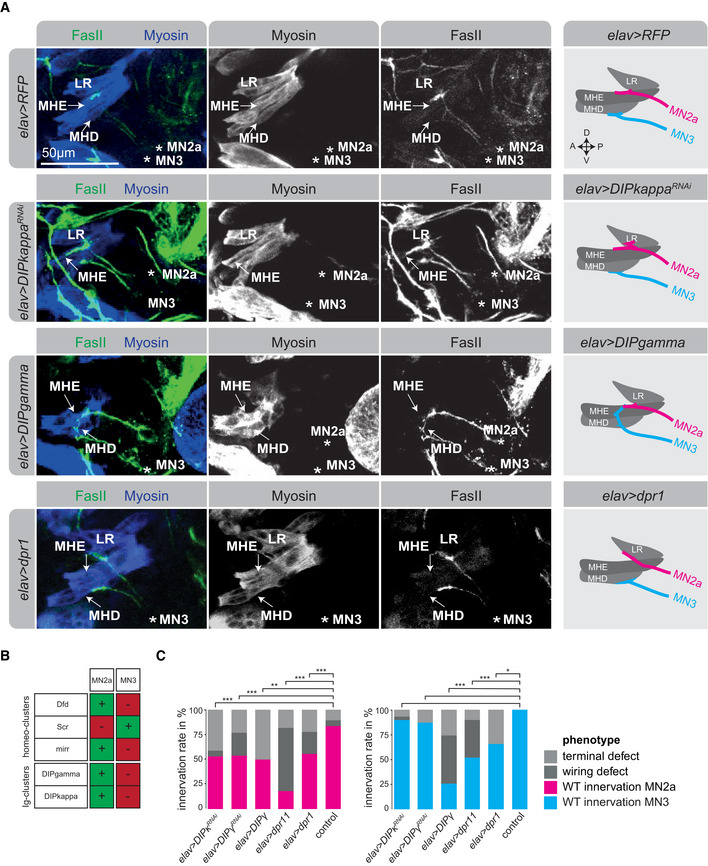
Ig genes affect synaptic wiring specificity in accordance with the motoneuronal homeodomain cluster map Representative confocal images of stage 17 embryonic heads highlighting the expression of Myosin in muscles (blue) and FasII in axonal projections (green) in control (*elav > RFP*) animals and in animals with reduced neural *DIPkappa* (*elav > DIPkappa^RNAi^*) as well as in animals, which mis‐express *DIPgamma* or *dpr1* in neural cells (*elav > DIPgamma, elav > dpr1*). Single channels focusing on the projections (FasII staining) of MN2a and/or MN3 to the MHE, MHD or LR muscles of an early‐stage 17 *Drosophila* embryo are shown. Asterisks highlight the location of MN2a and MN3, respectively. MN2a is identified by the FasII expressing axonal projection emerging from a Dfd expressing MN, which normally innervates the Dfd‐expressing MHE muscle (as shown in the *elav > RFP* control), while MN3 is identified as the MN underneath MN2a, which normally innervates the MHD muscle (as shown in the *elav > RFP* control). The panel on the right represents a schematic drawing of the confocal images shown on the left side, summarizing the innervation of the anterior muscles (LR, MHE, MHD) by projections emerging from MN2a (magenta) or MN3 (cyan) in control and mis‐expression conditions.Chart highlighting the expression of the homeodomain cluster genes *Dfd*, *Scr* and *mirr* as well as the Ig genes *DIPgamma* and *DIPkappa* in MN2a and MN3, showing that both Ig genes are only expressed in MN2a and not in MN3.Quantification of different phenotypes manifesting in MN2a and MN3 after neural RNA interference or mis‐expression of Ig genes (*DIPgamma*, *DIPkappa*, *dpr11*, *dpr1*) in comparison to control animals: MN2a axons projecting to the MHE muscle, representing the wild‐type (wt) innervation pattern of MN2a (magenta); MN3 axons projecting to the MHD muscle, representing the wild‐type (wt) innervation pattern of MN3 (cyan); MN2a or MN3 axons projecting to muscles other than the MHE or MHD termed wiring defects (dark grey); abnormal synaptic morphologies at MN2a‐ or MN3‐derived axon terminals termed terminal defects (light grey). Each experiment was performed in triplicates. Note, each genetic experiment was performed in parallel to an adequate control experiment using the same driver line crossed to a line that controls expression of either *UAS‐RFP* or *UAS‐GFP^RNAi^*. *P*‐values between two genetic conditions were calculated by a two‐sided Fisher test. *P < 0.05, **P < 0.01, ***P < 0.005.

Together, these results suggest that homeodomain TF combinations are associated with Ig gene expression, and Ig domain proteins are involved in mediating synaptic target specificity in the neuromuscular system downstream of homeodomain TFs and thereby modulate muscle target selection.

### Homeodomain TFs mediate target specificity in interconnected MNs and muscle cells

The homeodomain TF Dfd is expressed in functionally connected cells of the feeding motor unit, the MN2a and the MHE muscle, while the adjacent LR and MHD muscles do not express Dfd (Fig 4A). Similarly, MN3 and the MHD muscle express the homeodomain TF Scr, whereas the more anterior located muscles and neurons are devoid of Scr expression (Figs 2D and 4A). This observation led us to hypothesize that combinations of homeodomain TFs label matching synaptic partners at defined positions along the AP axis to control synaptic matching. To examine this hypothesis and complement the dataset on MNs, we performed scRNA‐Seq of embryonic somatic muscles with enrichment for *Hox* genes as described above for MNs. To this end, we sorted somatic muscles using a fly stock expressing endogenously *GFP* tagged *Myosin heavy chain* (*Mhc‐TAU‐GFP*, (Chen & Olson, 2001). Analysis of this dataset by means of t‐SNE and clustering indicates the existence of six relatively distinct subtypes of somatic muscle (Fig 7A). Using previously described marker genes, these were tentatively identified as dorsal somatic muscles (Dr positive), lateral somatic muscles (lms positive), ventral and lateral somatic muscles (mid and Poxm positive) and ventral somatic muscles (Ptx1 positive). For further analysis, we focused on the Poxm‐positive cluster and demonstrated that homeodomain TFs and Ig domain encoding genes were highly variably expressed within this rather homogeneous somatic muscle subtype (Fig 7B). Most other clusters showed similar results (Fig 7C). Along the same line, we found binding of the homeodomain TF Ubx close to Ig genes expressed in mesodermal cells of late‐stage embryos when analysing previously generated tissue‐specific Ubx ChIP dataset (Domsch *et al*, 2019) (Fig 7D). These findings strongly suggest that homeodomain TF combinations are associated with Ig gene expression in MNs as well as in muscles.

**Figure 7:**
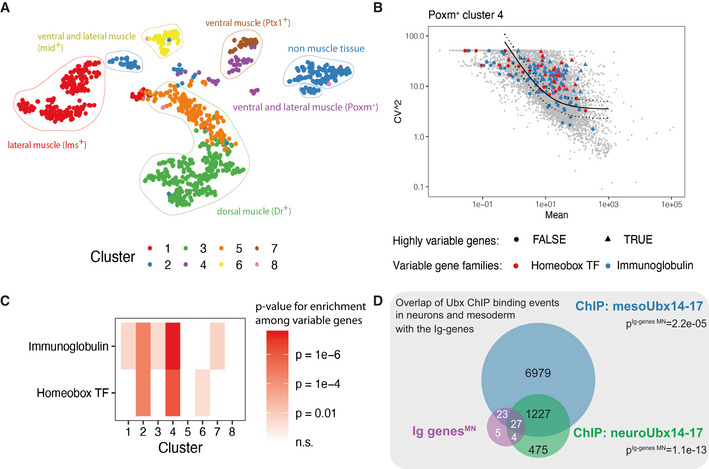
Homedomain TFs are differential expressed in embryonic muscles t‐distributed stochastic neighbour embedding (t‐SNE) plot of single‐cell transcriptomes of GFP expressing somatic muscle cells sorted from *Mhc‐TAU‐GFP* expressing stage 16 *Drosophila* embryos. Colours correspond to clusters identified using hierarchical clustering that was annotated using marker gene expression of muscle subtypes.Identification of highly variable genes using the method by (Brennecke *et al*, 2013). Scatter plot depicts for each gene the mean expression and squared coefficient of variation across cells using the Poxm^+^ cluster as input. The solid line indicates the fit, dashed lines the 95% confidence interval. Genes with a significantly elevated variance are shown as triangles, other genes as circles. Different gene classes are colour‐coded.Statistical model of Brennecke *et al* (2013) was used to identify highly variable genes. Colour code displays enrichment of Ig and homeodomain TF‐encoding genes among the variable genes according to a hypergeometric test.Venn diagram displaying an overlap of Ig domain genes bound by Ubx in muscle and neuronal tissues, identified in a tissue‐specific ChIP‐Seq (Domsch *et al*, 2019). *P*‐value was calculated using a hypergeometric test using as a reference all protein coding genes *n* = 13,920.

To support the hypothesis that co‐expression of identical homeodomain TFs in interconnected cells is critical for synaptic matching, we interfered with *Dfd* in neurons (*elav*‐GAL4) or muscles (*Mef2*‐GAL4) or in both tissues (*elav*‐GAL4; *Mef2*‐GAL4;) and analysed the innervation of anterior muscles (LR, MHE and MHD) by anterior MNs. In all three conditions, we observed significant synaptic wiring defects and terminal defects with a significant increase in phenotypes when *Dfd* was knocked down in both tissues. While neural *Dfd* depletion led to mistargeting of the MN2a to the LR muscle (Fig 8A and B), *Dfd* knock‐down in muscles changed the innervation of the MHE muscle, which normally expresses Dfd, as it was now targeted by MNs that normally innervated the MHD muscles (Fig 8A and B). Knockdown of *Dfd* in both muscle and neurons caused aberrant innervations of the MHE muscles and loss of the stereotypic innervation (Fig 8A and B).

**Figure 8:**
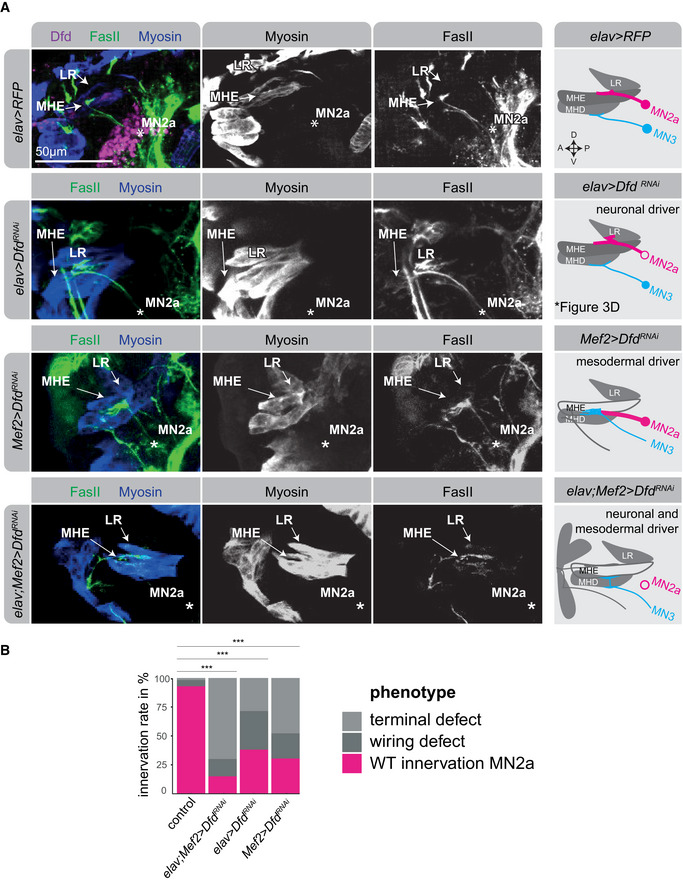
Synaptic targeting requires the homeodomain TF Dfd in neurons and muscles Representative confocal images of stage 17 embryonic heads highlighting the expression of Dfd (purple), Myosin in muscles (blue) and FasII in axonal projections (green) in control (*elav > RFP*) animals and in animals with reduced *Dfd* expression in neurons (*elav > Dfd^RNAi^*) or in muscles (*Mef2 > Dfd^RNAi^*) or both in both tissues (*elav;Mef2 > Dfd^RNAi^*). The single channels for the projections (FasII staining) of MN2a and/or MN3 to the MHE, MHD or LR muscles of an early‐stage 17 *Drosophila* embryo are shown. Asterisks highlight the location of MN2a and MN3, respectively. MN2a is identified by the FasII‐expressing axonal projection emerging from a Dfd‐expressing MN, which normally innervates the Dfd‐expressing MHE muscle (as shown in the *elav > RFP* control), while MN3 is identified as the MN underneath MN2a, which normally innervates the MHD muscle (as shown in the *elav > RFP* control). The panel on the right side represents a schematic drawing of the confocal image shown on the left side, summarizing the innervation of the anterior muscles (LR, MHE, MHD) by projections emerging from MN2a (magenta) or MN3 (cyan) in control and perturbation conditions.Quantitative analysis of phenotypes. Each experiment was performed in triplicates, innervation rates were calculated from *n* = 21 for *elav > Dfd^RNAi^*, *n* = 23 for *Mef2 > Dfd^RNAi^ n* = 20 for *elav;Mef2 > Dfd^RNAi^* animals. Note, each genetic experiment was performed in parallel to an adequate control experiment using the same driver line crossed to a line that controls expression of either *UAS‐RFP* or *UAS‐GFP^RNAi^*, *P*‐values between two genetic conditions were calculated by a two‐sided Fisher test. ***P < 0.005.

In sum, the results are in line with the hypothesis that combinations of homeodomain TFs are required to align synaptic partners in the neuronal and muscle tissues and coordinate their preferences in synaptic partner choice.

## Discussion

Each neuron in the nervous system chooses a single target cell from a high number of possible interactions, which is a prerequisite for the formation of stereotypic neuronal circuits. This extraordinary degree of precision is thought to be mediated by a matching set of cell specifically expressed cell recognition and adhesion molecules such as CSPs (Sanes & Zipursky, 2020). However, up to date, a systematic scrutinization of such a “connectivity map” and the upstream mechanisms fine‐tuning its expression are missing. The most important reasons for this are the lack of single cell‐specific neuronal markers, the complexity of neuronal systems and the possibly gradual and combinatorial nature of CSP expression and function.

Our experimental design allowed us to overcome these challenges. First, by focusing on one neuronal subtype, the motoneuronal population in *Drosophila* embryos, we were able to reduce neuronal complexity. Second, we investigated and manipulated this cell population exactly at the time when they form the first stereotypic connections with their muscle targets during embryogenesis without affecting earlier stages of development. This approach allowed us to identify molecular cues critical for synaptic wiring, as molecules driving this process are known to be most differentially expressed at that time (Li *et al*, 2017). Third, MNs form highly cell‐specific connections with muscles and are present in a relatively small number per embryo. Thus, we used a single‐cell genomic approach with a high number of biological replicates of every biologically unique cell. Thereby, we identified novel markers specific to single cells or small groups of cells that in turn permit the identification of transcriptome signatures relevant for wiring. And finally, we implemented a spatial mapping approach based on *Hox* gene expression to locate MNs along their AP position and thereby gained insight into the role of spatial mechanisms during synaptic wiring.

Our scRNA‐Seq data revealed that a cell‐specific combination of homeodomain TFs acts as a major component of transcriptional heterogeneity during the wiring phase of MNs. Despite the use of a high number of biological replicates for each unique cell, scRNA‐Seq on its own cannot be applied to unanimously identify biologically unique cells. Thus, we used imaging to demonstrate in four cases a correspondence between homeo‐clusters identified by scRNA‐Seq and gene expression patterns in stereotypically defined single cells. Additionally, we showed that ectopic expression of homeodomain TFs caused wiring defects in MNs not expressing the homeodomain TF, whereas knockdown caused wiring defects in MNs expressing the homeodomain TF. Together, these data allowed us to conclude that cellular heterogeneity within postmitotic *Drosophila* MNs could be described by cell‐specific combinations of homeodomain TFs, which we showed to control late events in neuronal differentiation, in particular synaptic wiring, at the single‐cell level. Thus, our unbiased genomic approach suggested that homeodomain TFs could be major drivers in the synaptic wiring process, which is in line with many previous studies showing that this TF class plays an important role in MNs in different organisms (Thor *et al*, 1999; Jurata *et al*, 2000; Thor & Thomas, 2002; Sanguinetto *et al*, 2008; Dasen & Jessell, 2009; Arber, 2012; Philippidou *et al*, 2012; Zarin *et al*, 2014; Meng & Heckscher, 2020; Hobert, 2021).

Homeodomain TF expression is not only highly specific to individual MNs, but is also associated with profound differences in the entire transcriptome and in particular the expression of Ig CSPs as possible effectors of synaptic specificity. Thus, we used homeodomain TF expression as classifiers to define cellular identities and systematically investigate the distribution of CSPs between cells. We found on average 5–10 homeodomain TF genes and 20–40 Ig genes to be cell specifically expressed in individual MNs, revealing that Ig CSP expression is highly combinatorial and even more complex than the expression of the corresponding homeodomain TFs. 

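In the 60 clusters computed here, a median of 10 homeodomain TF genes passed the mean of 4 (lower quartile 8, upper quartile 12, range 5 to 15), and 34 clusters had between 5 and 10. The Ig genes had a median of 31 (lower quartile 27, upper quartile 35, range 20 to 39), and all 60 clusters had between 20 and 40. The counts are for 49 homeodomain TF and 62 Ig genes. In clusters with cells assigned at random, the medians were 11 and 32. In Dataset EV1, the paper's reported tables give medians of 8.5 homeodomain TF genes and 25.0 Ig genes per cluster.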

Although reported previously that synaptically connected neurons express multiple ligand–receptor pairs (Tan *et al*, 2015), our data suggest that this process is maybe even more complex than previously thought. Interestingly, most CSPs change more gradually between cells, and unlike in the case of homeodomain TF expression, binary expression patterns of Ig genes were not observed in the data (Wit & Ghosh, 2016; Oostrum *et al*, 2020). In line, previous studies on single molecules already indicated that small changes in relative expression levels of CSPs in matching partners can change synaptic specificity (Sweeney *et al*, 2011; Yogev & Shen, 2014). In addition, we found in our dataset, some Ig genes, such as *Dscam* encoding genes, to be broadly expressed but not present in some defined cells, while many other Ig genes are less specific for cellular identities. Importantly, only one Ig molecule class, the DIP genes, were found to be distinct for specific cellular identities. Intriguingly, previous expression and functional studies had already implicated these molecules as strong candidates for synaptic targeting function (Carrillo *et al*, 2015; Tan *et al*, 2015; Ashley *et al*, 2019; Cheng *et al*, 2019), and we now provide additional evidence that they are involved in controlling synaptic matching in the embryonic neuromuscular system. Taken together, our data strongly support a model whereby a highly combinatorial Ig gene expression program active in single cells drives synaptic specificity and connectivity between cells. This complexity might explain why null mutants in many genes contributing to specificity have been shown to result in low penetrance or incomplete phenotypes (Xu *et al*, 2018, 2019). Many recognition molecules might function redundantly in the synaptic matching process either by acting in parallel pathways or in protein complexes. We envision such a complexity to ensure a higher robustness in synaptic matching even when single components are missing or expressed at reduced levels. In the future, it will be important to study the contribution of CSP combinations to synaptic wiring at the single‐cell level to resolve redundancy and specificity within this system.

How is the complex CSP expression program critical for synaptic wiring controlled in individual MNs? Several lines of evidence indicate that combinations of homeodomain TFs are the direct upstream regulators of CSPs in individual MNs. It has been shown before for some homeodomain TFs that they control the precise matching of MNs and their target muscles (Jurata *et al*, 2000; Thor & Thomas, 2002; Sanguinetto *et al*, 2008; Dasen & Jessell, 2009; Arber, 2012; Philippidou *et al*, 2012; Zarin *et al*, 2014; Meng & Heckscher, 2020; Hobert, 2021). In addition, some previous data provided already evidence for a functional link between the expression of receptor molecules and homeodomain TFs (Labrador *et al*, 2005). We now show that manipulation of homeodomain TF expression during the wiring phase by knockdown or ectopic expression leads to changes in target preferences in line with the expression pattern of the respective TF. For example, mis‐expression of more anterior *Hox* genes guided MNs to innervate an anterior muscle, while mis‐expression of posterior *Hox* genes guided MNs to innervate a posterior muscle. Importantly, phenotypes induced by knockdown or overexpression of one Hox TF are phenocopied by manipulations of its putative Ig CSP targets. Consistently, we found the expression of Ig CSP encoding genes to be changed in the absence of homeodomain TFs. Furthermore, chromatin immunoprecipitation studies indicate a direct interaction of homeodomain TFs with control regions of their Ig targets. Together, the combination of single‐cell genomics (co‐expression), chromatin immunoprecipitation (binding of enhancers) and genetics (phenocopies, changes in expression of downstream genes) strongly suggest that cell‐specific homeodomain TF programs are important regulators of synaptic specificity and that combinations of Ig proteins act directly downstream of homeodomain TFs to mediate their function. How these complex combinations of Ig molecules are controlled in a cell‐specific manner by homeodomain TFs will be an important problem to solve in the future. This is particularly puzzling for a TF class like the homeodomain TFs, which interact with highly similar DNA sequences (Ekker *et al*, 1994; Noyes *et al*, 2008). Whether other TF classes, although not identified as highly variable genes but expressed in our MN transcriptomes, contribute to specificity in Ig gene expression will be one of the many paths to follow based on the resources generated in this study. Our analysis also revealed that homeodomain TFs, although co‐expressed in the same MN, can have different functions in synaptic wiring, as their knock‐down does not necessarily result in the same wiring defects (Fig 3). This furthermore highlights the combinatorial nature of regulating synaptic specificity. In future, it will be highly relevant to resolve this combinatorial control on a single‐cell level. Finally, we would predict that synaptic wiring defects resulting from the loss of one homeodomain TF(s) cannot be rescued by the expression of a single Ig target but very likely requires changes in the expression of multiple of these molecules.

In sum, we propose a model whereby the position of every cell is imprinted early in embryonic development by patterns of homeodomain TFs (Fig 9). Expression patterns of these factors become more complex and combinatorial with each cell division until small groups of cells and possibly every single cell are uniquely defined by a homeodomain TF program. These unique combinations of homeodomain TFs then in turn regulate specific downstream programs of Ig gene expression. In the target cells (here: muscles), a similar TF combination is an important determinant of connectivity and possibly regulates the expression of a complementary Ig receptor expression program. This molecular logic enables every single cell to find its corresponding interaction partner based on complementary adhesive properties mediated by combinations of Ig domain molecules. Thus, this concept explains how a molecular memory of cell body position is translated into invariant cell–cell adhesion events by means of a linked homeodomain TF–Ig program. In the future, the combinatorial manipulation of CSPs and homeodomain TFs in single cells (Replogle *et al*, 2020) will allow a further functional dissection of their interactions and regulatory mechanisms.

**Figure 9:**
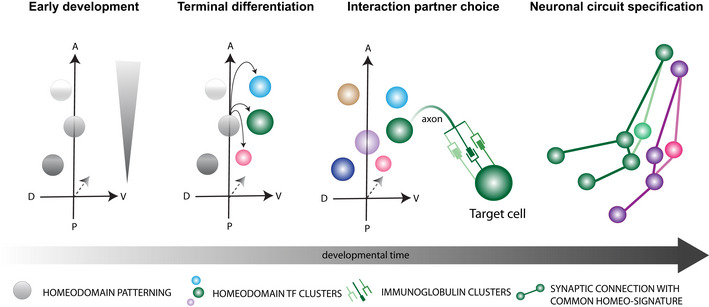
Model depicting the molecular mechanism for stereotypic synaptic partner selection Left panel: Early developmental programs pattern single cells according to their position in the embryo. Morphogenic gradients establish specific homeodomain protein expression patterns along embryonic body axes (i.e. dorsal ventral axis = DV axis, anteroposterior axis = AP axis). Left middle panel: After neuroblasts have undergone several divisions, neurons terminally differentiate and establish unique identities depending on their homeodomain TF expression (colour code). Right middle panel: A unique homeodomain TF expression specifies Ig domain receptor expression in matching synaptic partners, resulting in differential affinities of Ig domain proteins promoting selective synaptic target choice. Right panel: Common homeo‐signatures regulate interaction of partners within individual neuro‐muscular circuits.

## Materials and Methods

### Reagents and Tools table

**Table:** 

Reagent/Resource	Reference or source	Identifier or Catalog Number
**Experimental Model: *Drosophila melanogaster***		
UAS‐EGFP RNAi (y[1] sc[*] v[1]; P{y[+t7.7] v[+t1.8] = VALIUM20‐ EGFP.shRNA.3}attP2)	Bloonington Drosophila Stock Center	41560
UAS‐mirr RNAi (y[1] sc[*] v[1]; P{TRiP.HMC06139}attP2)	Bloonington Drosophila Stock Center	65877
UAS‐hth RNAi ( P{y[1] sc[*] v[1]sev21; TRiP.HMS01112}attP2)	Bloonington Drosophila Stock Center	34637
UAS‐DIP gamma RNAi (y[1] sc[*] v[1]; P{TRiP.HMS06062}attP40)	Bloonington Drosophila Stock Center	80461
UAS‐DIP kappa RNAi (y[1] sc[*] v[1]; P{TRiP.HM04050}attP2	Bloonington Drosophila Stock Center	31740
UAS‐Dfd RNAi (UAS‐Dfd‐si on chr.III)	Friedrich et a (2016)	N/A
UAS‐mCD8::GFP (y[1] w[*]; P{w[+mC] = UASmCD8::GFP.L}LL5, P{UAS‐ mCD8::GFP.L}2)	Bloonington Drosophila Stock Center	5137
UAS‐mRFP ( w[1118]; P{w[+mC]=UAS‐myr‐mRFP}1)	Bloonington Drosophila Stock Center	7118
UAS‐lab (w[1118]; P{w[+mC]=UAS‐lab.M}X2)	Bloonington Drosophila Stock Center	7300
UAS‐dpr1 (y[1] w[*]; P{UAS‐dpr1.N}2/CyO)	Bloonington Drosophila Stock Center	25081
UAS‐Scr (w[1118]; P{w[+mC]=UAS‐Scr.M}EE2/TM6B, Tb[+])	Bloonington Drosophila Stock Center	7302
M{UAS‐DIP‐γ.ORF.3xHA.GW}ZH‐86Fb	Flyorf	F003086
M{UAS‐dpr11.ORF.3xHA.GW}ZH‐86Fb	Flyorf	F003032
UAS‐Dfd‐HA	Katrin Domsch (designed for this study)	N/A
elav‐Gal4 (P{w[+mW.hs]=GawB}elav[C155])	Bloonington Drosophila Stock Center	458
Mef2‐Gal4	Ranganayakulu *et al* (1998)	N/A
elav‐Gal4; Mef2‐Gal4	designed for this study	N/A
Ok6‐Gal4	Aberle *et al* (2002)	N/A
Ok371‐Gal4	Mahr and Aberle (2006)	N/A
lab::GFP (y[1] w[*]; P{y[+t7.7] w[+mC]=lab‐GFP.FPTB}attP40)	Bloonington Drosophila Stock Center	66551
Frq1MI00709‐GFSTF (y[1]w[*]; Mi{PT‐GFSTF.0}Frq1MI00709‐GFSTF.0)	Bloonington Drosophila Stock Center	60284
mirr‐GFP (y[1]w[*]; P{mirr‐GFP.FPTB}attP40)	Bloonington Drosophila Stock Center	68183
MHC‐TAU‐GFP	Chen and Olson (2001)	N/A
**Antibodies**		
Rabbit anti‐Hth	Richard Mann lab (McKay *et al*, 2009)	N/A
Rabbit anti‐GFP	invitrogen	A11122
Rabbit anti‐Lab	Thomas Kaufmann lab (Diederich *et al*, 1989)	N/A
Rat anti‐Myosin	abcam	ab51098‐100
Rat anti‐GFP	chromotek	3H9
Rat anti‐Vvl	W.A Johnson lab (Anderson *et al*, 1995)	N/A
Rat anti‐ELAV	Developmental Studies Hybridoma Bank ‐ DSHB	7E8A10
Goat anti‐Abd A	Santa Cruz	27063
Guinea pig anti‐Dfd	Katrin Domsch (designed for this study)	N/A
Guinea pig anti‐Ubx	Katrin Domsch (Domsch *et al,* 2019)	N/A
Guinea pig anti‐Vnd	Robert Zinzen	N/A
Mouse anti‐Scr	Developmental Studies Hybridoma Bank ‐ DSHB	6H4.1
Mouse anti‐Abd A (all isoforms)	Developmental Studies Hybridoma Bank ‐ DSHB	Ubx/ABD‐A FP6.87
Mouse anti‐And B	Developmental Studies Hybridoma Bank ‐ DSHB	1A2E9
Mouse anti‐Antp	Developmental Studies Hybridoma Bank ‐ DSHB	8c11
Mouse anti‐FasII	Developmental Studies Hybridoma Bank ‐ DSHB	1D4
**Oligonucleotides and sequence‐based reagents**		
oligo‐dt30VN	This study	AAGCAGTGGTATCAACGCAGAGTACT30VN
TSO	This study	AAG CAG TGG TAT CAA CGC AGA GTA CAT rGrG+G
IS PCR primer	This study	AAG CAG TGG TAT CAA CGC AGA GT
targeted_Dfd_RT_rv	This study	TCG GAT TGT TGC TGT TGA AG
targeted_Ubx_RT_rv	This study	CAG AAT TTT GCT CGC ATT CA
targeted_AbdA_RT_rv	This study	CAT GCG TTG CTC TAT CAA A
targeted_AbdB_RT_rv	This study	AAT ATA ATG CTC GGG GCA AA
targeted_Scr_RT_rv	This study	ATT GGG CGA TAC AAA CGA AG
targeted_Lab_RT_rv	This study	CCC TTC AAC TTT GCT TGC TC
targeted_Antp_RT_rv	This study	AAC CAT ACC CAG TCC ACC AA
targeted_Dfd_IS_fw	This study	AAG CAG TGG TAT CAA CGC AGA GTC CCT GGA TGA AGA AGA TCC A
targeted_Ubx_IS_fw	This study	AAG CAG TGG TAT CAA CGC AGA GTA AGG AGC TGA ACG AAC AGG A
targeted_AbdA_IS_fw	This study	AAG CAG TGG TAT CAA CGC AGA GTC TGG ACA AGA GCA ATC ACG A
targeted_AbdB_IS_fw	This study	AAG CAG TGG TAT CAA CGC AGA GTC GGA TTC GAT TTT AGC AAA TG
targeted_Scr_IS_fw	This study	AAG CAG TGG TAT CAA CGC AGA GTT CGA ATG CAA CTT GTT CTG C
targeted_Lab_IS_fw	This study	AAG CAG TGG TAT CAA CGC AGA GTC CCT GAT AAT GGC GAA CAG T
targeted_Antp_IS_fw	This study	AAG CAG TGG TAT CAA CGC AGA GTA GAG GAA CAG CAA AGC GAA A
targeted_Dfd_IS_rv	This study	AAG CAG TGG TAT CAA CGC AGA GTT CGG ATT GTT GCT GTT GAA G
targeted_Ubx_IS_rv	This study	AAG CAG TGG TAT CAA CGC AGA GTC AGA ATT TTG CTC GCA TTC A
targeted_AbdA_IS_rv	This study	AAG CAG TGG TAT CAA CGC AGA GTC ATG CGT TGC TCT ATC AAA
targeted_AbdB_IS_rv	This study	AAG CAG TGG TAT CAA CGC AGA GTA ATA TAA TGC TCG GGG CAA A
targeted_Scr_IS_rv	This study	AAG CAG TGG TAT CAA CGC AGA GTA TTG GGC GAT ACA AAC GAA G
targeted_Lab_IS_rv	This study	AAG CAG TGG TAT CAA CGC AGA GTC CCT TCA ACT TTG CTT GCT C
targeted_Antp_IS_rv	This study	AAG CAG TGG TAT CAA CGC AGA GTA ACC ATA CCC AGT CCA CCA A
qPCR_act5C_fw	This study	AGG AGG AGG AGG AGA AGT CG
qPCR_act5C_rv	This study	TGT GCT GCA CTC CAA ACT TC
qPCR_Dfd_fw	Hu *et al* (2013)	GCG AAC GGA TCA TCT ACC CC
qPCR_Dfd_rv	Hu *et al* (2013)	ATC TGA TGG CGT GTG TAG GC
qPCR_DIP‐kappa_fw	Hu *et al* (2013)	ATC CCC TCA AAG GGA AAA CAC A
qPCR_DIP‐kappa_rv	Hu *et al* (2013)	GAA TCG CGG AAA GTC GGA ATC
qPCR_DIP‐gamma_fw	Hu *et al* (2013)	AAC CAG CAT CAC GAG AGC AG
qPCR_DIP‐gamma_rv	Hu *et al* (2013)	GCC GGA TAT GTG ACG TTG TTG
qPCR_exd_fw	Hu *et al* (2013)	CGG AGC AAT CAC TTG ACG AGG
qPCR_exd_rv	Hu *et al* (2013)	CGA GAG GAC GGT CTT CTC CTT
**Chemicals, enzymes and other reagents**		
5xSMART First Strand buffer	Clonetech	N/A
Ampure XP beads	Beckman	A63880
DNase I (RNase free)	Invitrogen	AM222
Formaldehyde	Sigma Aldrich	252549
KAPA HiFi HotStart ReadyMix	fisherscientific	NC0295239
oligo (dT)18	Thermo Scientific	S0132
RevertAid First Strand cDNA synthesis Kit	Thermo Scientific	K1622
RNAse Inhibitor	Thermo Scientific	EO0381
SMARTScribe™ Reverse Transcriptase	clonetech	639537
SSC (20X)	Sigma Aldrich	15557044
SYBR green for qPCR	Invitrogen	117733‐038
Tn5	PepCore EMBL	N/A
TRIzol reagent	Ambion by Life Technologies	15596026
VectaShield + DAPI	Vector Laboratories	H‐1200
HCR probe *Vglut_*B1	Molecular Instruments	NM_001273010.1
HCR probe *DIP‐gamma_*B2	Molecular Instruments	NM_143392
HCR probe *DIP‐kappa_*B3	Molecular Instruments	NM_165049, NM_001298975.1
HCR probe *otk_*B4	Molecular Instruments	NM_078981.3, NM_001299396.1
HCR probe *Lim1_*B4	Molecular Instruments	NM_132277.3, NM_001272429.2
HCR probe *unc4_*B5	Molecular Instruments	NM_001298460.1, NM_133014.3, NM_001298461.1
HCR probe *twit_*B2	Molecular Instruments	NM_136223
HCR probe *Vmat_*B3	Molecular Instruments	NM_001014524.2, NM_001014525.3, NM_001014526.2, NM_001274027.2
**Software**		
Fiji (ImageJ)	Schindelin *et al* (2012)	https://imagej.net/Fiji
IndeXplorer	Velten *et al* (2017)	https://git.embl.de/velten/indeXplorer
iRegulon	Janky *et al* (2014)	http://iregulon.aertslab.org/
**Other**		
Illumina NextSeq platform	Illumina	
qTOWER3	Analytik Jena	
Leica TCS SP8 confocal microscope	Leica	

### Methods and Protocols

#### *Drosophila* strains and experimental crosses

We used the *OK371*‐GAL4 driver (Mahr & Aberle, 2006) crossed to UAS‐*mRFP* to perform single cell sorting of MNs and the *Mhc‐TAU‐GFP* line (Chen & Olson, 2001) for sorting of somatic muscle cells. Crosses were kept for 1 h at 25°C to oviposit on apple juice plates with yeast paste. Subsequently, eggs were incubated on apple juice plates for additional 19 h, after which embryos were dissociated for FACS sorting.

In order to validate protein expression of specific marker genes, we used the following endogenously GFP‐tagged fly lines: *frq1::GFP* (BL:60284), *mirr::GFP* (BL:68183) and *lab::GFP* (BL:66551) lines.

For genetic experiments, we used the pan‐neural *elav‐*GAL4 driver (Luo *et al*, 1994) and the muscle‐specific *Mef2‐*GAL4 driver (Ranganayakulu *et al*, 1998) as main driver. In addition, we combined these two driver lines (*elav*‐GAL4; *Mef2*‐GAL4 driver) for this study. To confirm phenotypes, in MNs, the *OK6‐*GAL4 driver (Aberle *et al*, 2002) was used in a few examples. In this study, we used second‐generation *TRiP RNAi* lines from Bloomington (Ni *et al*, 2011), as we found that these *short hairpin RNAs* (*shRNAs*) are more effective in embryonic stages. Therefore, only one UAS‐*RNAi* line fulfilling the required criteria has been available for most of the target genes. The UAS‐*Dfd^RNAi^* was designed for this study using the second generation of TRiP system. The UAS‐*mirr^RNAi^ (BL:65877)*, UAS‐*hth^RNAi^ (BL:34637)*, UAS‐*DIPgamma^RNAi^ (BL:80461)*, UAS‐*DIPkappa^RNAi^(BL:31740)* were obtained from the Bloomington Stock Center. The UAS overexpression lines UAS‐*Ubx*‐HA (Domsch *et al*, 2019) and AS‐*Dfd*‐HA were designed by Katrin Domsch as described in (Domsch *et al*, 2019), the UAS‐lab and UAS‐*dpr1 (BL:31740)* lines were from the Bloomington Stock Center, and the UAS‐*DIPgamma (F003086)* and UAS‐*dpr11 (F003032)* lines were from the FlyORF collection. For innervation rate assays, we crossed virgins of the corresponding driver line to males carrying UAS‐*RNAi* or UAS overexpression constructs. As control, we performed the experiment under the same conditions with UAS‐*mRFP* lines or UAS‐*EGFP^RNAi^* lines. The crosses were kept for at least 16 h at 29°C for knock‐down experiments and 20 h at 25°C for overexpression experiments on apple juice plates. Early‐stage 17 embryos were selected after embryo fixation.

For hatching rate assays, the *elav*‐GAL4 driver and *Mef2*‐GAL4 drivers were crossed to UAS‐*RNAi* lines. UAS‐*mRFP* lines or UAS‐*EGFP^RNAi^* lines crossed to the above‐mentioned driver lines were used as controls. Crosses were set up in duplicates (equal amounts of males and females for every replicate, sample and control), and egg laying was performed at 29°C for 3 h on apple‐juice plates with yeast paste. Subsequently, eggs were washed, counted and unfertilized eggs were removed or counted and transferred on fresh apple juice plates without yeast paste. Eggs were incubated for additional 24 h and then the hatching rate was quantified.

#### Plasmid construction, transgenesis and antibody production

The UAS‐*Dfd^RNAi^* line was generated following the conventional TRiP protocol (second generation).

UAS‐HA‐*Dfd* fly line: The full *Dfd* coding region was cloned into the pUAS‐attB vector (Bischof *et al*, 2007) using a forward primer with an *EcoR*I restriction site and an HA tag sequence as well as a reverse primer with an *Xba*I restriction site. The UAS‐*Dfd* construct was injected by BestGene into attP5 embryos (second chromosome). Primers and sequence maps are available upon request. Dfd antibody: The Dfd antibody was generated using the pGEX‐purification system (GElifesciences). The open reading frame of *Dfd* was cloned in the pGEX‐6P‐2 vector using *EcoR*I and *Xho*I restriction site. The protein was purified according to the protocol (GElifesciences) and eluted by using the PreScission Protease site. The immunization and antibody handling were performed by the Charles Rivers Company.

#### Immunohistochemistry

The embryos were fixed by bleaching with 100% Clorox first for 2 min to remove the chorion. After washing in water, embryos were transferred to fixing solution (3.7% formaldehyde in PBS + 100% heptane) and incubated for 20 min at room temperature on a nutator. Fixing was stopped by removal of formaldehyde. Then, equal amounts of methanol were added to heptane and vortexed for about 40 s to remove the vitellin membrane. Subsequently, the heptane phase was removed, and embryos were washed in methanol.

For antibody stainings, embryos were hydrated and washed for three times in PBT (with 0.1% Tween 20). The primary antibodies were used at 4°C overnight from Abcam (rat anti‐Myosin 1:1,000) DSHB (mouse anti‐FasII, 1:50; mouse anti‐Scr, 1:50; mouse anti‐Abd A, 1:50; mouse anti‐Antp; rat anti‐Elav 1:50, mouse anti‐AbdB 1:50), Invitrogen (rabbit anti‐GFP, 1:500), provided by Katrin Domsch (guinea pig anti‐Dfd 1:500), guinea pig anti‐Ubx (1:500) (Domsch *et al*, 2019), rabbit anti‐Lab was given by T. Kaufmann, rabbit anti‐Hth provide by R. Mann and the rat anti‐Vvl was given by the Johnson lab. After 3× washing in PBT (with 0.1% Tween 20), embryos were incubated for 2 h at room temperature with secondary antibodies from Jackson Immunoresearch. Vectashield with DAPI or TSO was used as mounting medium.

For double stainings with antibodies originating from the same animal (mouse anti‐FasII + mouse anti‐Antp; mouse anti‐FasII + mouse anti‐Abd A; mouse anti‐FasII + mouse anti‐Scr), we performed a modified protocol for sequential antibody staining by TSA (according to the manufacture protocol). Primary and secondary antibodies were used with similar concentrations than for antibody staining's of embryos.

#### *In situ* hybridization chain reaction (HCR)

Multiplex *in situ* hybridization experiments were performed on fixed late‐stage *Drosophila* embryos according to the HCR version 3.0 protocol (Choi *et al*, 2018) and personal communication with Christoph Schaub. Customized probes were generated for this study by Molecular Instruments targeting all isoforms of each target gene (*VGlut* B1, *DIP‐gamma* B2, *DIP‐kappa* B3, *otk* B3, *Lim1* B4, *unc4* B5, *twit* B2, *Vmat* B3). A maximum of three targets were multiplexed in the same *in situ* hybridization experiment or the *in situ* hybridization protocol was combined with the immunohistochemistry protocol.

In brief, late‐stage embryos were collected, bleached and fixed in 3.7% formaldehyde in PBS + 100% heptane. Then, the vitelline membrane of embryos was removed by vortexing and the embryos were dehydrated in methanol. For *in situ* hybridization experiments, embryos were first prehybridized and then hybridized at 37°C with different combinations of customized probes with corresponding adaptors in 30% probe hybridization buffer (30% formamide, 5xSSC, 9 mM citric acid pH6, 0.1% Tween20, 50 µg/ml heparin, 1× Denhardt’s solution, 5% dextran sulphate). After washing in 5× SSCT (5× SSC, 0.1% Tween20, 5% dextran sulphate), fluorescently labelled hairpins were pre‐amplified for each linker (B1, B2, B3, B4, B5) in amplification buffer (5xSSC, 0.1% Tween20, 5% dextran sulphate). Prepared linkers were incubated with the embryos at room temperature. After washing, samples were either mounted for microscopy or an additional immunohistochemistry protocol followed as described in the section above.

#### Quantitative PCR

Early‐stage 17 embryos were subjected to RNA extraction using TRIzol. RNA was then isolated by chloroform/isopropanol extraction. After DNA digestion (DNase I, Invitrogen), 1 μg of total RNA was converted to cDNA using the RevertAid First Strand cDNA synthesis Kit (Invitrogen) and oligo(dT)_18_ primers (Fisher Scientific). Quantitative PCR was performed using the SYBR Green Master Mix (Invitrogen), 150 nM primer, in 96‐well plates, conducted on the qTOWER3 machine (Analytik Jena).

#### Microscopy and image analysis

Fixed embryos were imaged on a Leica TCS SP8 confocal microscope. The 20× objective was used for imaging of embryos and the 63× objective to visualize the neuromuscular junction of the MHE muscle. For homeodomain TF cluster analysis, we used as reference the highly stereotypic neuronal projection from the MN2a to MHE and the MN3 to MHD labelled by the motoneuronal marker FasII. Going from MN2a, we identify the upper (MN2c) and lower (MN4) MNs based on the location. Images were processed by Fiji and the integrated ROI manager was used to label and save locations of cells and projection based on FasII, these labels were transferred across pictures. To enable precise localization across different confocal images, we used the Fijiyama plugin for 3D alignment. Embryos used for quantification of innervation rate assays were processed with a standardized imaging pipeline to facilitate counting (programed by Patrick van Nierop Y Sanchez, see https://github.com/patrickvannieropysanchez/Velten_et_al._2021). Confocal pictures shown in figures were processed manually to optimize the result.

For AP axis measurements along the ventral nerve cord, we used FasII staining as reference and measured protein intensities of Lab, Dfd, Scr, Antp, Ubx, Abd A and Abd B by Fiji. We normalized the length of the ventral nerve cord between different embryos (0 = anterior to 2000 = posterior), set thresholds for the protein intensities to remove the overall unspecific background caused by antibody stainings and normalized the protein intensities of different the antibodies (0=min intensity to 100=max intensity). For counting motoneuron numbers, 20x resolution was used to orientate the embryos with help from the Fiji plugin “clear volume”, cells were counted at 63× resolution using the Fiji multiple point tool. Vnd antibody staining was used to identify segment boundaries in the embryonic ventral nerve cord (McDonald *et al*, 1998).

#### Dissociation of embryonic cells and flow cytometry

Collections of 19‐ to 20‐h‐old *Drosophila* embryos were dechorionated with bleach (5% Chloride) for 2 min. For dissociation, embryos were transferred into syringes filled with 1ml of 10x Trypsin‐EDTA (0.5% Trypsin). For additional mechanical dissociation, embryos were transferred 20x between two syringes (25G needle) and 10× between two syringes with 27G needles. Debris was reduced by filtering through a 35‐μm cell strainer. The cells were stained for 5 min with DRAQ5 (1 mg/ml) and DAPI (1 mg/ml). Subsequently, cells were sorted into 96‐well plates containing 5 µl of Smart‐Seq2 lysis buffer at 4°C by a BD FACS Aria III flow cytometer equipped with 405nm, 488nm, 561nm and 633nm laser. Directly after cell sorting, plates were shock‐frozen in liquid nitrogen.

#### Single‐cell transcriptome sequencing

A pooled cell population of *OK371 > RFP*‐positive motoneuronal cells and a pooled population of *Mhc‐TAU‐GFP*‐positive somatic muscle cells derived from FACS‐sorted 19‐ to 20‐h‐old *Drosophila* embryos were used for scRNA sequencing. The standard Smart‐Seq2 protocol (Picelli *et al*, 2014) was modified by targeting low‐expressed *Hox* genes (*lab, Dfd, Scr, Antp, Ubx, abdA, AbdB*) during the reverse transcription and PCR stages. Therefore, 1µM targeted primer mix of each *Hox gene* (see key resource table) was added to the PCR and RT buffers, respectively. The above‐described approach targets all expressed isoforms of each *Hox* gene. Method‐specific biases were ruled out by quality checks via Bioanalyzer of the whole transcriptome after Smart‐Seq2 preparation. Libraries of scRNA transcriptomes were created using a home‐made Tn5 transposase (Hennig *et al*, 2018) and seventeen 96‐well plates were sequenced with 75bp single‐end on an Illumina NextSeq platform.

#### Raw data processing, quality control and normalization

Sequencing reads were demultiplexed and the poly‐A tail trimmed. Read count tables were generated by pseudo‐alignment to the cDNA of the *Drosophila* transcriptome (BDGP6 ensemble) using Kallisto (Bray *et al*, 2016). For quality control, we used standard settings (Velten *et al*, 2017): cells were removed unless they contained at least 10 reads for each of at least 500 genes, and genes were removed unless they were expressed in at least five cells with 10 reads each. For basic cell type discovery and PCA, data were normalized and scaled to an estimate of biological variance using the indeXplorer pipeline (Velten *et al*, 2017).

Such scaled and mean‐centred expression values take very high values if the gene is expressed in few cells and low values if the gene is expressed in many cells (see Fig EV4G). Library‐size normalized data emphasize the absolute expression level of the genes. Neither of the two strategies is ideal when aiming to identify a “code” using clustering strategies. Binarization of the gene expression levels would constitute a viable alternative (see for example (Li *et al*, 2017)) but cannot capture biologically meaningful quantitative differences between cells expressing the gene “highly” or “lowly”. For the heatmap depicting the homeodomain TF expression, we therefore normalized the data gene‐wise by

$$N_{i}=\log\left(k\frac{X_{i}}{\sum X}+1\right)$$

where *X* is the vector of size factor normalized counts for a given gene. *N* approaches binarization for large *k*. Here, a value of *k* = 10^6^ was chosen. This leads to a behaviour where normalized values are essentially binarized for lowly expressed genes, where quantitative differences cannot be captured in a meaningful manner; by contrast, for highly expressed genes, quantitative expression levels play a role (see Fig EV4G). We have previously used similarly motivated strategy for data normalization in the context of predicting cell–cell interactions using scRNA‐Seq data (Baccin *et al*, 2020).

#### Clustering and dimensionality reduction

Following the indeXplorer pipeline, PCA was computed using scaled, normalized expression values of all genes. t‐SNE was then computed on the first 10 principal components based on a visual inspection of the PCA Elbow plot. Alternatively, and following (Li *et al*, 2017), cells were clustered by hierarchical clustering using only the 20 most variably expressed genes of our scRNA dataset; Ward linkage was used on an Euclidean distance metric. The *twit^low^* cluster was selected for further analysis on variability in gene expression. To this end, we used the statistical method developed by (Brennecke *et al*, 2013) to identify variable genes. The variable homeodomain TFs thereby identified were normalized as described above and used as input for unsupervised hierarchical clustering using ward linkage and Euclidean distance matrix to avoid that clustering is affected by technical noise. To validate this point, we showed that homeo‐clusters are not significantly associated with technical covariability (sequencing depth) by Wilcoxon test (Fig EV4H). Then, we split the clusters in a supervised manner according to the structure of the dendrogram and compared the approximate number of cells labelled by the *OK371‐*GAL4 driver during this stage with the estimated cluster number.

#### Inference of spatial position from single‐cell gene expression data

To infer spatial position from single‐cell gene expression data, we first created a reference map of protein expression for seven *Hox* genes (Fig EV4A and B). To that end, immunofluorescence experiments were performed as described above.

Immunofluorescence data for gene g were thereby represented as a function of position $Y_{g}\left(x\right)\in \left(0,1\right)$, whereas single‐cell gene expression was represented as a matrix of read count values across genes and cells, $D_{g,c}\in N_{0}$. Cells not expressing any Hox gene were excluded. We then assumed that the probability of observing $D_{g,c}$ given that the position of cell c is really $x_{c}$ depends on the expression of g at that position:

$$p\left(D_{g,c}|x_{c}\right)∼\left\{\begin{array}{cc} Pois\left(D_{g,c}|r_{g}*Y_{g}\left(x\right)\right) & \text{if}\;Y_{g}\text{(}x_{c})>0\\ Pois\left(D_{g,c}\right|\lambda ) & \text{if}\;Y_{g}\left(x_{c}\right)=0 \end{array}\right.$$

here λ is a constant corresponding to a background number of reads observed in non‐expressing cells, and $r_{g}$ is a gene‐wise scaling factor that estimates the average number of RNA‐seq reads in a cell maximally expressing the protein. A maximum likelihood estimate of $x_{c}$ is then obtained by computing

$$\hat{x_{c}}=\underset{x}{\arg\;\max}\prod_{g}p\left(D_{c,g}|x\right)$$

For the analysis shown in the manuscript, λ was set to 0.1 (Kharchenko *et al*, 2014) and $r_{g}$ was set to the mean gene expression in expressing cells:

$$r_{g}=\frac{\sum_{c}D_{c,g}}{\sum_{c}D_{c,g}>0}$$

We used Latin Hypercube sampling across a wide range of values for λ and r to demonstrate that the position estimate was independent of parameter choice.

To identify genes with spatially variable expression, B‐Spline models with 3 degrees of freedom were fitted through scaled and normalized gene expression values for each gene individually, using inferred position as the only covariate. These models were then compared to null models not containing the position term using the Bayesian information criterion, similar to the workflow for selecting genes with variable expression over pseudotime described in (Velten *et al*, 2017).

For visualization and clustering, expression values for all variably expressed genes were arranged by inferred position and a floating mean was computed by 1D‐convolution with an absolute exponential kernel with decay rate 10. Smoothened gene expression values obtained thereby were then compared to immunofluorescence images for model validation (Fig EV4D) or used for clustering of gene into modules with coherent expression patterns over space (Fig 1D and E).

#### ZINB‐WaVE analysis

To identify gene whose expression was variable but statistically independent from the AP axis, we made use of the ZINB‐WaVE model (Risso *et al*, 2018, 2019). Unlike a PCA, ZINB‐WaVE separately estimates a matrix of known‐covariate factors as well as a matrix of unknown‐covariate factors; furthermore, ZINB‐WaVE uses a zero‐inflated negative binomial distribution to account for the sparse nature of single‐cell RNA‐seq data. We ran ZINB‐WaVE using default settings and the number of genes observed as well as the inferred AP position as known sample‐level covariates. While the PCA of the dataset was dominated by effects related to the number of genes observed, viability dye incorporation, and AP position (Fig EV4E), the unknown‐covariate factors from ZINB‐WaVE arranged genes according to their dorsal–ventral expression (Fig 1F). Two of the predicted DV markers were validated by Immunofluorescence (Fig EV4F).

#### ChIP‐Seq reanalysis and iRegulon analysis

To identify the relationship between motoneuronal genes expressed in our scRNA‐Seq dataset and genes bound by the homeodomain TF Dfd, we used a whole embryo Dfd ChIP (Sorge *et al*, 2012) to investigate if Ig domain proteins are overrepresented among putative Dfd‐regulated genes compared to other genes expressed in MNs. Genes were classified as regulated by Dfd when Dfd binding to the target gene was detected max. 1 kb upstream of the promotor region (Sorge *et al*, 2012). To calculate a *P*‐value for enrichment, we performed a hypergeometric test. The Ubx ChIP‐Seq data were analysed as described in (Domsch *et al*, 2019). To illustrate the overlap of neuronal Ubx‐bound genes with the genes from the Ig expression maps, mapped neuronal Ubx peaks were assigned to genes in close proximity and these genes were used in the Venn diagram to illustrate the common and unique populations.

The iRegulon (Janky *et al*, 2014) analysis was used to identify TF motifs enriched in the vicinity of Ig‐encoding genes expressed in our motoneuronal scRNA dataset. Therefore, we performed an iRegulon analysis on all Ig domain encoding proteins expressed in MNs under standard settings (9,713PWM; 5 kb upstream, 50 UTR and first intron with standard cut‐off) to identify the 15 highest ranked TF motifs. We next used iRegulon to investigate which TF families are predicted to bind to these motifs and chose three of the five motifs predicted to be regulated by homeodomain TFs.

#### Data visualization

All plots were generated using the ggplot2 (v. 3.2.1) and pheatmap (v. 1.0.12) packages in R 3.6.2. Boxplots are defined as follows: The middle line corresponds to the median; lower and upper hinges correspond to first and third quartiles. The upper whisker extends from the hinge to the largest value no further than 1.5 * IQR from the hinge (where IQR is the inter‐quartile range, or distance between the first and third quartiles). The lower whisker extends from the hinge to the smallest value at most 1.5 * IQR of the hinge. Data beyond the end of the whiskers are called “outlying” points and are plotted individually.

## Author contributions

**Jessica Velten:** Conceptualization; Validation; Investigation; Methodology; Writing—original draft; Writing—review and editing. **Rashi Agarwal:** Investigation. **Patrick Van Nierop y Sanchez:** Investigation; Methodology; Writing—review and editing. **Katrin Domsch:** Investigation; Methodology; Writing—review and editing. **Lena Bognar:** Investigation. **Malte Paulsen:** Investigation; Methodology. **Lars Velten:** Data curation; Software; Investigation; Methodology; Writing—original draft; Writing—review and editing. **Ingrid Lohmann:** Conceptualization; Supervision; Funding acquisition; Investigation; Methodology; Writing—original draft; Writing—review and editing. **Xuefan Gao:** Data curation; Formal analysis; Validation.

In addition to the CRediT author contributions listed above, the contributions in detail are:

JV and IL designed the study. The experiments were performed by JV with significant contributions by XG, RA, LB and MP. The bioinformatic data analysis was performed by JV and LV and KD. PVN designed a code for image analysis. JV wrote the paper together with IL and LV. IL obtained funding for this study (DFG, LO 844/4‐2). All authors have read and commented on the paper.

## Disclosure and competing interests statement

The authors declare no competing or financial interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

## Data Availability

Single‐cell transcriptomics raw data and count tables are available from gene expression omnibus, ID: GSE155578 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155578for the motoneuronal dataset) and ID: GSE155586 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155586; for the muscle dataset). Most analyses were done using the indeXexplorer software for interactive exploration of single‐cell RNA‐seq datasets (Velten *et al*, 2017), which is available from https://git.embl.de/velten/indeXplorer. Custom scripts for inference of spatial position are available from the corresponding authors upon request.

# Supplementary material for: Single‐cell RNA sequencing of motoneurons identifies regulators of synaptic wiring in Drosophila embryos
**Source:** Mol Syst Biol. 2022 Feb 28;18(3):e10255. doi: 10.15252/msb.202110255
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

Expanded View Figures

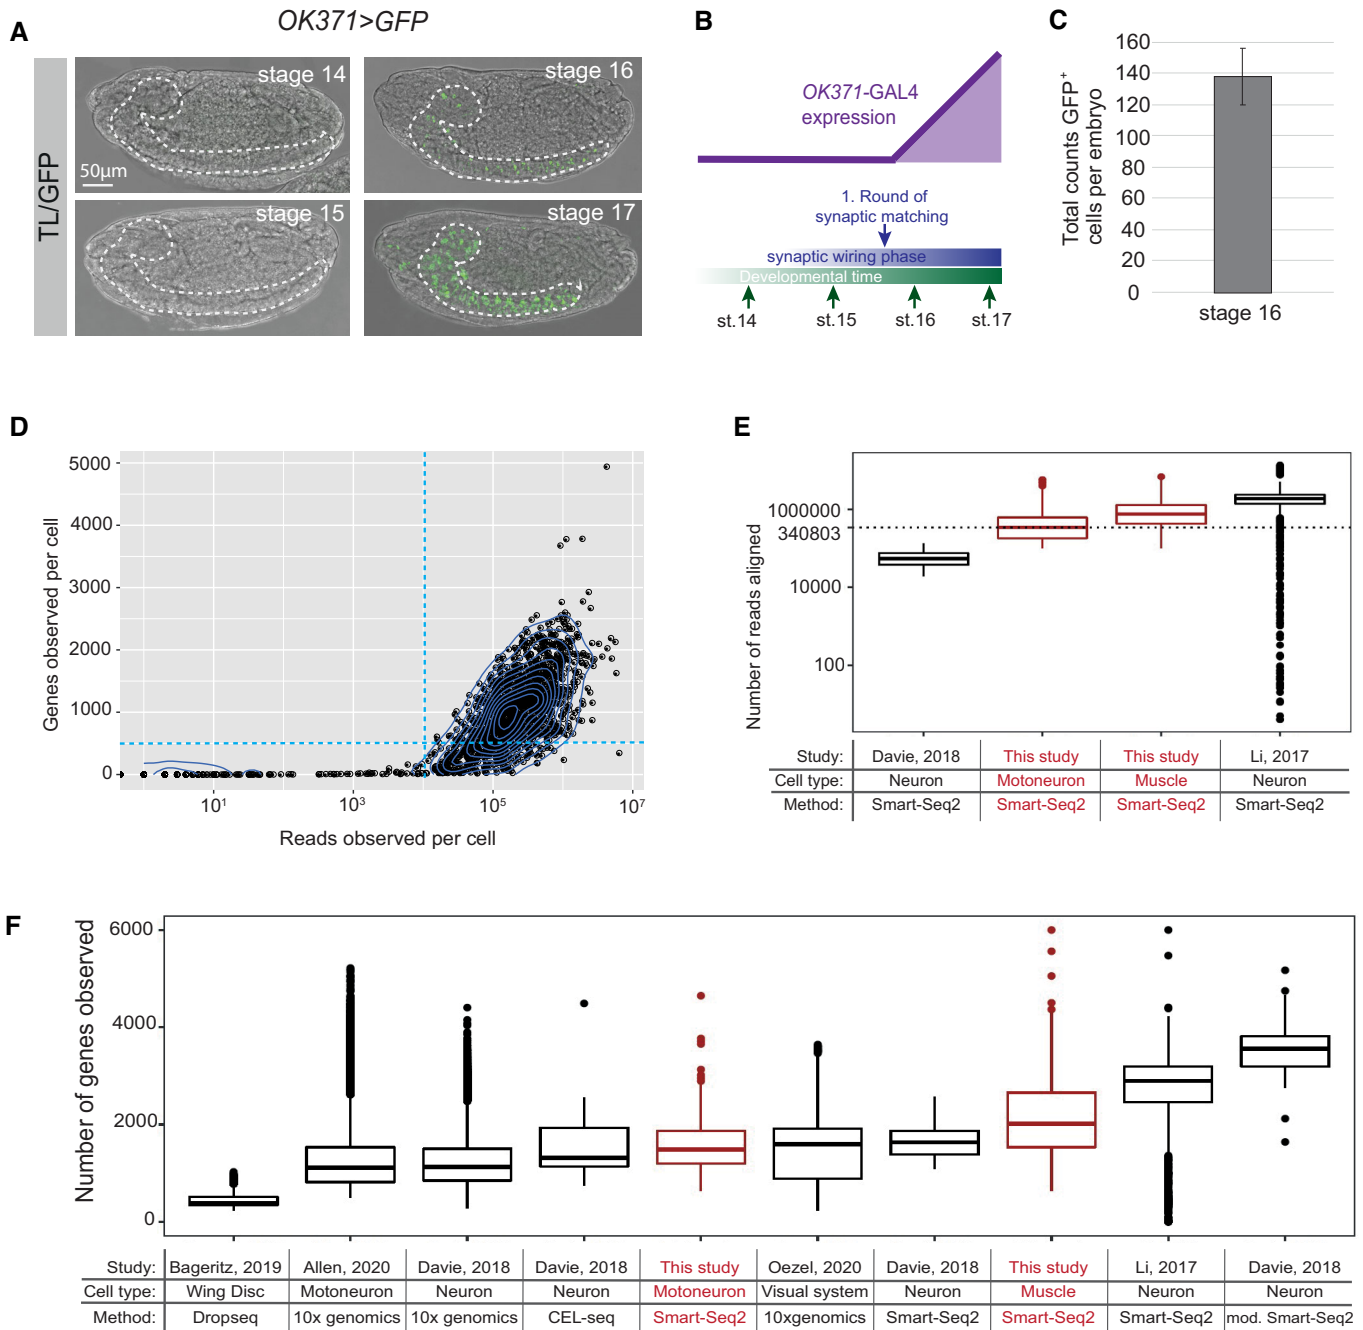

Figure EV1.

**Figure EV1. scRNA-Seq data of embryonic *Drosophila* MNs are of high quality.**

- A Time course of GFP expression induced by the *OK371-GAL4* motoneuronal driver during embryonic stages, showing that GFP expression starts after embryonic stages 15 and is clearly detectable at stages 16 and 17 in neuronal cells. Dashed lines highlight the ventral nerve cord.
- B Illustration of the time course shown in (A) in relation to the synaptic wiring in the embryonic neuromuscular system, highlighting that *OK371-GAL4*-driven transgene expression occurs at the time when the first synaptic connections are formed between MNs and muscles.
- C Quantification of the average number of differentiated *OK371 > GFP*-positive MNs in stage 16 embryos ( $n = 3$ , biological replicates with two independent biological repeats, error bar denotes standard deviation).
- D Visualization of filtering criteria for single cells (dashed blue line, see Materials and Methods). Density dot plot represents the total reads (library size) versus genes observed per cell (library quality, diversity). Each dot represents a motoneuronal cell (total of 1,536 cells). In total,  $n = 999$  cells passed the filtering criteria indicated by the dotted lines (see Materials and Methods).
- E Number of reads aligned to the *Drosophila* genome per cell for the two datasets from this study (red) and two other studies (black) profiling *Drosophila* neurons by Smart-Seq2. See Materials and Methods, section *Data visualization* for a definition of boxplot elements. Individual data points correspond to single cells (biological replicates), see legend of panel F for number of cells.
- F Number of genes observed per cell for the two datasets from this study (red) and several other studies (black) profiling *Drosophila* neurons by scRNA-Seq (Li et al, 2017; Davie et al, 2018; Bageritz et al, 2019; Allen et al, 2020; Özel et al, 2021). See Materials and Methods, section *Data visualization* for a definition of boxplot elements. Individual data points correspond to single cells (biological replicates). Bageritz et al:  $n = 2,554$ , Allen et al:  $n = 33,115$ , Davie 10x genomics:  $n = 56,902$ , Davie CEL-seq:  $n = 22$ , Davie Smart-Seq2:  $n = 45$ , Davie modified Smart-Seq2:  $n = 34$ , this study (Motoneuron):  $n = 999$ , this study (Muscle):  $n = 837$ , Oezel et al:  $n = 31,018$ , Li et al:  $n = 1,842$ .

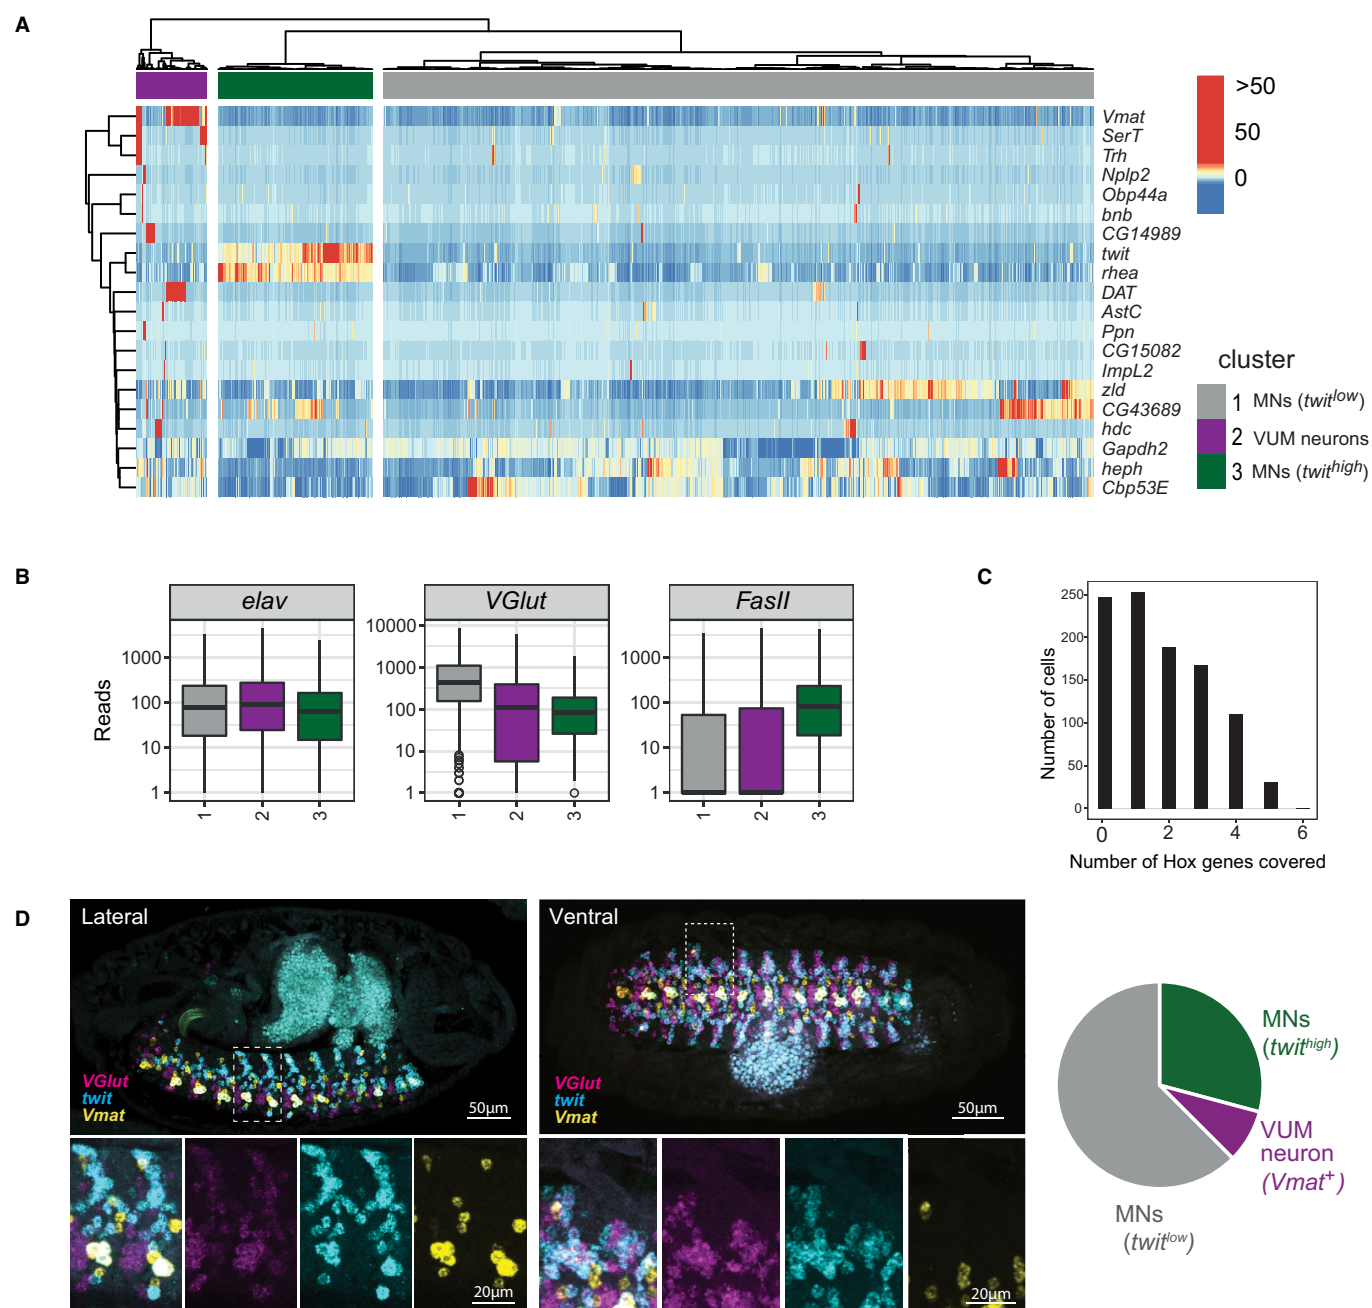

**Figure EV2. scRNA-Seq data of embryonic *Drosophila* MNs identifies three major clusters.**

- A** Heatmap depicting gene expression of single motoneuronal cells (columns) after hierarchical clustering using the 20 most variably expressed genes (rows) following the method of Li et al (2017). Hierarchical clustering was performed using ward linkage on an Euclidean distance metrics. Colour code represents gene expression levels (see Materials and Methods). Three distinct clusters with similar expression patterns are labelled in grey (cluster 1), purple (cluster 2) and green (cluster 3), these clusters correspond to clusters shown in Fig 1B.
- B** Expression of three marker genes, *elav* (pan-neural), *VGlut* (glutamatergic MNs) and *FasII* (axon) were evaluated for each of the three clusters shown in (A). See Materials and Methods, section *Data visualization* for a definition of boxplot elements. Individual data points correspond to single cells (biological replicates),  $n = 758$  (cluster 1),  $n = 76$  (cluster 2),  $n = 165$  (cluster 3).
- C** Bar chart shows the number of cells expressing different numbers of *Hox* genes. In sum, 749 of 999 cells express at least one *Hox* gene (~ 75% *Hox* gene coverage).
- D** *Left panel*: Multiplex HCR visualizes the expression pattern of *VGlut*, a general marker for glutamatergic MNs, and two key marker genes, *twit* and *Vmat*, which drive the clustering shown in (A). The dashed boxes in the upper panels, which show the lateral and dorsal view of representative embryos, are displayed at higher resolution in the lower panel. *Right panel*: Venn diagram showing ratios of cells labelled with these key marker genes, which are compared with ratios expected from scRNA-Seq experiments.

**Figure EV3. Detailed analysis of single cell data identifies known MN subtypes and variable processes in stage 16 embryonic MNs.**

- A *Left panel*: ventral view of representative stage 16 and late-stage 17 embryos expressing UAS-RFP under the control of OK371-GAL4. The red dashed lines highlight the midline, the dashed boxes indicate one hemisegment. Within each hemisegment, RFP-positive cells were counted to define the average number of MNs present per abdominal hemisegment. *Right panel*: table depicting the average number of MNs per hemisegment counted in stage 16 and late-stage 17 embryos.
- B Expression of known motoneuron subtype markers (Landgraf et al, 1999; Certel & Thor, 2004; Garces & Thor, 2006; Technau et al, 2014; Zarin et al, 2014; Couton et al, 2015) on  $n = 758$  cells from the *twit<sup>low</sup>* cluster. Columns correspond to single cells. Cells were assigned as dorsally projecting MNs (dMN) or ventrally projecting MNs (vMN) by computing expression scores on dMN and vMN markers. If a given marker was observed in a single cell,  $-\log(p)$  was added to the respective score, where  $p$  is the total fraction of cells expressing a marker.
- C Scatter plot comparing the fraction of MNs falling into the distinct classes according to literature (Zarin et al, 2014), and according to the assignment performed in (B).
- D Bar chart depicting the expression of the marker genes in the different populations.
- E Principal component analysis (PCA) of genes expressed in *twit<sup>low</sup>* cells. GO term analysis for biological processes was performed on the top 10% genes with highest loadings on principal component 1, PC1 (log 10  $P$ -value; left), principal component 2, PC2 (middle) and principal component 3, PC3 (right). GO term and SMART domain analysis was performed on the top 300 genes representing the most enriched candidates in the PCA. Dark grey indicates processes enriched among genes with positive loadings, light grey indicates processes enriched among genes with negative loadings. Together these analyses indicated that PC1 and PC2 are associated with metabolic processes, cellular differentiation and/or technical variation, while PC3 is associated with anterior/posterior patterning and synaptic processes.
- F Principal component loadings plots highlighting homeodomain TF genes (red) as well as genes associated with the GO terms MN axon guidance (blue) and synaptic organization (green). Points with label correspond to the highest 5% of loadings.

**Figure EV4. The AP axis can be spatially reconstructed based on immunofluorescence measurements of Hox proteins.**

- A Pipeline for protein intensity measurements of the seven Hox TFs (Lab, Dfd, Scr, Antp, Ubx, AbdA and AbdB) expressed along the AP axis of the ventral nerve cord in a consecutive order. *Upper panel:* The motoneuronal marker FasII (magenta) was used as reference to measure Hox TF expression patterns in different embryos in a standardized manner (see Materials and Methods). *Lower panel:* Procedure of translating different fluorescence intensity measurements into standardized graphs by Fiji.
- B Normalized and smoothened protein measurements of Hox TFs (colour code) are combined in one graph (see Materials and Methods). X-axis: relative AP position in % (normalized to length of ventral nerve cord), Y-axis = relative fluorescence intensity measurement (normalized to max. intensity).
- C Normalized and smoothened single-cell mRNA measurements of *Hox* gene expression (colour code) arranged along the inferred AP position (See Fig 1D, Materials and Methods).
- D Proof of concept: comparison of expression of two candidate genes (*frq1* and *hth*) on the protein level (solid line) along the measured AP axis and the mRNA expression level (dashed line) along the inferred AP position (see Fig 1D, Materials and Methods), highlighting a high degree of agreement.
- E Scatter plots relating principal component scores on PC3 and PC4 to AP position. PCA was performed using only cells from the *twit<sup>low</sup>* cluster. PCA was performed including (upper panel) or excluding (lower panel) *Hox* genes to rule out any qualitative biases created by targeted *HoxSeq*. *P*-values were computed based on the hypothesis that the true correlation is different from 0 using a fisher transform of correlation coefficients.
- F *Left panel:* The homeodomain TFs Vvl and Mirr identified in ZINB-WAVE analysis were investigated for the localization along the DV axis of the ventral nerve cord (highlighted in white) of an early-stage 17 *Drosophila* embryo. Here, co-expression of Dfd (magenta) and Mirr (blue) is shown. *Central panel:* Illustration highlighting the maxillary segment (Mx). *Right panel:* Zoom on the expression of Vvl and Mirr in the Dfd expressing maxillary segment (Mx; magenta) is shown, highlighting that Vvl and Mirr are expressed in ventral regions.
- G Normalization strategy of scRNA-Seq data analysis modified for sparse and lowly expressed genes (see Materials and Methods). For gene “Low”, expression takes 0 or small values from 1 to 10 counts, for gene “High”, expression can be 0, low (1–10), or high (30–100). After normalization, quantitative differences between cells expressing gene “Low” are effectively voided, whereas they are preserved for gene “High”. *Left panel:* Histogram of raw data, *right panel:* Density plot after normalization.
- H Scatter plot depicting for each homeo-cluster the strength of association with a technical covariate (sequencing depth). *P*-values were calculated using the Wilcoxon test contrasting sequencing depth in cells from that cluster, and all other cells. The dotted red line indicates the *P*-value required for significance (0.05). All associations are therefore not significant.

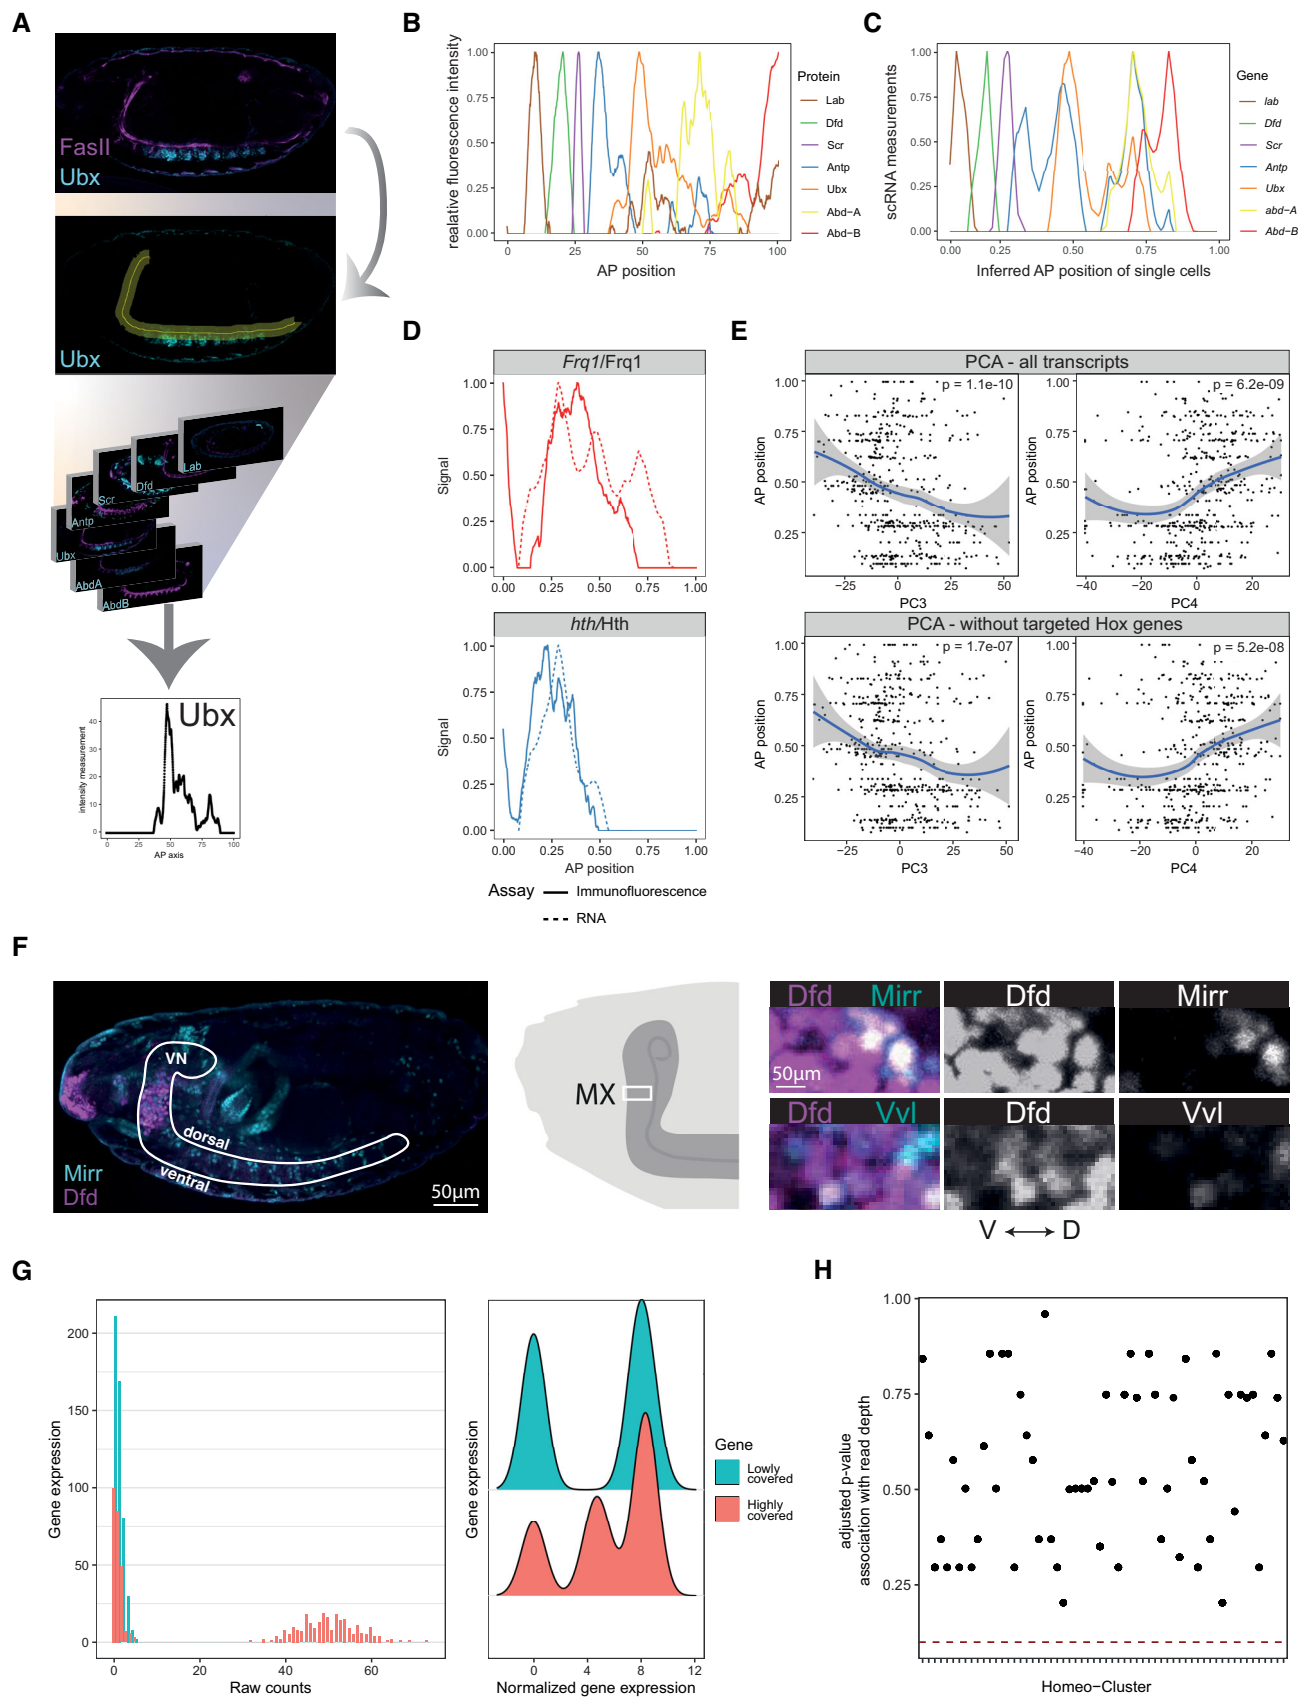

Figure EV4.

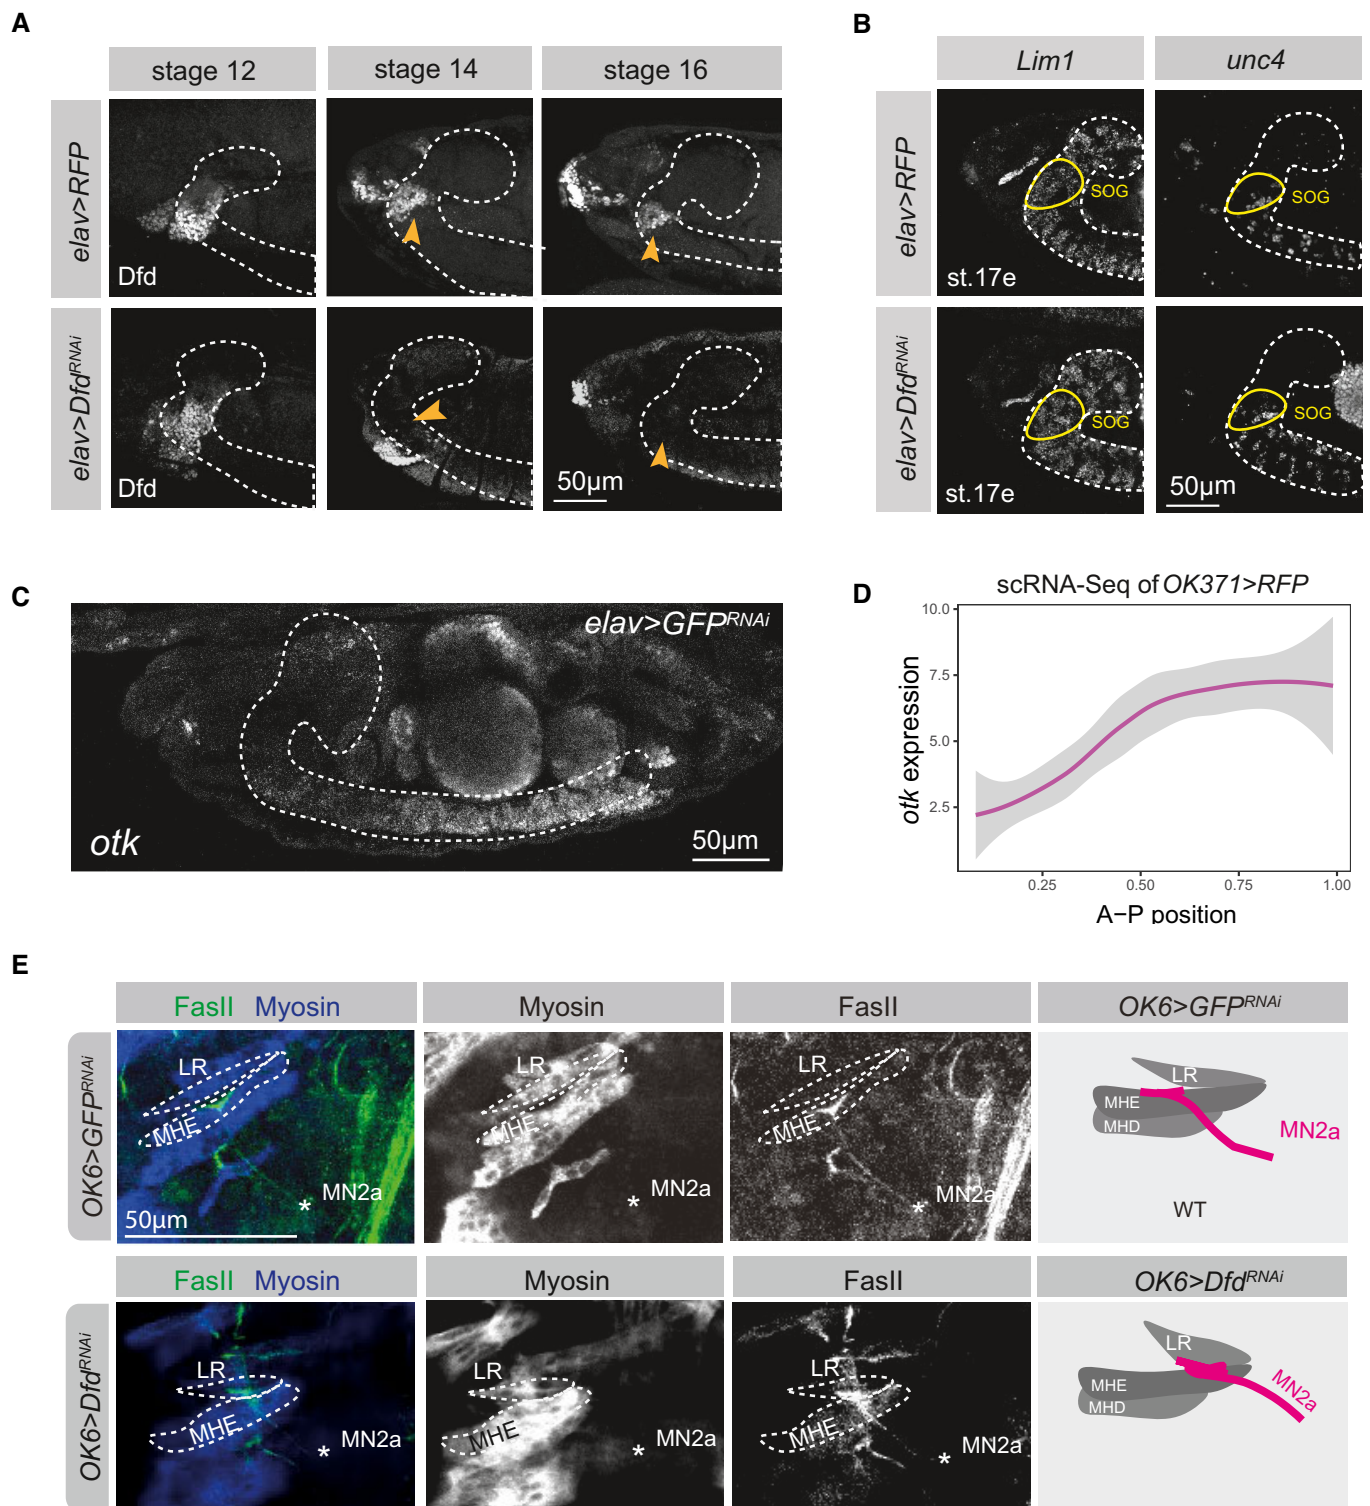

Figure EV5.

**Figure EV5. Homeodomain TFs control Immunoglobulin gene expression in the embryonic nervous system.**

- A Representative confocal images of stage 12, 14 and 16 *Drosophila* control (*elav > RFP*) and *elav > Dfd<sup>RNAi</sup>* embryos, depicting Dfd expression (red) and the ventral nerve cord, which is outlined by a white dashed line in all embryos (identified by Elav staining). The orange arrowheads highlight the area of neuronal Dfd expression, which is abolished in *elav > Dfd<sup>RNAi</sup>* embryos at stage 14.
- B HCR for identifying *Lim1* and *unc4* transcripts in *Drosophila* stage 17 embryos. RNA expression of both genes is analysed in control (*elav > RFP*) versus Dfd-depleted (*elav > Dfd<sup>RNAi</sup>*) animals, the ventral nerve cord is highlighted by a white dashed line, the Dfd-expressing subesophageal ganglion (SOG) is indicated by a yellow circle.
- C Representative confocal image of a stage 17 *Drosophila* embryo, highlighting expression of Ig gene *otk* along the ventral nerve cord (white dashed line) as detected by HCR.
- D Graph depicting *otk* mRNA expression level along the inferred AP position based on the scRNA-Seq data.
- E Representative confocal image of a stage 17 embryonic head with Myosin-expressing muscles (blue) and FasII-expressing axonal projections (green) in animals after RNA interference with *Dfd* in MNs by means of the *OK6-GAL4* driver. A zoom on the projection (FasII staining) of MN2a to the MHE and LR muscles of an early-stage 17 *Drosophila* embryo are shown. Asterisks highlight the location of MN2a, which is identified by the FasII-expressing axonal projection emerging from a Dfd-expressing MN, which normally innervates the Dfd-expressing MHE muscle. The panel on the right side represents a schematic drawing of the confocal image shown on the left side, summarizing the innervation of the anterior muscles (LR, MHE, MHD) by projections emerging from MN2a (magenta) in the perturbation condition.

# Supplementary material for: Single‐cell RNA sequencing of motoneurons identifies regulators of synaptic wiring in Drosophila embryos
**Source:** Mol Syst Biol. 2022 Feb 28;18(3):e10255. doi: 10.15252/msb.202110255
**Supplement:** Supplementary file 2 — Dataset EV1

**Homeodomain transcription factor gene expression in scRNA-Seq identified clusters:**

**Immunglobulin gene expression in scRNA-Seq identified clusters:**

**Dataset EV1: Homeodomain and Ig domain expression in scRNA- Seq identified clusters.**

Single cells were grouped into 60 clusters according to differential homeodomain TF expression (see Figure 2A) and then arranged along the AP position (from anterior to posterior: Cluster 1-60) (see Figure 1D). For each cluster the mean gene expression was computed with a threshold of 4. The table depicts homeo- and Ig- encoding genes in columns and clusters in rows.

How the deposited data were processed for this re-analysis (not part of the article)

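Single-cell RNA sequencing of 999 RFP-positive motoneurons was analysed, sorted from 1 pool of OK371-GAL4 UAS-RFP embryos of 19 to 20 h and sequenced on 16 plates by SMART-Seq2 with added primers for the 7 Hox genes. Each cell is 1 library, and the plate and well of each cell were taken from its label. The labels name no embryo, so the cells form 1 sample and the plates are technical batches. The authors removed poly-A tails and assigned the reads to the Ensembl BDGP6 cDNA with Kallisto, whose version the paper's text does not name. They deposited estimated counts per gene, rounded to whole numbers and not normalized, for 7279 genes in all cells. Per cell, the authors also deposited estimated counts for each of 30651 transcripts and, for the same transcripts, TPM values, which Kallisto scales by effective length to 1000000 per cell. The TPM values were not used here. The muscle cell data, the immunofluorescence, the qPCR and the ChIP-Seq of the paper were not analysed here.

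The gene counts were checked against the estimated counts per transcript, summed per gene with the annotation of Ensembl release 115 (BDGP6.54). Of the 7279 genes, 7203 were paired by identifier, 32 by symbol and 44 were not paired. For 99.9% of the paired values the rounded sum equalled the gene count. A difference over 1 read in any cell occurred in 33 genes, most often in VGlut (895 cells), and the gene counts were used for these. The gene count was the higher one in all of these cells. For 27 of the 33 genes, VGlut among them, the difference equalled the counts of 1 transcript without a gene in the annotation, within 1 read in every cell. The gene counts thus include VGlut reads that the sums lack, and VGlut was in 880 cells (88.1%) in the sums and in 957 in the gene counts. The transcripts without a gene in the annotation, 371 in number, held 0.402% of the reads. In the sums, 7935 genes had at least 10 reads in 5 cells, 705 of them outside the gene counts, which held 99.5% of all estimated reads. No column belonged to another sample.

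Total counts per cell ranged from 100027 to 5834773 with a median of 340803, and the number of cells and these totals set the precision. Shares of cells have exact Clopper-Pearson intervals at a level of 95%, sums of reads have exact Poisson intervals, and intervals of a difference of shares combine the exact limits of both. All of them cover counting error only, since reads after PCR are not independent molecules. No p-value, standard error or count of changed genes was computed from cells. A gene class was described by the percentile of its median among 10000 random lists of the same size, matched on mean expression in 20 bins, with 95 as the threshold. Each single well holds a sorted cell, and no doublet caller was run.

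Size factors were total counts divided by their median, and log2 values were log2(normalized count + 1). Cells were clustered with Ward linkage on the 20 genes with the largest variance of these values, and divided into 3 clusters. The markers that could name a cluster were fixed before the data were examined, as were the gene lists, the designs and the alternatives unless said otherwise. The lists of dMN and vMN markers were read from the picture of Fig EV3B, so that no test rests on them. The naming rule, that at least 3 markers be detected in 50% of a cluster's cells, with 1 among its 10 leading genes, named no cluster. This rule was written after the clusters had been seen. The cells picked by Vmat reads would not meet it for the VUM name either. As no cluster was named, the low-twit population of 733 cells with fewer than 10 reads of twit and of Vmat was set after seeing the data. The 524 of these cells with at least 1 Hox read were used where the paper used cells with a spatial position, and 425 had at least 10 reads of a Hox gene.

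For variability, genes with at least 10 reads in 5 or more of the low-twit cells were used, and CV² was fitted as a constant plus a term inverse to the mean, on the genes with a mean above the median. Principal components were computed from z-scored log2 values. The leading Hox gene of a cell is the one with the highest count relative to its mean in expressing cells. The paper's maximum likelihood position, which needs the protein map, the indeXplorer scaling and the ZINB-WaVE model were not run. Log2 odds ratios had 0.5 added to each of the 4 cells of the table. The homeodomain clusters followed the paper's gene-wise normalization, with Ward linkage and 60 clusters. The paper describes a supervised split that followed its dendrogram, of 537 cells, so its clusters and those computed here are not the same. Associations were measured as the share of variance explained (R²) by the clusters. DIP-kappa is listed in the files as CG31814.

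The text names the genes that the paper names in its results, the 10 genes farthest above the variability fit, the 10 Ig genes and 5 other genes with the highest R², and the 5 leading genes of a cluster of cells. Members of lists fixed beforehand (Hox genes, markers of dMNs and vMNs, markers of transmitter types and of haemocytes) are named too. Otk2 and Frq2 were added as paralogs, and the genes named for principal components and single values of marker pairs were chosen after their values were seen.

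The scripts for variability and association were tested on simulated counts for 7207 genes in 733 cells, in which 200 genes were changed. A list of 60 changed genes reached percentile 100 in both, and 4% and 3% of 100 unchanged lists reached 95. Simulated clusters were recovered with an adjusted Rand index of 1, but their genes had high counts where on and almost none where off. The index therefore does not measure how well clusters of the real, sparser counts are recovered. The alternatives changed the read minimum (10 reads), the depth (each cell thinned to 50000 reads), the count source, the gene lists, the size factors (scran 1.30.0 in R 4.3.3), the clustering, the matching on transcript length and the plates used. Alternatives chosen after seeing the data are named as such. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, with random seed 1.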

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

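The test on the genes of amine synthesis was set before its result was seen, and the test on VGAT was chosen only after its result was seen. The groups of cells with at least 10 Vmat reads were themselves set after seeing the data.

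Among the 79 cells with at least 10 Vmat reads, 35.4% (28 cells, interval 25.0 to 47.0) had at least 10 reads of DAT or ple, genes of dopamine transport and synthesis, and 17.7% (14 cells, 10.0 to 27.9) of SerT or Trh, the corresponding genes of serotonin. These genes lie outside those the paper discusses, and both shares exceed the 3.80% that a count of 0 in 79 cells allows (taken as 3 cells of 79; the exact interval of 0 of 79 ends at 4.56%), a low bar that any 4 cells pass. The comparison with other cells says more. In the 920 other cells the shares were 2.07% and 1.96%. If the group were 1 octopaminergic cell type, Tbh or Tdc2 would be in most of its cells, and they were in 29.1% (in 10.0% of the other cells). No cell had at least 10 reads of an octopamine gene together with a dopamine or serotonin gene, 3 cells had those of dopamine and serotonin, and 17 cells had none. At 1 or more reads, 7 cells had an octopamine gene with another kind. The values argue against a single octopaminergic type. Against reads carried over between wells, the tests on other genes under Other observations bear. The dopamine cells came from 12 plates and the serotonin cells from 11, so a single plate is not the source. VGlut had at least 10 reads in 21 of the 28 dopamine cells and 9 of the 14 serotonin cells, against 92.2% of all cells. Whether the cells without it were sorted as other neurons, or lost VGlut reads at this depth, stays open, and no biological explanation was tested.

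At least 10 reads of VGAT, the vesicular transporter of GABA, were found in 20.5% of the 999 cells (205 cells, median 51 reads, all 16 plates), above what a count of 0 in as many cells allows, which shows only that reads are present. The paper does not discuss this gene. GABAergic neurons in the sort would bring Gad1, the enzyme that makes GABA, and would lack VGlut. Gad1 had at least 10 reads in 12 of the 205 cells (5.85%, interval 3.06 to 10.0), and VGlut in 191 (93.2%, 88.8 to 96.2), where 92.2% of all cells have it. For most of these 205 cells, the values argue against GABAergic neurons. The share of the VGAT reads that lies in the 12 cells with Gad1 was not computed. Reads of another gene assigned to VGAT, and VGAT transcription in glutamatergic motoneurons, stay open as untested explanations. The design has no condition against which a biological explanation could be tested.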

How the results depend on the processing

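For 27 results, 131 alternatives were computed, 14 of which were chosen only after seeing the data. In 113 the result kept its direction and side of its threshold, moved by less than its spread or, for a count, stayed within a fixed ratio. That ratio is wide, as 40 and 80 separate gene sets were taken as kept against 60. In 16 a value moved by more, in 2 a percentile fell below 95, and in 0 the direction reversed. All alternatives of 15 results were of the first kind. Of the 113, 28 could hardly have come out otherwise and say nothing on robustness. They are 15 shares held at 0 by the naming rule, 7 counts of separate gene sets, which random clusters also give, 2 in which Hox genes were left out of a list without them, and 4 with lists of Dataset EV1, drawn up from these same cells. The other 85 remain, but not all of them test robustness. They include 7 alternatives each for the homeodomain TF and the Ig genes per cluster (10 to 11 and 28 to 31). Clusters with cells assigned at random gave similar medians there, 11 and 32. Percentiles of 100 are also among the 85, and these can fall but not rise.

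The detection of genes depended on the read minimum and the depth. With 10 or more reads, the median number of genes per cell was 1111, VGlut was in 92.2% of cells, elav in 80.5%, a Hox gene in 62.5%, and dMN cells were 42.1% of scored cells. Thinned to 50000 reads, these were 1258 genes, 94.0%, 85.4% and 66.8%, and the posterior minus anterior difference of hth was -24.6 percentage points, where all reads gave -14.3. The lower counts follow from fewer reads by construction, while the cause of the larger hth difference was not tested. Its direction was the same in all 4 alternatives (-24.6 to -10.6). Without unc-5 as a marker, dMN cells were 22.6%, since unc-5 counts only for dMNs. In the sums of estimated counts, VGlut was in 88.1% of cells, because the annotation used for the sums lacks 1 VGlut transcript that the gene counts include, and elav stayed at 90.6%. The median log2 odds ratio of neighbouring Hox genes was 0.84 in the cells with a Hox read and 1.64 over all low-twit cells, as leaving out cells without a Hox read lowers it.

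None of the alternatives set beforehand for the clustering of cells (principal components, 50 genes, z-scores, 4 clusters) gave a cluster that could be named. The groups set by marker reads after seeing the data held 7.91% of cells for Vmat, 19.6% for twit and 73.4% for neither, and clustering on 20 genes by CV² over its fit, also chosen after seeing the data, named no cluster. The naming rule itself dates from after the clusters had been seen. It left little room for a VUM value above 0, since the cells picked by Vmat reads do not meet it either (Tbh in 34.2%, Tdc2 in 25.3% and zfh1 in 26.6% of them), and fixed the twit-low value at 0, as that type has no markers of its own and needs both other names. With detection in fewer cells required, the 2 main clusters with rhea or twit among their 10 leading genes (42.3% and 17.9% of cells) would be candidates for the twit-high name, and the CV² cluster led by Vmat (7.01%) for the VUM name.

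The homeodomain and Ig classes stayed at percentile 100 for variability, and the dpr class between 98.9 and 99.95. In the alternatives that could move it, the median log2(CV² / fitted CV²) lay 1.04 to 1.25 above the random lists for the homeodomain class (1.23 in the setting used), 0.36 to 0.58 for the Ig class (0.44) and 0.28 to 0.58 for the dpr class (0.30). With each plate left out in turn, the dpr class lay between 99.2 and 99.8, and the homeodomain and Ig variability and the Ig association stayed at percentile 100. On the third principal component, the homeodomain percentile fell to 81.5 when the number of genes detected and the plate were regressed out, and was between 98.7 and 99.7 in the other alternatives. In that setting the components are other ones, and the third no longer followed the leading Hox gene (rho 0.07), so that 81.5 is not the same component's value. The cause was not tested. The Ig percentile on the third component stayed below 95 in the 4 alternatives (4.90 to 63.6), while on other components it reached 96.4 in that setting and 97.2 on the second component without z-scores (rho with the leading Hox gene -0.23). The largest absolute rho of any component with the leading Hox gene lay between 0.259 and 0.301 in the alternatives, but in that setting it was found on the second component, with 0.07 on the third component and -0.15 on the next. The Ig association fell to percentile 78.5 for clusters with cells assigned at random, as their construction removes the homeodomain grouping, and stayed at 100 in the other 12 alternatives.

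Depth limits the calls of single genes. The 255 cells with lab reads had a median of 5 reads, and 10 reads of Dfd were present in 33 low-twit cells, so that the interval of the DIP-gamma share spans 28.1% to 63.6%. No paired analysis was possible because the series holds 1 pooled sample.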

Differences from the paper's values

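The clustering settings below that are not named as later choices were set before their values were seen, but the rule for naming a cluster was written after the clusters were seen.

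The paper's text gives 8% of the cells as VUMs. Here, no cluster of the hierarchical clustering could be named VUM-like, which is 0%. The alternatives set beforehand (10 principal components, 50 genes, z-scores and 4 clusters) also gave 0%, as did clustering on 20 genes by CV² over its fit, chosen after seeing the values, although 7.01% of cells then formed a cluster led by Vmat, DAT and ple, which the naming rule left without a name. The share of cells with at least 10 Vmat reads, a setting chosen after seeing the values, was 7.91%. The value of 0% is no measured difference, because the naming rule was too strict for it. Even the cells with at least 10 Vmat reads do not meet it, with Tbh in 34.2%, Tdc2 in 25.3% and zfh1 in 26.6% of them. How many of the paper's VUM cells the Vmat setting leaves out is not known, since the paper's assignment of single cells was not used here.

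The paper's twit-low cluster holds 758 cells, and 0 cells were in a cluster that met the naming rule here, under the main setting, under each alternative set beforehand and under the CV² clustering chosen after seeing the values. This 0 is fixed by the rule as well, since twit-low has no markers of its own and is what remains once the VUM-like and twit-high-like clusters are named. Cells with fewer than 10 reads of twit and of Vmat, a setting chosen after seeing the values, numbered 733, and how many cells of the paper's cluster this leaves out is likewise not known. With rebuilt groups, the low-twit population used here is not the paper's.

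The paper states that homeodomain TF genes co-vary with genes of surface proteins for synaptic matching and axon guidance, among them Dpr genes. It bases this on the genes with the highest loadings and on GO terms. The values here are median absolute loadings of whole gene lists, an unlike measure. They can miss single genes with high loadings and do not test co-variation. On the third component the homeodomain TF genes were at percentile 99.9, and the Ig and dpr genes at 38.7 and 16.0. With the number of genes detected and the plate regressed out, the Ig genes were at 96.4 on the first component. The homeodomain TF genes were at 0.15 there, and this component still followed the number of genes detected (rho -0.38). Without z-scores the Ig genes were at 97.2 on the second component, where the homeodomain TF genes were at percentile 0. The rho of that component with the leading Hox gene was -0.23. The paper places both classes among the most variable on the AP-independent axis. With a regression in place of ZINB-WaVE, the homeodomain TF genes were at percentile 0.61 and the Ig genes at 86.9 on the first component, which still followed the number of genes detected (rho -0.43) and is not the paper's component.

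The paper reports no association of homeodomain clusters with depth, by tests of each cluster that take cells as replicates (Fig EV4H). The 60 clusters computed here explained 0.191 of the variance of log2 total counts, above the range of random clusters (0.0784 to 0.154). The paper reports DIP-iota in cluster 28 and a few Ig genes in single clusters. Here DIP-iota passed the threshold in 0 clusters, and 0 Ig genes were expressed in exactly 1. The paper ranks Ig genes first among the classes associated with homeodomain clusters, by F-tests over cells and the number of significant genes. The classes are ordered here by median R², an unlike measure without a test, and this order depended on the list. The median R² was 0.211 for 18 cadherin and LRR genes (0.0738 above random), 0.208 for 100 Ig genes (0.0671 above) and 0.236 for the 62 Ig genes of Dataset EV1 (0.0921 above). The last list was drawn up by the paper from these same cells and the other classes were not, so it does not decide the order.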

Other observations

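The tests on the filter, on haemocytes, on wells with many lab or Dfd reads and on clusters after thinning were chosen only after the result was seen. The other tests of this part were written down before their own results were seen, some of them after first looks at the data.

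Low Hox counts could come from reads carried between wells. If index hopping or spill within a plate were the source, wells that share a line with a well of 1000 or more reads would more often hold 1 to 9 reads. For Scr, Antp, Ubx, abd-A and Abd-B they did so in 46 of 767 cases (6.00%), against 93 of 1234 for other wells of the same plates (7.54%), a difference of -1.54 percentage points (interval -3.80 to 0.845). There were 0 wells with 1000 reads of lab or Dfd, so reads spread between wells of a plate could not be tested for these genes. For 106 genes with 1000 reads in 1 to 5 wells, the share of other wells with 1 to 9 reads was 0.798% on the same plates and 0.712% on other plates, a difference of 0.0866 (-0.0883 to 0.289). Neither value points to carry-over within plates for the genes tested, and both intervals bound it there. For lab, where most counts are low, at least 10 reads of another Hox gene were found in 59.5% of the 744 cells without lab reads, in 58.9% of the 180 cells with 1 to 9 reads and in 54.7% of the 75 cells with 10 or more (interval 42.7 to 66.2). The shares of the groups do not differ beyond counting error. The groups also differ in depth, which affects such a share, with median total counts of 324160, 305570 and 645060 reads in the same order. Whether low lab counts mark lab-expressing cells can therefore not be told apart from background with these cells.

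The higher variability of homeodomain TF and Ig genes was tested against transcript length. With random lists matched on length as well as on mean expression, both classes stayed at percentile 100, and their medians lay 1.21 and 0.42 above the random lists (1.23 and 0.44 without length), which argues against length as the whole cause. For the association of Ig genes with the homeodomain clusters, centring on plate and number of genes detected left the percentile at 100, which argues against a linear effect of these as the whole cause. Total reads are a separate measure of depth. After centring on plate and log2 total reads, a test added after the first centring, the median R² of the Ig genes was 0.207, above the matched random lists (0.128 to 0.143), which argues against a linear effect of total reads and plate as the whole cause. Effects that are not linear were not tested. Cell-type differences stay open as a hypothesis, found and tested on the same cells.

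That each homeodomain cluster has its own set of genes was compared with 2 controls. Random clusters of the same sizes gave a median of 60 separate sets among 60, so that separate sets arise from any such grouping of these cells. The variance of homeodomain TF genes explained by the clusters, 0.632, is a more telling value. After shuffling each gene over cells and clustering anew it was 0.367 (highest of 20 draws 0.383), which argues against groups without joint expression. The clusters also differed in depth. They explained 0.191 of the variance of log2 total counts, against 0.0784 to 0.154 for random clusters, a value consistent with an effect of depth on the clusters or of cell identity on the number of reads. If deeper cells were grouped apart because more genes are detected in them, clusters rebuilt after thinning each cell to 50000 reads would lose the association. In the 457 cells that kept a Hox read, it was 0.1998, against 0.0916 to 0.179 for random clusters. The thinned counts were still divided by the size factors of the full counts, which brings depth back into the clusters. The value therefore cannot decide on the number of reads. The number of reads and the amount of RNA per cell, which thinning does not equalise, both stay open.

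Of the 999 cells, 40 had fewer than 500 genes with at least 10 reads. Genes outside the gene counts would explain this if all cells passed in the sums over all transcripts, but 39 cells stayed under 500. At a minimum of 5 reads the lowest cell had 512 genes, so that a lower minimum is a candidate explanation. The annotation used for the authors' filter was not tested.

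In 3 cells, at least 3 of the 5 haemocyte genes Hml, Pxn, srp, vkg and Col4a1, a list fixed beforehand, had 10 or more reads. In 2 of them all 5 genes did, with 22263 and 35491 reads of Col4a1. None of the 5 genes is in the deposited gene counts, and they were read from the estimated counts per transcript, where the 3 cells hold 105560 reads of them. The 3 cells had 0 reads of VGlut, and 3657 to 4649 genes detected. The 2 cells with all 5 genes also had 25 and 22 reads of the neuronal gene elav. The third cell had 0 reads of elav, Hml and vkg and only 72 of Col4a1. Haemocytes that passed the sort are a hypothesis for them. The absence of VGlut reads fits it, while the elav reads of 2 of the cells go the other way.

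At least 10 reads of ChAT, which makes acetylcholine, were found in 138 of the 999 cells, 129 of which also had 10 reads of VGlut. In 34 of the 138 cells the acetylcholine transporter gene VAChT had 10 reads as well. The labels number the plates to 17 without a plate 4. Dataset EV1 contains 4 means below its stated threshold of 4, all in cluster C42, for lms, pros, hbs and DIP-gamma. Across genes, the number of clusters in which a gene is listed in Dataset EV1 and the number found here had a Spearman's rho of 0.902 for 49 homeodomain TF genes and 0.973 for 62 Ig genes, with 2 names of the same gene in Dataset EV1 counted once. Genes are not independent replicates, and no test was made.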
